# A targetable LIFR−NF-κB−LCN2 axis controls liver tumorigenesis and vulnerability to ferroptosis

**DOI:** 10.1038/s41467-021-27452-9

**Published:** 2021-12-17

**Authors:** Fan Yao, Yalan Deng, Yang Zhao, Ying Mei, Yilei Zhang, Xiaoguang Liu, Consuelo Martinez, Xiaohua Su, Roberto R. Rosato, Hongqi Teng, Qinglei Hang, Shannon Yap, Dahu Chen, Yumeng Wang, Mei-Ju May Chen, Mutian Zhang, Han Liang, Dong Xie, Xin Chen, Hao Zhu, Jenny C. Chang, M. James You, Yutong Sun, Boyi Gan, Li Ma

**Keywords:** Cell death, Liver cancer

## Abstract

The growing knowledge of ferroptosis has suggested the role and therapeutic potential of ferroptosis in cancer, but has not been translated into effective therapy. Liver cancer, primarily hepatocellular carcinoma (HCC), is highly lethal with limited treatment options. LIFR is frequently downregulated in HCC. Here, by studying hepatocyte-specific and inducible Lifr-knockout mice, we show that loss of Lifr promotes liver tumorigenesis and confers resistance to drug-induced ferroptosis. Mechanistically, loss of LIFR activates NF-κB signaling through SHP1, leading to upregulation of the iron-sequestering cytokine LCN2, which depletes iron and renders insensitivity to ferroptosis inducers. Notably, an LCN2-neutralizing antibody enhances the ferroptosis-inducing and anticancer effects of sorafenib on HCC patient-derived xenograft tumors with low LIFR expression and high LCN2 expression. Thus, anti-LCN2 therapy is a promising way to improve liver cancer treatment by targeting ferroptosis.

## Abstract (web summary)

Leukemia inhibitory factor receptor (LIFR) is frequently downregulated in liver cancer. Here the authors show that loss of LIFR promotes liver tumorigenesis and confers resistance to drug-induced ferroptosis through NF-κB-mediated upregulation of iron-sequestering cytokine LCN2.

## Introduction

Liver cancer, arising from genetic and epigenetic alterations, remains a top cause of cancer-related mortality and is one of the most rapidly increasing types of cancer in the United States^1^. Liver cancer subtypes include intrahepatic cholangiocarcinoma, hepatoblastoma, and hepatocellular carcinoma (HCC), which originates from hepatocytes and accounts for the majority of primary liver cancers^2^. While surgical resection and transplantation are recommended for patients with early-stage liver cancer^3,4^, systemic therapies are recommended for advanced HCC^2^. The most common genetic alterations in HCC are mutations in the *TERT* promoter (60%), *TP53* (30%), *CTNNB1* (30%), *ARID1A* (10%), *AXIN1* (10%), *ARID2* (5%), *CCND1* (5–10%), and *VEGFA* (5–10%)^2,5^. Unfortunately, HCC is among the solid tumors with the fewest somatic mutations that can be targeted by molecular therapies^6^. The multi-kinase inhibitor sorafenib, which was the first systemic drug approved by the FDA for first-line treatment of HCC, prolongs patient survival by no more than 3 months^7,8^. To date, most systemic therapies tested in phase 3 trials for advanced HCC have failed to improve on or parallel the efficacy of sorafenib^2^. Recently, clinical trials of nivolumab and pembrolizumab, two immune checkpoint inhibitors targeting PD-1, showed unprecedented responses in some individuals with HCC^9,10^; moreover, atezolizumab plus bevacizumab was the first treatment demonstrating survival benefit for any systemic therapies compared with the standard of care sorafenib in unresectable HCC^11^. However, only a small subset of patients are responders to immunotherapies, and no biomarker to predict response is available in HCC^12^. Thus, identifying the best therapeutic options and predictive biomarkers still represents a major challenge.

As a weak inducer of apoptosis^13^, sorafenib has recently been reported to induce ferroptosis in cancer cell lines^14–16^. Ferroptosis is a type of non-apoptotic cell death characterized by the iron-dependent accumulation of lipid hydroperoxides^17–19^. Thus far, the growing knowledge of ferroptosis regulators and ferroptosis-inducing compounds (most of them have been tested only in cell-line models, which may not always recapitulate therapy response of autochthonous tumors and clinical cancers) have not been translated into clinical benefits, and outstanding questions remain to be addressed. In particular, what genetic or epigenetic alterations in human cancer play a major role in the vulnerability to ferroptosis in vivo? Moreover, it is important to find ways to sensitize therapy-resistant cancers to ferroptosis effectively and safely.

Early work showed that tumor suppressor genes, including *APC*, *GSTP1*, and *CDH1*, are commonly methylated in liver cancer^20,21^. Subsequent studies of HCC revealed additional hypermethylated genes. Some of these genes were hypothesized to be liver tumor suppressors but have not been functionally characterized in HCC in vivo; one of such genes is *LIFR*^22–25^, encoding leukemia inhibitory factor receptor^26^. Complete Lifr-knockout mice die within 24 h of birth and exhibit neuronal, skeletal, metabolic, and placental defects^27^. Although tissue-specific Lifr ablation in the mouse uterine epithelium results in embryo implantation failure^28^, the functions of Lifr in other adult organs, including the liver, remain unknown. In this work, we show that deletion of LIFR promotes liver tumorigenesis and confers resistance to drug-induced ferroptosis through NF-κB-mediated upregulation of iron-sequestering cytokine LCN2.

## Results

### LIFR is downregulated in HCC and loss of Lifr promotes liver cancer

Based on the RNA-sequencing (RNA-seq) data from TCGA^29^ and qPCR analysis of individual cases, *LIFR* mRNA levels were commonly downregulated in HCCs compared with normal tissues (Fig. 1a–c). Consistent with a previous report that 47.9% of human liver tumors showed promoter hypermethylation of the *LIFR* gene^22^, analysis of TCGA data revealed a significant inverse correlation between *LIFR* gene methylation levels and *LIFR* mRNA levels in HCC (Supplementary Fig. 1a), suggesting that DNA methylation may contribute to (but may not be the only cause of) *LIFR* downregulation in HCC. We then analyzed N-nitrosodiethylamine (DEN)-induced mouse liver tumors. At 1 year of age, four of five DEN-treated C57BL/6 mice showed underexpression of Lifr in liver tumors relative to paired normal liver tissues (Fig. 1d). LIFR was also underexpressed in liver cancer cell lines (Supplementary Fig. 1b–d). Compared with MIHA, a non-transformed human hepatocyte cell line^30^, five of six human liver cancer cell lines examined showed much lower levels of LIFR mRNA and protein (Supplementary Fig. 1b, d). Moreover, the comparison of a pair of isogenic mouse liver cell lines revealed that Lifr mRNA and protein levels were much lower in the highly tumorigenic PHR cell line than in the weakly tumorigenic PHM cell line (Supplementary Fig. 1c, d).

**Fig. 1:**
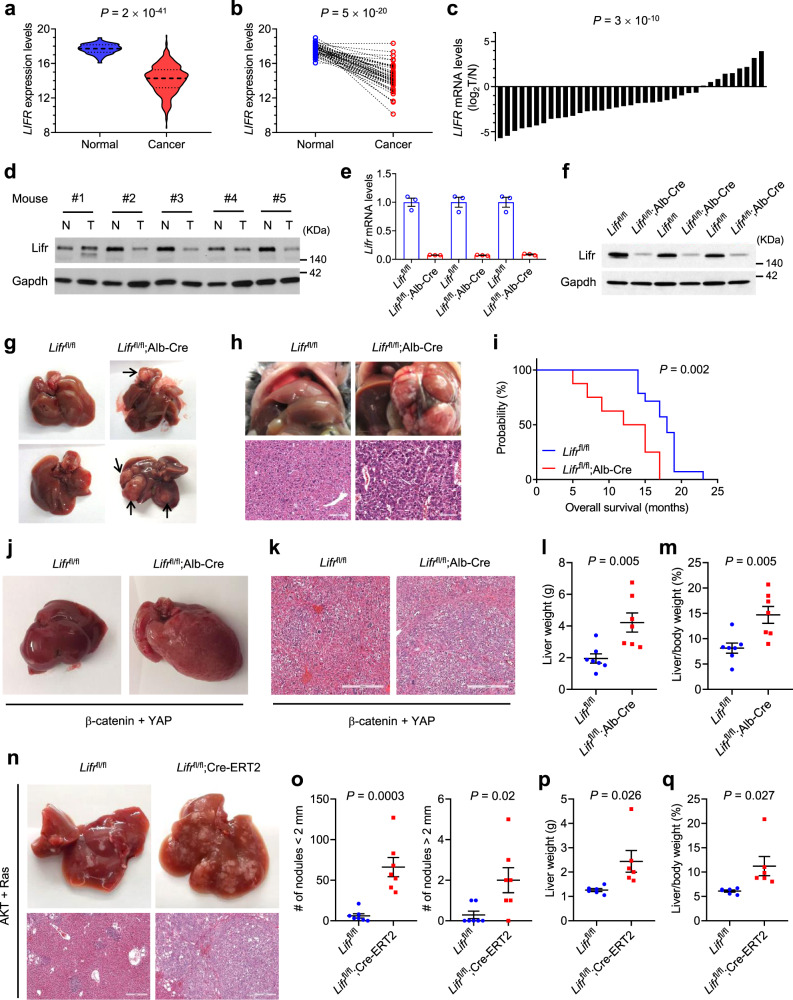
Loss of Lifr promotes liver cancer. **a**, **b** Unpaired (**a**, *n* = 50 patients for normal livers; *n* = 374 patients for liver tumors) and paired (**b**, *n* = 50 patients) comparison of *LIFR* mRNA levels, based on TCGA data. The dashed and dotted lines in **a** are the medians and the quartiles, respectively. Statistical significance was determined by a two-tailed unpaired (**a**) or paired (**b**) *t*-test. **c** qPCR of *LIFR* in human liver tumors (*n* = 37). Statistical significance was determined by a two-tailed unpaired *t*-test. **d** Immunoblotting of Lifr and Gapdh in liver tumors (T) and adjacent normal tissues (N) from DEN-treated C57BL/6 mice. **e**, **f** qPCR (**e**) and immunoblotting (**f**) of Lifr in livers of 3-month-old *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Alb-Cre mice. *n* = 3 samples per mouse; *n* = 3 mice per group. **g** Images of livers in 2-year-old *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Alb-Cre mice. Arrows indicate macroscopic tumors. **h** Images and H&E staining of livers in DEN-treated 7-month-old *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Alb-Cre mice. Scale bars, 100 μm. **i** Kaplan−Meier curves of overall survival of DEN-treated *Lifr*^fl/fl^ (*n* = 14) and *Lifr*^fl/fl^;Alb-Cre (*n* = 8) mice. Statistical significance was determined by a log-rank test. **j**, **k** Images (**j**) and H&E staining (**k**) of livers from *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Alb-Cre mice, 29 days after hydrodynamic injection of plasmids expressing the Sleeping Beauty transposase, β-catenin, and YAP. Scale bars, 300 μm. **l**, **m** Liver weight (**l**) and liver-to-body weight ratio (**m**) of the mice described in **j**. *n* = 7 mice. **n** Gross images and H&E staining of livers from *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Cre-ERT2 mice, 28 days after hydrodynamic injection of plasmids expressing the Sleeping Beauty transposase, myrAKT, and RasV12. From day 7, all mice received 5-day tamoxifen treatment. Scale bars, 300 μm. **o**–**q** Number of liver nodules (*n* = 7 mice; **o**), liver weight (*n* = 6 mice; **p**), and liver-to-body weight ratio (*n* = 6 mice; **q**) of the mice described in **n**. Statistical significance in **l**, **m**, and **o**−**q** was determined by a two-tailed unpaired *t*-test. Error bars are s.e.m. Source data are provided as a Source Data file.

To study the function of Lifr, we generated mice with the LoxP-flanked (floxed) *Lifr* allele on a C57BL/6 strain and obtained *Lifr*^flox/flox^ (*Lifr*^fl/fl^) homozygotes from intercrossing between *Lifr*^flox/+^ heterozygotes (Supplementary Fig. 2a, b). We then generated hepatocyte-specific *Lifr* deletion mutants (*Lifr*^fl/fl^;Alb-Cre) by using albumin-Cre mice^31^. As expected, *Lifr*^fl/fl^;Alb-Cre mice showed diminished Lifr mRNA and protein in livers (Fig. 1e, f). To determine liver phenotypes, we followed up one cohort of mice until they reached 2 years of age. At that age, macroscopic liver tumors were observed in four of the 14 *Lifr*^fl/fl^;Alb-Cre mice (tumor numbers: 1, 2, 3, and 4 in those four mice), whereas none of the 12 *Lifr*^fl/fl^ mice showed visible tumors (Fig. 1g). In parallel, we treated *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Alb-Cre mice with a single intraperitoneal injection of 20 mg kg^−1^ DEN at 14 days of age. Seven months later, we euthanized all mice and detected substantial HCC tumor burdens in 4 of the 20 *Lifr*^fl/fl^;Alb-Cre mice, but not in any of the 15 *Lifr*^fl/fl^ controls (Fig. 1h). Moreover, *Lifr*^fl/fl^;Alb-Cre mice had a much higher incidence (7/20) of nuclear atypia than *Lifr*^fl/fl^ mice (1/15) (Supplementary Fig. 2c). We also followed up another cohort of DEN-treated mice throughout their lives. In both groups, macroscopic liver tumors were observed in all mice that died or met euthanasia criteria; however, a pronounced difference in overall survival was observed: whereas *Lifr*^fl/fl^;Alb-Cre mice began to die from liver tumors at 5 months of age, *Lifr*^fl/fl^ mice started to die at 14 months of age (median survival: 13.5 months vs 18 months; *P* = 0.002; Fig. 1i). Taken together, these data suggest that Lifr is a suppressor of spontaneous and carcinogen-induced liver tumors.

Next, by using a method that combines hydrodynamic gene delivery and Sleeping Beauty transposon-mediated somatic integration for long-term oncogene expression in mouse hepatocytes^32^, we introduced β-catenin and YAP, two oncogenes that could cooperate to induce liver tumors with features reminiscent of hepatoblastoma^33^, into *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Alb-Cre mice. We found that loss of Lifr markedly aggravated oncogene-induced hepatoblastoma and increased both liver weight and the liver-to-body weight ratio (Fig. 1j–m). Whereas hepatoblastoma is the most common malignancy of the liver in childhood^34^, HCC is the most common form of liver cancer in adults^2^. Because albumin-Cre is effective at converting floxed alleles in the liver of fetal and neonatal mice^35^, we asked what the consequence of Lifr loss in adult mice is. To address this question, we generated *Lifr*^fl/fl^;Cre-ERT2 mice and performed hydrodynamic tail vein (HDTV) injection with plasmids expressing the Sleeping Beauty transposase, myristoylated AKT (myrAKT), and N-RasV12 at 10 weeks of age, considering that these two oncogenes could cooperate to induce HCC in this transposon system^36,37^, and that the Ras-ERK and AKT-mTOR pathways are frequently activated in human HCC^2,36^. One week after HDTV injection, we treated all mice with tamoxifen for 5 days, and we observed strikingly exacerbated HCC in *Lifr*^fl/fl^;Cre-ERT2 mice compared with *Lifr*^fl/fl^ mice (Fig. 1n–q), suggesting that Lifr is a suppressor of oncogene-induced HCC in adults. Conversely, to determine the overexpression effect of LIFR, we performed hydrodynamic injection of C57BL/6 mice with plasmids expressing the Sleeping Beauty transposase, myrAKT, and RasV12. Three days and 17 days after hydrodynamic transfection, we performed tail injection of control adenovirus or LIFR-expressing adenovirus, finding that adenoviral delivery of LIFR increased LIFR protein levels in liver tissues (Supplementary Fig. 2d) and prolonged survival in mice with oncogene-induced HCC (Supplementary Fig. 2e).

To further investigate LIFR’s effect on liver cells, we used two mouse liver progenitor cell lines, PHM (p53-null; c-Myc-overexpressing) and PHR (p53-null; H-RasV12-overexpressing)^38^. By using a CRISPR-Cas9 approach, we generated Lifr-knockout PHM cells (Supplementary Fig. 3a) and seeded the cells at clonogenic densities. Compared with the control PHM cells, loss of Lifr markedly promoted colony formation (Supplementary Fig. 3b, c). Conversely, overexpression of LIFR in PHM and PHR cell lines inhibited their clonogenic ability (Supplementary Fig. 3d–f). The same effects were observed in human liver cancer cell lines, HepG2 and Mahlavu (Supplementary Fig. 3g–i). Further, we performed the colony formation assay in soft agar, a surrogate assay to gauge oncogenic transformation. Whereas knockdown of LIFR in HepG2 cells promoted colony formation in soft agar (Supplementary Fig. 3g, j), ectopic expression of LIFR inhibited the anchorage-independent growth of the highly tumorigenic PHR cell line (Supplementary Fig. 3d, k). Thus, LIFR inhibits the growth of human and mouse liver cells.

### LIFR confers sensitivity to ferroptosis-inducing drugs

To assess whether LIFR expression is associated with drug response, we used the Cancer Therapeutics Response Portal (CTRP), which enables analysis of the correlations between gene expression and the response to 481 compounds across cancer cell lines^39^. The liver cancer cell line data from the CTRP revealed a significant correlation between *LIFR* expression and the sensitivity to erastin (Fig. 2a), which targets the cystine transporter SLC7A11 to induce ferroptosis^17^. To determine whether LIFR regulates ferroptosis, we challenged liver cells with erastin and another two widely used ferroptosis inducers, RSL3 and cystine withdrawal^17,40^. All three treatments triggered substantial cell death in the control PHM cells; in contrast, Lifr-knockout PHM cells were resistant to ferroptosis induction (Fig. 2b). Conversely, overexpression of LIFR sensitized PHM cells to all three ferroptosis inducers (Fig. 2c).

**Fig. 2:**
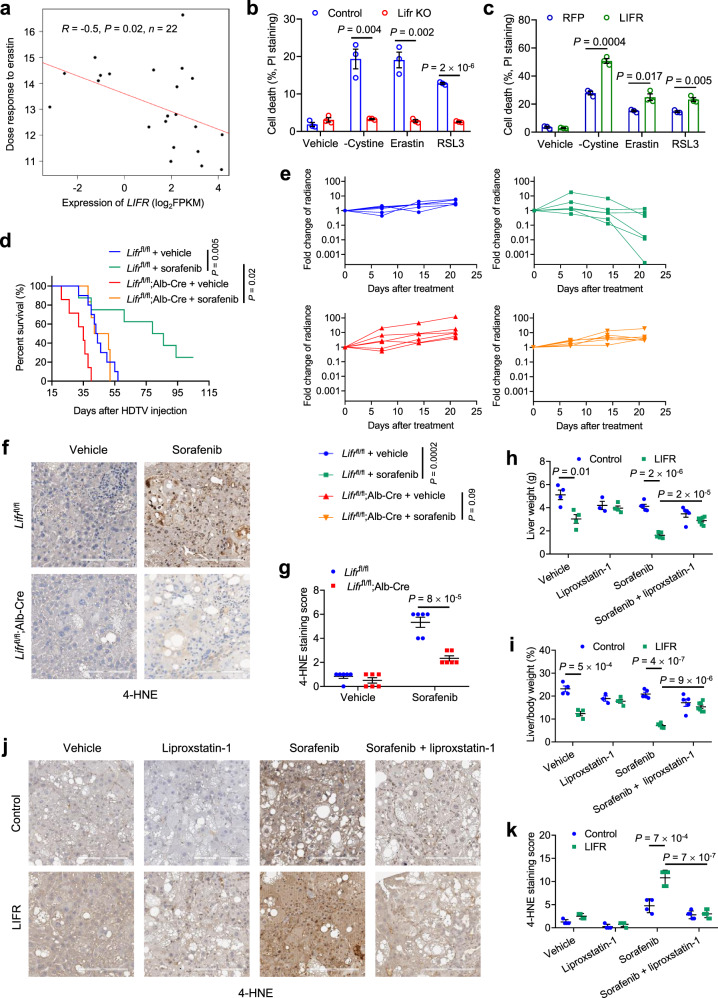
LIFR confers sensitivity to ferroptosis. **a** Correlation between *LIFR* expression and erastin sensitivity, based on the liver cancer cell lines (*n* = 22) from CTRP. Dose responses are normalized area under curve values. The linear relationship was determined by a two-tailed Pearson correlation analysis. **b**, **c** Lifr-knockout (**b**) and LIFR-overexpressing (**c**) PHM cells were treated with DMSO (vehicle), cystine starvation, erastin (10 μM), or RSL3 (0.1 μM) for 24 h. Cell death was measured by PI staining. *n* = 3 wells. **d** Kaplan−Meier curves of overall survival of *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Alb-Cre mice that received sorafenib treatment 7 days after hydrodynamic injection of plasmids expressing the Sleeping Beauty transposase, myrAKT-IRES-luciferase, and RasV12. Sorafenib was administered 6 days a week. Statistical significance was determined by a log-rank test. *n* = 6 mice. **e** Photon flux of *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Alb-Cre mice that received sorafenib treatment 7 days after hydrodynamic injection of plasmids expressing the Sleeping Beauty transposase, myrAKT-IRES-luciferase, and RasV12. Sorafenib was administered 6 days a week. Statistical significance was determined by a two-tailed unpaired *t*-test. *n* = 6 mice. **f**, **g** Immunohistochemical staining (**f**) and quantification (**g**) of 4-HNE in livers of the mice described in **e**. *n* = 6 mice. Scale bars, 200 μm. **h**, **i** Liver weight (**h**) and liver-to-body weight ratio (**i**) of C57BL/6 mice that received control adenovirus or LIFR-expressing adenovirus 3 days and 17 days after hydrodynamic injection of plasmids expressing the Sleeping Beauty transposase, myrAKT, and RasV12. One week after plasmid injection, mice received 30 mg kg^−1^ sorafenib and/or 10 mg kg^−1^ liproxstatin-1, 6 days a week for 4 weeks. *n* = 4, 4, 3, 4, 5, 5, 5, and 7 mice from left to right. **j**, **k** Immunohistochemical staining (**j**) and quantification (**k**) of 4-HNE in livers of the mice described in **h**. *n* = 4, 4, 4, 4, 4, 5, 5, and 7 mice from left to right. Scale bars, 200 μm. Statistical significance in **b**, **c**, **g**–**i**, and **k** was determined by a two-tailed unpaired *t*-test. Error bars are s.e.m. Source data are provided as a Source Data file.

Recently, sorafenib has been shown to trigger ferroptosis under some conditions^14–16,41–43^. Interestingly, ferroptosis inhibitors, but not inhibitors of apoptosis or necroptosis, can restore HCC cell viability in vitro after sorafenib treatment^42^. This prompted us to examine whether LIFR regulates sorafenib sensitivity. Through HDTV injection, we introduced the Sleeping Beauty transposase, RasV12, and myrAKT-IRES-luciferase into *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Alb-Cre mice. One week later, mice started to receive oral gavage with either the vehicle or sorafenib (30 mg kg^−1^ body weight), once a day, 6 days a week. In the first study cohort, we followed up all mice until the endpoint, finding that in *Lifr*^fl/fl^ mice, sorafenib treatment improved survival substantially (median survival: 43.5 days vs. 82.5 days, Fig. 2d); in contrast, in *Lifr*^fl/fl^;Alb-Cre mice, the survival benefit was modest (median survival: 35 days vs. 46.5 days, Fig. 2d). In the second cohort, we monitored HCC growth by bioluminescent imaging of live animals and observed a significant anti-tumor effect of sorafenib treatment in *Lifr*^fl/fl^ mice (*P* = 0.0002), but not in *Lifr*^fl/fl^;Alb-Cre mice (*P* = 0.09, Fig. 2e). Since ferroptosis is characterized by excessive lipid peroxidation, we performed 4-hydroxy-2-noneal (4-HNE) immunohistochemical analysis^40^ to gauge lipid peroxidation levels, finding that sorafenib treatment increased the 4-HNE level in HCC tumors more prominently in *Lifr*^fl/fl^ mice than in *Lifr*^fl/fl^;Alb-Cre mice (Fig. 2f, g).

Conversely, adenoviral delivery of LIFR not only reduced the growth of AKT- and Ras-induced HCC but also sensitized these tumors to sorafenib treatment, as gauged by the liver weight, the liver-to-body weight ratio, and bioluminescent imaging (Fig. 2h, i and Supplementary Fig. 4); these effects were abrogated by co-treatment with the ferroptosis inhibitor liproxstatin-1^40,44^ (Fig. 2h, i and Supplementary Fig. 4). Moreover, the 4-HNE level in HCC tumors was upregulated by sorafenib treatment (Fig. 2j, k), which could be further elevated by LIFR overexpression and reversed by liproxstatin-1 co-treatment (Fig. 2j, k). Collectively, these data suggest that LIFR inhibits HCC growth and promotes the sensitivity to sorafenib-induced ferroptosis.

### LIFR is a negative regulator of NF-κB signaling and LCN2 in the liver

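Liver RNA from 2 *Lifr* fl/fl control mice and 3 *Lifr* fl/fl;Alb-Cre mice was sequenced. In the *Lifr* fl/fl;Alb-Cre mice, Cre recombinase under the albumin promoter deletes an exon of *Lifr* in hepatocytes. The sample labels give the genotypes as Lifrfl/fl;Crealb/alb and, for the controls, Lifrfl/fl. No group carries Cre without the floxed *Lifr*, so effects of Cre and of *Lifr* loss cannot be told apart. *Lifr* (XLOC_006778) encodes the leukemia inhibitory factor receptor and lies on chromosome 15 of mm10 from 7090610 to 7197489. Its level was 141 ± 13.8 FPKM (SD, n = 2) in control livers and 44.0 ± 11.0 FPKM (SD, n = 3) in knockout livers. This is a log2 fold change of -1.71 (standard error 0.19, adjusted p = 0.0045 from limma), and the call is lost with no filter on low values (adjusted p = 0.062 from limma) and where 1 control value is left out. The control values were 132 and 151 FPKM, and the knockout values were 32.8, 44.3 and 54.8 FPKM. Only 1 exon is deleted, so reads from the rest of the transcript and from cells other than hepatocytes still count toward the level of *Lifr*. The authors mapped the reads to mm10 and estimated the level of each gene as FPKM, mapped fragments scaled to the length of the transcript and to all mapped fragments of the library. The deposited table lists 23793 genes, of which 17270 are above 0 in at least 1 library. Within each group, the values of every gene stand in ascending text order across the columns of that table (15586 of 15586 genes with distinct values), where chance gives 8.33% of genes. A column therefore follows no single mouse, and values are given per group without the label of a mouse. *Alb*, *Trf* and *Apoe*, which encode abundant plasma proteins of the liver and were named after their values were seen, are listed at 0 in all 5 libraries. *Apob*, *Serpina3k* and *C3* are listed at 0 in the knockout libraries alone, and these zeros are not read as changes in expression. The 11687 genes with a mean of at least 0.5 FPKM over the 5 libraries were compared on log2(FPKM + 0.1) with limma, with Benjamini-Hochberg adjustment over all of them. The sequencing depth is unknown, because the table holds no counts. The age of the mice is given as 3 months in the methods and as 12 weeks in the sample labels. Their sex is given as male in the paper's reporting summary.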

To determine the effect of Lifr loss on the liver transcriptome, we performed RNA-seq analysis of liver tissues from *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Alb-Cre mice. 

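Lipocalin 2, a secreted protein that binds iron carriers of bacteria, is encoded by *Lcn2* (XLOC_012029) on chromosome 2 of mm10 from 32384637 to 32387739. The level of *Lcn2* was 4.44 ± 0.457 FPKM (SD, n = 2) in *Lifr* fl/fl livers and 67.9 ± 21.1 FPKM (SD, n = 3) in *Lifr* fl/fl;Alb-Cre livers. The 2 control values were 4.12 and 4.76 FPKM, and the 3 knockout values were 45.8, 70.0 and 87.9 FPKM. The log2 fold change of *Lcn2* was 3.86 (standard error 0.23, adjusted p = 5.2e-05 from limma), and it stood at rank 2 by fold change among the 42 genes that were higher. Rank 1 was *Orm2*, which encodes an acute phase plasma protein and went from 17.1 ± 3.19 FPKM (SD, n = 2) to 287 ± 98.1 FPKM (SD, n = 3), a log2 fold change of 4.01 (adjusted p = 9.9e-05 from limma). *Saa1* and *Saa2*, which encode serum amyloid A proteins, rose with log2 fold changes of 3.25 and 3.65 (adjusted p = 0.0014 from limma for both). When 1 value per gene was left out of a group, these ranged from 2.59 to 3.91 and from 2.90 to 4.40. *Orm3* rose by 2.56 on the log2 scale (adjusted p = 1.1e-04 from limma). The Orm genes and the Saa genes have near-identical copies, and only uniquely mapped reads were kept. How this affects their single values was not tested, so these values are uncertain. The chemokine gene *Cxcl14* had a log2 fold change of 2.94 (adjusted p = 0.014 from limma), and *Tff3*, which encodes a trefoil factor of mucous surfaces, had one of 2.40 (adjusted p = 0.043 from limma). Among the 24 genes that were lower, *Egr1*, which encodes a transcription factor induced within minutes by growth factors, went from 14.1 ± 2.71 FPKM (SD, n = 2) to 1.72 ± 0.489 FPKM (SD, n = 3), a log2 fold change of -2.98 (standard error 0.21, adjusted p = 1.6e-04 from limma). *Nr4a1*, *Gadd45g* and *Myc* were lower as well, with log2 fold changes of -2.56, -1.97 and -1.61 (adjusted p = 0.0045, 0.019 and 0.016 from limma). *Prtn3*, *Prelid2* and *Acnat2* rose as well, by 2.02, 2.09 and 1.94 on the log2 scale, *9030619P08Rik* rose from 2.71 ± 0.363 FPKM (SD, n = 2) to 12.7 ± 5.62 FPKM (SD, n = 3), and *8430408G22Rik*, *Olig1* and *Fitm1* were lower, at log2 fold changes of -1.67, -1.57 and -1.37. *Prelid2* and *Prtn3* are low in controls, at 0.135 and 0.295 FPKM, so their log2 fold changes depend on the pseudocount, from 0.75 and 0.96 at 1 FPKM to 2.68 and 2.31 at 0.01 FPKM, and both lose the call at 1 FPKM and with no filter (adjusted p = 0.19 from limma for both with no filter). *Acnat2* loses it as well at these settings (adjusted p = 0.052 and 0.24 from limma). *Snora23*, a small nucleolar RNA gene, is listed at 0 in both controls, and *Apob*, *Serpina3k* and *C3*, counted among the 24, are listed at 0 in every knockout liver. The counts of 42 and 24 were 11 and 5 with no filter, and 6 to 83 and 8 to 55 when 1 value per gene was left out of a group. With 2 mice against 3, an exact permutation test has 10 arrangements and cannot give a two-sided p under 0.2 when the one-sided p is doubled, so the adjusted p rests on the spread that limma shares between genes. Of the 30 named genes past the threshold and not listed at 0 in a group, 6 stayed past it under every setting tried and in every leave-one-out draw, namely *Lcn2*, *Orm2*, *Orm3*, *Saa1*, *Saa2* and *Egr1*.

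**Figure D1:**
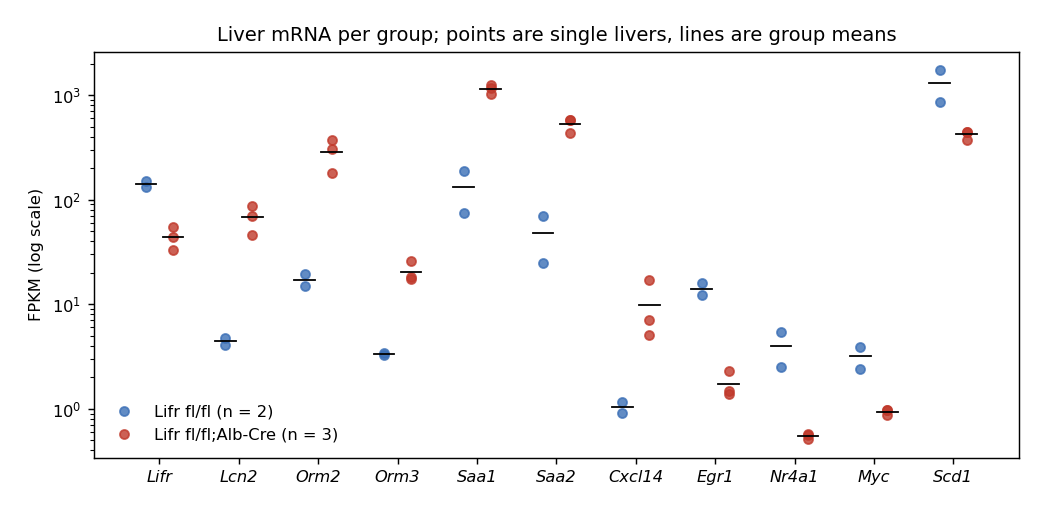
Level in FPKM, on a log axis, of 11 genes in the livers of 2 *Lifr* fl/fl and 3 *Lifr* fl/fl;Alb-Cre mice. Each point is 1 value of a group and the lines mark group means, with *Lcn2* between 4.12 and 4.76 FPKM in controls and between 45.8 and 87.9 FPKM in knockout livers.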

One of the top upregulated genes in the livers of *Lifr*^fl/fl^;Alb-Cre mice, *Lcn2* (encoding lipocalin 2; Fig. 3a and Supplementary Data 1), has been reported to promote mammary tumorigenesis and metastasis^45,46^, and its expression is upregulated in liver cancer^47–50^. Since Lcn2 has cytosolic and secreted forms and can be secreted by neutrophils and hepatocytes^51^, we profiled cytokines secreted by control and Lifr-knockout PHM cells, finding that Lcn2 was one of the top five upregulated cytokines upon Lifr loss (Fig. 3b). We further validated the upregulation of Lcn2 in Lifr-knockout PHM cells by qPCR (Fig. 3c) and ELISA (Fig. 3d), and in the serum of *Lifr*^fl/fl^;Alb-Cre mice by ELISA (Fig. 3e).

**Fig. 3:**
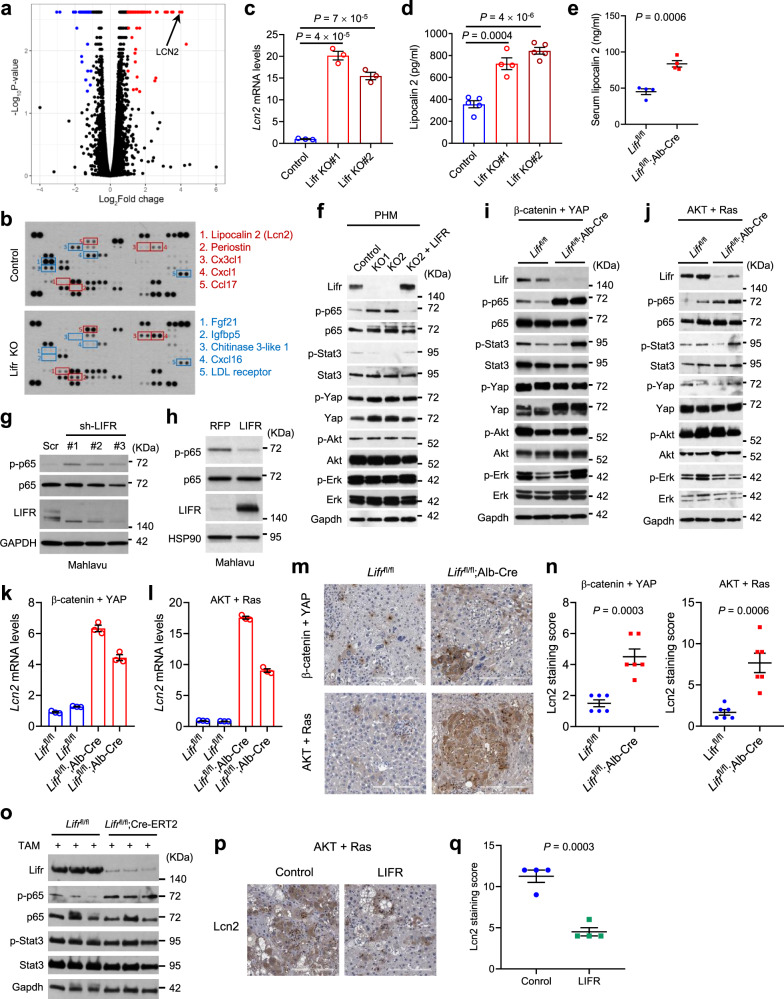
LIFR negatively regulates NF-κB signaling and LCN2 in the liver. **a** Volcano plot of genes upregulated (red) or downregulated (blue) in *Lifr*^fl/fl^;Alb-Cre mice (*n* = 3) relative to *Lifr*^fl/fl^ mice (*n* = 2). Statistical analysis of RNA-seq data was performed using Cuffdiff and *P* values are false discovery rate (FDR)-adjusted. **b** Cytokine arrays of the conditioned medium of Lifr-knockout PHM cells. Boxed: the top five upregulated (red) and downregulated (blue) cytokines. **c** qPCR of *Lcn2* in Lifr-knockout PHM cells. *n* = 3 samples. **d** ELISA of lipocalin 2 in the conditioned medium of Lifr-knockout PHM cells. *n* = 5, 4, and 5 wells from left to right. **e** ELISA of lipocalin 2 in the serum of 3-month-old *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Alb-Cre mice. *n* = 4 mice. **f** Pathway analysis of Lifr-knockout PHM cells with or without LIFR add-back. **g**, **h** Immunoblotting of p-p65, p65, and LIFR in LIFR-knockdown (**g**) and LIFR-overexpressing (**h**) Mahlavu cells. **i**, **j** Pathway analysis of livers of *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Alb-Cre mice that received hydrodynamic injection of plasmids expressing the Sleeping Beauty transposase and oncogenes (**i**: β-catenin + YAP; **j**: myrAKT + RasV12). **k**, **l** qPCR of *Lcn2* in livers described in **i** and **j**, respectively. *n* = 3 samples per mouse; *n* = 2 mice per group. **m**, **n** Immunohistochemical staining (**m**) and quantification (**n**) of Lcn2 in livers described in **i** and **j**, respectively. *n* = 6 mice. **o** Immunoblotting of Lifr, p-p65, p65, p-Stat3, Stat3, and Gapdh in livers of *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Cre-ERT2 mice, 28 days after hydrodynamic injection of plasmids expressing the Sleeping Beauty transposase, myrAKT, and RasV12. From day 7, all mice received 5-day tamoxifen treatment. **p**, **q** Immunohistochemical staining (**p**) and quantification (**q**) of Lcn2 in livers of the mice that received control or LIFR-expressing adenovirus 3 days and 17 days after hydrodynamic injection of plasmids expressing the Sleeping Beauty transposase, myrAKT, and RasV12. Scale bars, 200 μm. *n* = 4 mice. Statistical significance in **c**–**e**, **n**, and **q** was determined by a two-tailed unpaired *t*-test. Error bars are s.e.m. Source data are provided as a Source Data file.

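At the thresholds of the methods, an adjusted p under 0.05 and a log2 fold change beyond 1.5 either way, limma called 15 genes higher and 11 lower in *Lifr* fl/fl;Alb-Cre livers, and 3 of the lower genes are those listed at 0 in knockout livers. These counts were 8 and 5 with no filter, and 5 to 26 and 8 to 20 in leave-one-out draws. Haptoglobin and hemopexin, plasma proteins that bind hemoglobin and heme, are encoded by *Hp* and *Hpx*. *Hp* rose from 1558 ± 294 FPKM (SD, n = 2) to 3082 ± 342 FPKM (SD, n = 3), and *Hpx* from 2616 ± 145 FPKM (SD, n = 2) to 4958 ± 337 FPKM (SD, n = 3), with log2 fold changes of 0.99 and 0.92. Both belong to the acute phase proteins, which the liver secretes in inflammation. Of 29 genes of these proteins, 10 were higher, 1 was lower (*C3*, listed at 0) and 18 did not pass (20 higher and 1 lower when adjusted over the list alone). Their median log2 fold change was 0.65 (adjusted p = 6.5e-21 from camera in limma and 0.047 from the preranked permutation test of fgsea). *Alas1*, the rate-limiting enzyme of heme synthesis in liver, rose by 1.33 on the log2 scale. With *Hp* and *Hpx* it made up the 3 higher of 23 genes of the iron list, of which none was lower (adjusted p = 0.028 from camera). When adjusted over the list alone, 6 were higher and 2 were lower. The list holds genes of heme and hemoglobin handling beside those of iron uptake, storage and export, and these 3 are of the former kind. Of the 23, 10 are also in another list. *Hamp*, which encodes the iron hormone hepcidin, was at 1260.2 ± 233 FPKM (SD, n = 2) in controls and 529 ± 390 FPKM (SD, n = 3) in knockout livers and did not pass (adjusted p = 0.27 from limma). All 11 genes of the BMP-SMAD list, *Hamp* among them, had log2 fold changes below 0, with a median of -0.64 (adjusted p = 1.6e-06 from camera). The list holds ligands and a co-receptor of the pathway beside genes that it induces in hepatocytes. None of the 11 passed in limma, 5 had an unadjusted p under 0.05, and 4 were lower when adjusted over the list alone. *Tsc22d3* and *Ddit4*, induced by glucocorticoids, rose by 1.26 and 1.09 on the log2 scale. They were the 2 higher of 20 glucocorticoid-induced genes, of which none was lower (11 higher when adjusted over the list alone; median 0.59; adjusted p = 7.1e-07 from camera). Of 20 immediate early genes, which respond to stimuli without new protein synthesis, 4 were lower and none was higher (6 lower when adjusted over the list alone; median log2 fold change -0.10; adjusted p = 7.7e-04 from camera). The 4 were *Egr1*, *Nr4a1*, *Myc* and *Junb*, and *Junb* fell by 0.83 on the log2 scale (adjusted p = 0.038 from limma). *Egr1*, *Myc* and *Junb* were also the 3 lower of 13 feedback and transcription factor genes that STAT3 induces (median -0.23, adjusted p = 2.5e-04 from camera). When adjusted over the list alone, 1 was higher and 6 were lower. Of the 13, 6 lay above 0 and 9 are also in another list. The paper saw no substantial fall of Stat3 phosphorylation in oncogene-injected livers that lacked Lifr. *Scd1*, a desaturase of fatty acids, fell from 1294 ± 605 FPKM (SD, n = 2) to 422 ± 41.3 FPKM (SD, n = 3) and was the 1 lower of 17 genes of fatty acid synthesis (3 lower when adjusted over the list alone; median -0.21; adjusted p = 6.0e-07 from camera). All 14 markers of Kupffer cells, the resident macrophages of the liver, had log2 fold changes above 0, with a median of 0.45 (adjusted p = 1.8e-08 from camera). *Cd5l*, which encodes a secreted macrophage protein, was at 56.1 ± 2.77 FPKM (SD, n = 2) and 80.7 ± 13.1 FPKM (SD, n = 3). None of the 14 passed in limma, 9 had an unadjusted p under 0.05, and 6 were higher when adjusted over the list alone. The neutrophil marker *S100a9* went from 1.08 ± 0.318 FPKM (SD, n = 2) to 3.42 ± 0.685 FPKM (SD, n = 3) and was the 1 higher of 5 neutrophil markers (3 higher when adjusted over the list alone; median 0.90; adjusted p = 3.7e-05 from camera). Of 14 such markers in the list, these 5 were tested. The minimum is a mean over 2 control and 3 knockout values. A low gene that is raised in knockout livers reaches it more easily, so the median of the 5 may be too high. The lists were written after Supplementary Data 1, which holds fold changes from these libraries, had been read, so they are not independent of it. The test of camera took a preset correlation of 0.01 between the genes of a list, which could not be compared with an estimated one because the columns are no libraries, and the iron list lost its call at a preset of 0.05 (adjusted p = 0.13 from camera) and in leave-one-out draws (adjusted p up to 0.096 from camera). From this comparison, the paper named *Lcn2* as 1 of the top upregulated genes and cited reports of a role in tumorigenesis. It then profiled cytokines released by cultured cells, because lipocalin 2 has a secreted form.

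**Figure D2:**
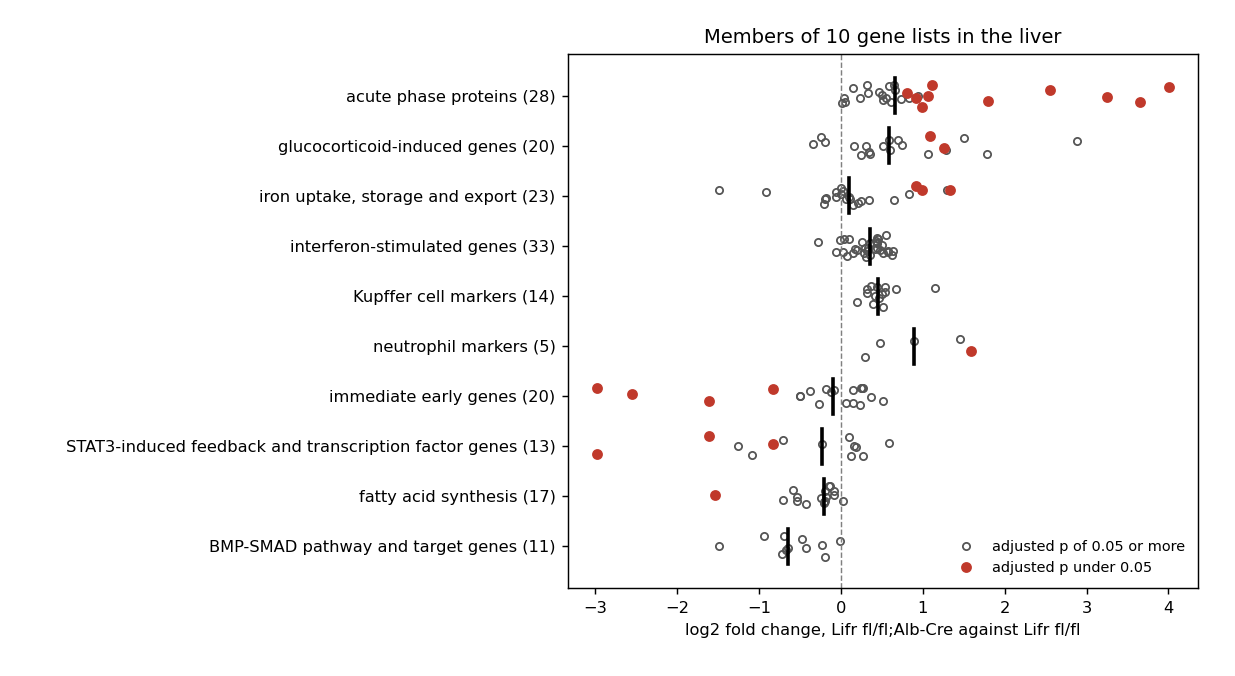
Log2 fold change, *Lifr* fl/fl;Alb-Cre over *Lifr* fl/fl livers, of the genes of 10 lists, 1 point per gene, with genes listed at 0 in a group left out and the number of genes in parentheses. Filled points have an adjusted p under 0.05 from limma, and the vertical bars mark the medians, which lie at 0.45 for Kupffer cell markers and at -0.64 for BMP-SMAD pathway and target genes.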

LCN2 is a player in iron homeostasis and inflammation^51^. Its expression is induced by cytokines and lipopolysaccharide, and the NF-κB pathway is the main signaling pathway that activates *LCN2* transcription^52,53^. To determine whether LIFR regulates NF-κB signaling, we examined the phosphorylation level of the key transcription factor in the NF-κB pathway, p65 (encoded by *RELA*), because phospho-p65 (at serine 536) is a well-established indicator of NF-κB signaling activity^54,55^. Notably, knockout of Lifr drastically increased p65 phosphorylation in PHM cells, which could be reversed by re-expression of LIFR (Fig. 3f); the same effect was observed in LIFR-knockdown human liver cancer cell lines, Mahlavu and PLC/PRF/5 (Fig. 3g and Supplementary Fig. 5a). Moreover, knockdown of LIFR increased the activity of a luciferase reporter containing either the human *LCN2* promoter or the NF-κB-binding site (Supplementary Fig. 5b). Conversely, overexpression of LIFR in cell lines reduced both p65 phosphorylation (Fig. 3h and Supplementary Fig. 5c) and the activity of a luciferase reporter driven by the human *LCN2* promoter or the NF-κB-binding site (Supplementary Fig. 5d, e).

Previously, LIF or LIFR has been reported to regulate JAK-STAT3, MAPK, PI3K, and Hippo-YAP pathways in a tissue type-dependent manner^56–61^. Similar to Lifr-deficient PHM cells (Fig. 3f), Lifr-knockout mouse livers showed upregulation of both p65 phosphorylation (Fig. 3i, j) as well as mRNA (Fig. 3k, l) and protein (Fig. 3m, n) levels of Lcn2, indicating activation of NF-κB signaling. In contrast, Lifr-deficient livers did not show a substantial decrease in the phosphorylation of Stat3, Yap, Akt, and Erk (Fig. 3i, j). Moreover, tamoxifen-induced loss of Lifr upregulated p65 phosphorylation but did not affect Stat3 phosphorylation in the liver (Fig. 3o). Conversely, Lcn2 was downregulated in LIFR-overexpressing PHM cells (Supplementary Fig. 5f, g); in an oncogene-induced HCC model, adenoviral delivery of LIFR decreased p65 phosphorylation (Supplementary Fig. 5h) and Lcn2 proteins levels (Fig. 3p, q) in liver tissues, and reduced levels of secreted Lcn2 in the serum (Supplementary Fig. 5i, j).

### Loss of LIFR activates NF-κB signaling through SHP1, leading to upregulation of LCN2

To understand how LIFR regulates NF-κB signaling, we searched a protein-protein interaction database, BioGRID (https://thebiogrid.org/), for LIFR’s potential interacting proteins. Among all candidate interactors, the phosphatase SHP1 was reported to downregulate p65 phosphorylation in liver cancer cells^62^. Indeed, SHP1, but not SHP2, was pulled down with SFB-tagged LIFR protein by S-protein beads, but not with SFB-tagged GFP protein (Fig. 4a, b). SHP1 has been shown to interact with TRAF6 and inhibit K63-linked ubiquitination of TRAF6, leading to inactivation of NF-κB signaling^63,64^. It is also known that the E3 ligase TRAF6 mediates K63-linked ubiquitination and kinase activation of TAK1, which in turn activates IKK in the NF-κB pathway^65,66^. In our study, overexpression of LIFR reduced both K63-linked ubiquitination of TRAF6 and phosphorylation of p65, which could be rescued by knockdown of SHP1 (Fig. 4c), suggesting that LIFR inhibits TRAF6 ubiquitination and NF-κB signaling through SHP1. Consistently, LIFR overexpression in the PLC/PRF/5 human liver cancer cell line led to downregulation of IKKα/β phosphorylation and upregulation of IκBα protein levels, and these effects were abolished by knockdown of SHP1 (Fig. 4d). Moreover, knockdown of LIFR markedly increased p65 phosphorylation and impaired the interaction between SHP1 and TRAF6, without affecting the tyrosine 564 phosphorylation of SHP1, an indicator of SHP1’s phosphatase activity^67^ (Fig. 4e). Taken together, these data suggest that LIFR facilitates the SHP1-TRAF6 interaction, which in turn inhibits K63-linked ubiquitination of TRAF6 and NF-κB signaling.

**Fig. 4:**
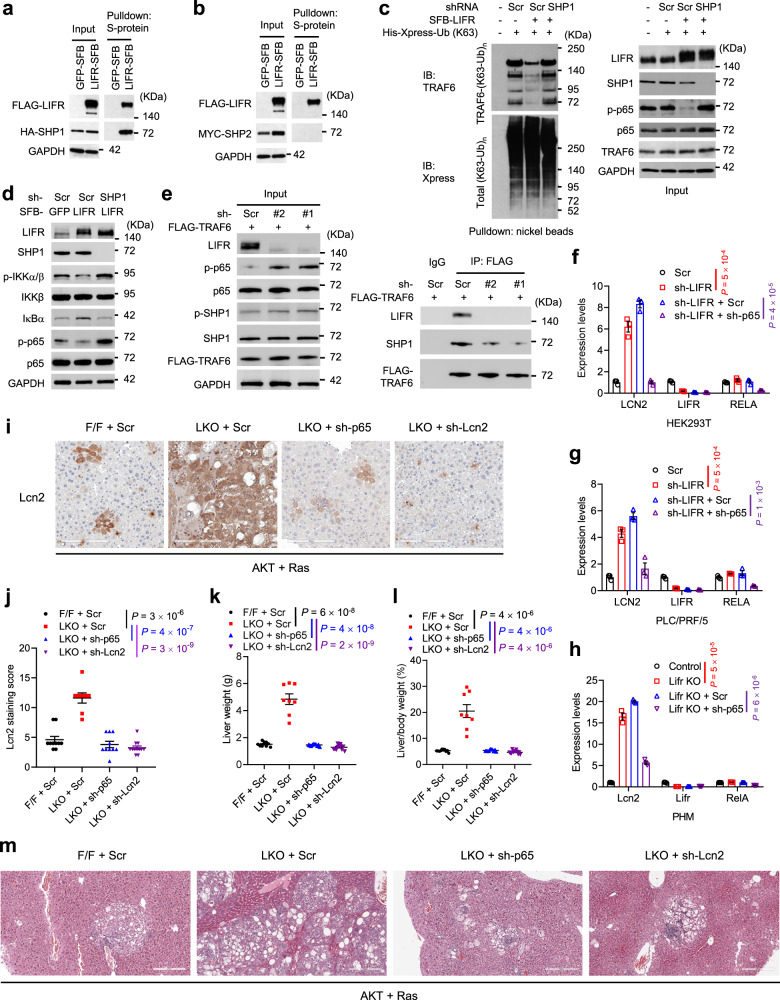
Loss of LIFR activates NF-κB signaling through SHP1, leading to upregulation of LCN2. **a** HEK293T cells were transfected with HA-FLAG-SHP1 and SFB-tagged GFP or LIFR. LIFR-SFB protein was pulled down with S-protein beads, followed by immunoblotting with antibodies against FLAG and HA. **b** HEK293T cells were transfected with MYC-SHP2 and SFB-tagged GFP or LIFR. LIFR-SFB protein was pulled down with S-protein beads, followed by immunoblotting with antibodies against FLAG and MYC. **c** HEK293T SFB-GFP and SFB-LIFR stable cell lines were infected with the scrambled (Scr) or sh-SHP1 lentivirus, followed by transfection with a K63-specific mutant of His-Xpress-ubiquitin (Ub). 48 h later, cells were subjected to pulldown with nickel beads and immunoblotting with antibodies against TRAF6 and Xpress. **d** Control and LIFR-overexpressing PLC/PRF/5 cells were transduced with SHP1 shRNA and immunoblotted with the indicated antibodies. **e** Control (Scr) and LIFR-knockdown HEK293T cells were transfected with FLAG-TRAF6. 48 h later, cells were immunoprecipitated with a FLAG-specific antibody and immunoblotted with antibodies against LIFR, SHP1, and FLAG. **f**, **g** qPCR of *LCN2*, *LIFR*, and *RELA* in HEK293T (**f**) and PLC/PRF/5 (**g**) cells transduced with LIFR shRNA alone or in combination with p65 shRNA. *n* = 3 technical replicates. **h** qPCR of *Lcn2*, *Lifr*, and *RelA* in control and Lifr-knockout PHM cells transduced with the scrambled shRNA (Scr) or p65 shRNA. *n* = 3 technical replicates. **i**, **j** Immunohistochemical staining (**i**) and quantification (**j**) of Lcn2 in livers from *Lifr*^fl/fl^ (F/F) and *Lifr*^fl/fl^;Alb-Cre (LKO) mice, 57 days after hydrodynamic injection of plasmids expressing the Sleeping Beauty transposase, myrAKT, RasV12, and shRNA (sh-p65, sh-Lcn2, or scrambled). *n* = 10, 8, 10, and 12 mice from left to right. Scale bars, 200 μm. **k**, **l** Liver weight (**k**) and liver-to-body weight ratio (**l**) of the mice described in **i** and **j**. *n* = 10, 8, 10, and 12 mice from left to right. **m** H&E staining of livers described in **i** and **j**. Scale bars, 300 μm. Statistical significance in **f**−**h** and **j**−**l** was determined by a two-tailed unpaired *t*-test. Error bars are s.e.m. Source data are provided as a Source Data file.

To determine whether NF-κB mediates the upregulation of LCN2 caused by loss of LIFR, we used shRNA to knock down p65 in LIFR-depleted HEK293T, PLC/PRF/5, and PHM cell lines. In all three cell lines, depletion of p65 reversed the upregulation of *LCN2* induced by the loss of LIFR (Fig. 4f–h). Furthermore, we co-injected plasmids expressing the Sleeping Beauty transposase, myrAKT, RasV12, and shRNA targeting either p65 or Lcn2 (cloned into a Sleeping Beauty transposon vector with a U6 promoter) into *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Alb-Cre mice. Notably, hepatocyte-specific knockout of Lifr markedly increased Lcn2 expression levels in liver tissues, which was reversed by in vivo knockdown of either p65 or Lcn2 (Fig. 4i, j). These data provide direct evidence that NF-κB is required for the upregulation of LCN2 caused by loss of LIFR. Strikingly, either p65 shRNA or Lcn2 shRNA blocked liver tumorigenesis induced by hepatocyte-specific knockout of Lifr (Fig. 4k–m and Supplementary Fig. 5k), suggesting that loss of Lifr promotes liver cancer development through, at least in part, NF-κB and Lcn2.

In addition, we performed gene set enrichment analysis (GSEA) of the RNA-seq data of liver-specific Lifr-knockout mice, which revealed enrichment of canonical NF-κB signaling activity in the livers of *Lifr*^fl/fl^;Alb-Cre mice compared with *Lifr*^fl/fl^ controls (Supplementary Fig. 5l). Moreover, GSEA of the microarray data (GSE76427) of human HCC samples revealed that the TRAF6-mediated NF-κB pathway activity negatively correlated with *LIFR* expression in HCC tumors (Supplementary Fig. 5m). These data further reinforce the in vivo relevance of inhibition of NF-κB signaling by LIFR in mice and humans.

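*Rela*, which encodes the p65 subunit of NF-κB, was at 21.3 ± 1.57 FPKM (SD, n = 2) in *Lifr* fl/fl livers and 17.8 ± 1.78 FPKM (SD, n = 3) in *Lifr* fl/fl;Alb-Cre livers, a log2 fold change of -0.26 that did not pass (adjusted p = 0.57 from limma). *Traf6*, which encodes a ubiquitin ligase upstream of NF-κB, had a log2 fold change of 0.17 (adjusted p = 0.72 from limma), and *Ptpn6*, which encodes SHP1, had one of 0.11 (adjusted p = 0.82 from limma). These are mRNA levels, while the paper measured phosphorylation of p65, ubiquitination of TRAF6 and binding of SHP1. *Chuk* and *Ube2d3*, 2 components of the canonical pathway with high levels, had log2 fold changes of 0.05 and 0.19, and neither passed. Of 21 components of the canonical NF-κB pathway, none was higher or lower in limma, over all genes or when adjusted over the list alone. The median log2 fold change was 0.07 (adjusted p = 0.22 from camera), and 16 of the 21 lay above 0. The 1 component with an unadjusted p under 0.05 was *Tnfaip3*, at a log2 fold change of 0.58, named after its value was seen. Ranked by the moderated statistic of limma, the same components had a normalized enrichment score of 1.28 (p = 0.17, adjusted p = 0.25 over 37 lists, from the preranked permutation test of fgsea). This list was written from general knowledge of the pathway and is not the gene set of Supplementary Fig. 5l, whose members the paper's text does not list. Of 16 genes of TRAF6-mediated NF-κB activation, *Mavs* among them at 0.07 on the log2 scale, none passed in limma, over all genes or when adjusted over the list alone, and 1 had an unadjusted p under 0.05. Their median log2 fold change was 0.06 (adjusted p = 0.35 from camera), and their normalized enrichment score was 1.24 (adjusted p = 0.29 from fgsea). Of 26 transcriptional targets of NF-κB, a list that leaves out *Lcn2*, 18 lay above 0. None passed in limma, over all genes or when adjusted over the list alone. The list does not hold every target, so its result does not cover all targets of NF-κB. *Saa1* and *Saa2*, which passed, stand with the acute phase proteins and not in it. *Nfkbia*, the target that encodes the inhibitor IκBα, was at 30.1 ± 0.599 FPKM (SD, n = 2) and 30.6 ± 6.99 FPKM (SD, n = 3), and *Sod2* had a log2 fold change of 0.14. *Nfkbiz*, *Tnfaip3* and *Zc3h12a* were the 3 targets with an unadjusted p under 0.05. The first and last were at 0.60 and 0.46 on the log2 scale and were named after their values were seen. Of all 11687 genes tested, 1126 had an unadjusted p under 0.05 in limma, and 54.9% had a log2 fold change above 0. The median of the targets was 0.17 (adjusted p = 0.036 from camera), and their normalized enrichment score was 1.64 (adjusted p = 0.028 from fgsea). The targets lost this call at a minimum of 1 FPKM (adjusted p = 0.12 from camera), with no filter (adjusted p = 0.073 from camera) and at a preset correlation of 0.05 (adjusted p = 0.14 from camera). They lost it as well in leave-one-out draws (adjusted p up to 0.17 from camera).

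**Figure D3:**
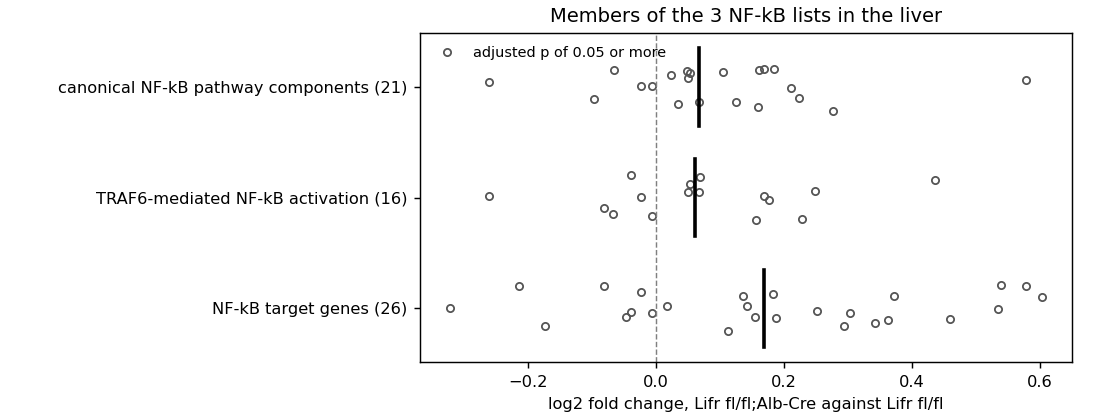
Log2 fold change, *Lifr* fl/fl;Alb-Cre over *Lifr* fl/fl livers, of the genes of 3 NF-κB lists, 1 point per gene. The vertical bars mark the medians, which lie at 0.07 for pathway components, at 0.06 for TRAF6-mediated activation and at 0.17 for target genes.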

### LIFR and SHP1 positively regulate ferroptosis while LCN2 negatively regulates ferroptosis

To systematically investigate the role of the LIFR-SHP1-LCN2 axis in ferroptosis, we used two independent shRNAs to knock down LIFR, SHP1, or LCN2 in the HT1080 cell line, a widely used model cell line in the ferroptosis field owing to its sensitivity to erastin and other ferroptosis inducers. We treated cells with erastin, RSL3, FIN56, or FINO2, and performed flow cytometry analysis of 7-AAD (a DNA intercalator and an indicator of loss of cell membrane integrity) and annexin V (a marker of phosphatidylserine accessibility). Since 7-AAD and annexin V indicate cell death but do not serve as definitive markers of ferroptosis, apoptosis, or necroptosis, we used the percentage of 7-AAD and annexin V double-negative cells to gauge cell viability, as described previously^68,69^.

As expected, knockdown of LIFR or SHP1 in HT1080 cells led to upregulation of *LCN2* (Supplementary Fig. 6a–d). We found that treatment of HT1080 cells with erastin induced cell death over time, and knockdown of either LIFR or SHP1 protected HT1080 cells from cell death at both 5 and 10 h after erastin treatment (Fig. 5a–d). Moreover, LIFR or SHP1 knockdown partially protected against cell death induced by RSL3, FIN56, or FINO2 (Fig. 5e, f and Supplementary Fig. 6e, f). On the other hand, knockdown of LCN2 sensitized HT1080 cells to erastin-induced cell death over time, which could be rescued by co-treatment with the ferroptosis inhibitor liproxstatin-1^40,44^ or the iron chelator deferoxamine (DFO)^51,70^ (Fig. 5g and Supplementary Fig. 7a, b); similar effects were observed in HT1080 cells treated with RSL3, FIN56, or FINO2 (Fig. 5h and Supplementary Fig. 7c). Consistently, in HT1080 cells treated with erastin or RSL3, knockdown of LIFR or SHP1 reduced lipid peroxidation levels, as gauged by C11-BODIPY staining^17,40,71^ (Fig. 5i, j), whereas knockdown of LCN2 increased lipid peroxidation levels, which was reversed by liproxstatin-1 or DFO (Fig. 5k). Taken together, these data further validate that LIFR and SHP1 are positive regulators of ferroptosis, whereas LCN2 is a negative regulator of ferroptosis, which reinforces our results from liver cell lines and tissues.

**Fig. 5:**
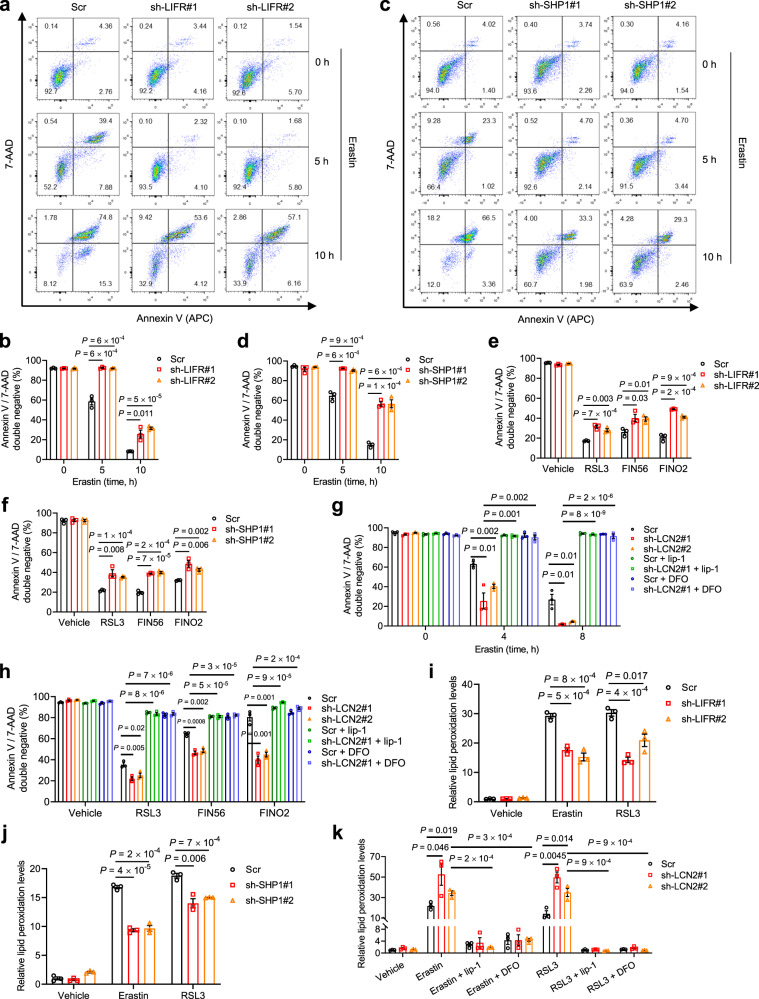
LIFR and SHP1 positively regulate ferroptosis while LCN2 negatively regulates ferroptosis. **a**-**d** LIFR-knockdown (**a**, **b**) or SHP1-knockdown (**c**, **d**) HT1080 cells were treated with 10 μM erastin for 0, 5, or 10 h. **a**, **c**: staining of 7-aminoactinomycin (7-AAD) and annexin V. **b**, **d**: the percentage of annexin V and 7-AAD double-negative population. **e** The percentage of annexin V and 7-AAD double-negative population in LIFR-knockdown HT1080 cells treated with 0.5 μM RSL3 for 12 h, 50 μM FIN56 for 6 h, or 10 μM FINO2 for 24 h. Supplementary Figure 6e shows representative flow cytometry plots. **f** The percentage of annexin V and 7-AAD double-negative population in SHP1-knockdown HT1080 cells treated with 0.5 μM RSL3 for 12 h, 50 μM FIN56 for 6 h, or 10 μM FINO2 for 24 h. Supplementary Figure 6f shows representative flow cytometry plots. **g** The percentage of annexin V and 7-AAD double-negative population in LCN2-knockdown HT1080 cells treated with 10 μM erastin for 0, 4, or 8 h, alone or in combination with liproxstatin-1 (lip-1, 10 μM) or DFO (100 μM). Supplementary Figure 7b shows representative flow cytometry plots. **h** The percentage of annexin V and 7-AAD double-negative population in LCN2-knockdown HT1080 cells treated with 0.5 μM RSL3 for 10 h, 50 μM FIN56 for 3 h, or 10 μM FINO2 for 12 h, alone or in combination with liproxstatin-1 (lip-1, 10 μM) or DFO (100 μM). Supplementary Fig. 7c shows representative flow cytometry plots. **i**, **j** Lipid peroxidation levels in LIFR-knockdown (**i**) and SHP1-knockdown (**j**) HT1080 cells treated with 10 μM erastin for 3 h or 0.5 μM RSL3 for 4 h. **k** Lipid peroxidation levels in LCN2-knockdown HT1080 cells treated with 10 μM erastin for 3 h or 0.5 μM RSL3 for 4 h, alone or in combination with liproxstatin-1 (10 μM) or DFO (100 μM). Lipid peroxidation levels were gauged by C11-BODIPY staining in **i**–**k**. Statistical significance in **b** and **d**–**k** was determined by a two-tailed unpaired *t*-test. Error bars are s.e.m. *n* = 3 samples per group. Source data are provided as a Source Data file.

### LCN2 mediates ferroptosis resistance and is an actionable target for enhancing sorafenib efficacy

The liver stores iron in hepatocytes and is the major organ that controls systemic iron homeostasis^70^. LCN2 sequesters iron by binding to iron-chelating molecules called siderophores, thereby facilitating cellular and systemic hypoferremia^51,72^. This function was initially observed in the anti-bacterial response: bacteria secrete siderophores to acquire iron needed for their survival; however, this is counter-regulated by host-secreted Lcn2, which binds siderophores and blocks iron uptake by bacteria. Consequently, Lcn2-null mice are more sensitive to *E.coli* infection^73^. Moreover, when fed on a high-iron diet, Lcn2-knockout mice showed increased organ damage and elevated serum and liver iron levels^74^. Thus, LCN2 can protect against iron-dependent adverse effects.

Based on the Liver Cancer Model Repository (LIMORE)^75^ and Liver Cancer Cell Line (LCCL)^76^ data, *LCN2* expression levels in human liver cancer cell lines correlated with the resistance to erastin and sorafenib (Supplementary Fig. 8a, b). We reasoned that LIFR regulates ferroptosis by downregulating LCN2. Indeed, overexpression of LIFR sensitized PLC/PRF/5 cells to erastin or sorafenib, which could be reversed by co-treatment with liproxstatin-1, DFO, or purified LCN2 protein (Supplementary Fig. 8c), indicating that LIFR sensitizes liver cancer cells to ferroptosis inducers through iron and LCN2. Conversely, knockdown of LIFR in Mahlavu cells and knockout of Lifr in PHM cells upregulated *LCN2* and conferred resistance to erastin and sorafenib, which could be reversed by knockdown of LCN2 (Fig. 6a, b and Supplementary Fig. 8d, e), suggesting that loss of LIFR promotes resistance to ferroptosis-inducing drugs in an LCN2-dependent manner.

**Fig. 6:**
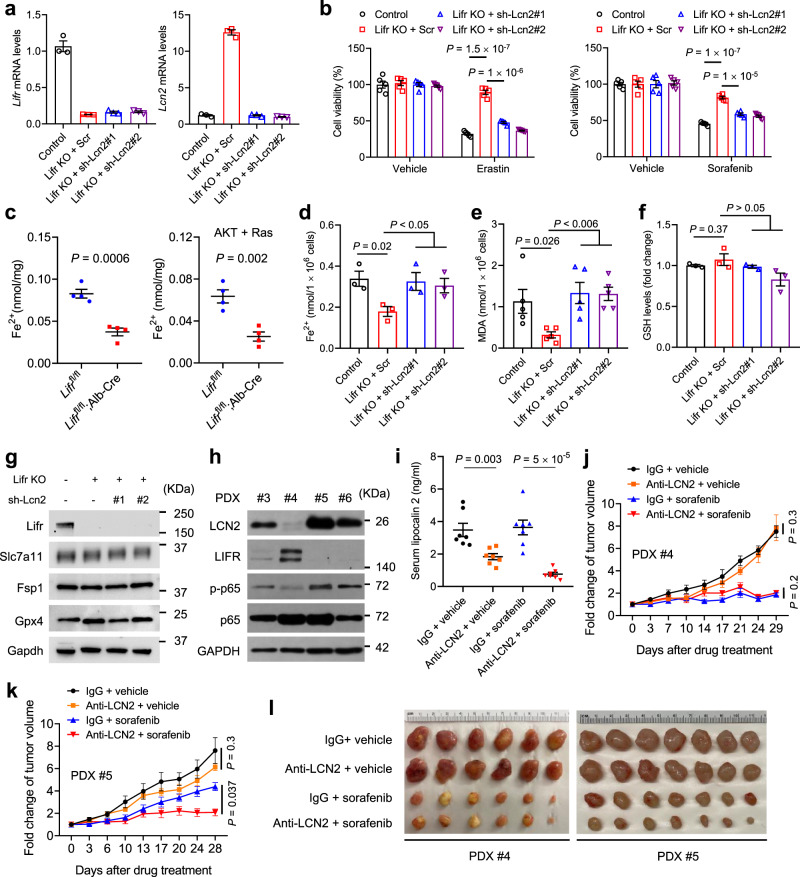
LCN2 mediates ferroptosis resistance and is a therapeutic target for enhancing sorafenib efficacy. **a** qPCR of *Lifr* and *Lcn2* in Lifr-knockout PHM cells transduced with the scrambled (Scr) or Lcn2 shRNA. *n* = 3 samples. **b** Lifr-knockout PHM cells were transduced with Lcn2 shRNA and treated with 10 µM erastin or 20 µM sorafenib. Cell viability was determined by a CCK8 assay. *n* = 5 wells. **c** Fe^2+^ levels in liver tissues of *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Alb-Cre mice in the absence or presence of hydrodynamic injection of plasmids expressing the Sleeping Beauty transposase, myrAKT, and RasV12. *n* = 4 mice. **d** Fe^2+^ levels in control and Lifr-knockout PHM cells transduced with the scrambled (Scr) or Lcn2 shRNA. *n* = 3 wells. **e** Malondialdehyde (MDA) levels in control and Lifr-knockout PHM cells transduced with the scrambled (Scr) or Lcn2 shRNA. *n* = 5 wells. **f** Glutathione (GSH) levels in control and Lifr-knockout PHM cells transduced with the scrambled (Scr) or Lcn2 shRNA. *n* = 3 wells. **g** Immunoblotting of Lifr, Slc7a11, Fsp1, Gpx4, and Gapdh in control and Lifr-knockout PHM cells transduced with the scrambled (Scr) or Lcn2 shRNA. **h** Immunoblotting of LCN2, LIFR, p-p65, p65, and GAPDH in tumors generated from four PDX lines of HCC. **i** ELISA of lipocalin 2 in the serum collected from NSG mice bearing PDX line #5. Mice were treated with anti-LCN2 and sorafenib, alone or in combination. *n* = 7 mice. **j**, **k** Growth curves of tumors in NSG mice bearing PDX line #4 (**j**) or #5 (**k**). When tumors grew to 50–150 mm^3^, mice were treated with 100 μg anti-LCN2 and 30 mg kg^−1^ sorafenib, alone or in combination. The treatments were given 6 days a week for 4 weeks. Statistical significance was determined by a two-way ANOVA. *n* = 6 mice in **j** and *n* = 7 mice in **k**. **l** Endpoint tumor images of the mice described in **j** and **k**. Statistical significance in **b**–**f** and **i** was determined by a two-tailed unpaired *t*-test. Error bars are s.e.m. Source data are provided as a Source Data file.

Lifr-deficient livers showed downregulation of ferrous iron (Fe^2+^) levels (Fig. 6c), which was consistent with upregulation of Lcn2 (Fig. 3k–n). We hypothesized that depletion of LCN2 increases sensitivity to ferroptosis by upregulating Fe^2+^ and lipid peroxidation levels in cells. Thus, we measured Fe^2+^ levels in the Lifr-knockout PHM mouse liver cell line with or without knockdown of Lcn2. In support of our hypothesis, we found that loss of Lifr decreased cellular levels of Fe^2+^ and lipid peroxidation—as gauged by malondialdehyde (MDA)^71^, a widely used indicator of lipid peroxidation, and both effects were reversed by Lcn2 knockdown (Fig. 6d, e). On the other hand, loss of Lifr or Lcn2 did not change the levels of glutathione (GSH), Slc7a11, Fsp1, and Gpx4 (Fig. 6f, g).

To address whether LCN2-targeting agents can improve the therapeutic efficacy of sorafenib, we established four HCC patient-derived xenograft (PDX) models in NSG (non-obese diabetic; severe combined immunodeficiency; interleukin-2 receptor gamma chain null) mice. Interestingly, three of these four PDX lines (#3−#6) showed low-to-negative expression of LIFR, as well as high levels of LCN2 and phospho-p65 (Fig. 6h). Among all lines, line #5 showed the lowest LIFR level and the highest LCN2 level, while line #4 was the opposite (Fig. 6h).

In preclinical testing, we implanted PDX tumor tissues from lines #4 and #5 into NSG mice and started the treatment when tumors reached 50−100 mm^3^. The mice were assigned to four treatment groups: (1) IgG + vehicle; (2) LCN2 antibody + vehicle; (3) IgG + sorafenib; and (4) LCN2 antibody + sorafenib. Sorafenib was given at 30 mg kg^−1^ body weight by oral gavage once a day until the endpoint, and the LCN2-neutralizing antibody was administered at 100 μg per mouse by intraperitoneal injection once a day until the endpoint, which reduced LCN2 levels in the serum (Fig. 6i). Intriguingly, compared with PDX line #5 (the low-LIFR, high-LCN2 line), PDX line #4 (the high-LIFR, low-LCN2 line) was more sensitive to sorafenib treatment as a single agent (Fig. 6j–l).

In mice bearing PDX line #4, treatment with the LCN2-neutralizing antibody did not alter tumor growth either with or without sorafenib co-treatment (Fig. 6j, l). In mice bearing PDX line #5, treatment with the LCN2-neutralizing antibody alone had little effect on tumor growth, whereas the combination treatment achieved a greater anti-tumor effect than sorafenib treatment alone (Fig. 6k, l). We asked whether the combinatory effect on PDX line #5 was associated with ferroptosis. Indeed, immunohistochemical analyses revealed that anti-LCN2 treatment did not affect the levels of the proliferative marker Ki-67 (in viable tumor areas) and the apoptotic marker cleaved caspase-3, but instead exhibited a substantial synergistic effect with sorafenib to elevate the levels of 4-HNE^40^ and MDA^71^ (Fig. 7a, b and Supplementary Fig. 9a–c), two markers of lipid peroxidation. Moreover, electron microscopy analysis revealed that in PDX line #5, tumor cells from the combination treatment group contained shrunken mitochondria with heavily condensed membrane, a morphologic feature of ferroptosis^17,40^; sorafenib or anti-LCN2 treatment alone also increased membrane density of mitochondria, but to a lesser extent than their combination (Fig. 7c). In PDX line #4, either sorafenib treatment alone or the combination treatment induced ferroptosis-associated morphological changes in mitochondria, whereas anti-LCN2 treatment did not alter mitochondria morphology (Fig. 7d). Collectively, these data suggest that the LCN2-neutralizing antibody enhanced the ferroptosis-inducing effect of sorafenib on HCC patient-derived xenograft tumors with low expression of LIFR and high expression of LCN2.

**Fig. 7:**
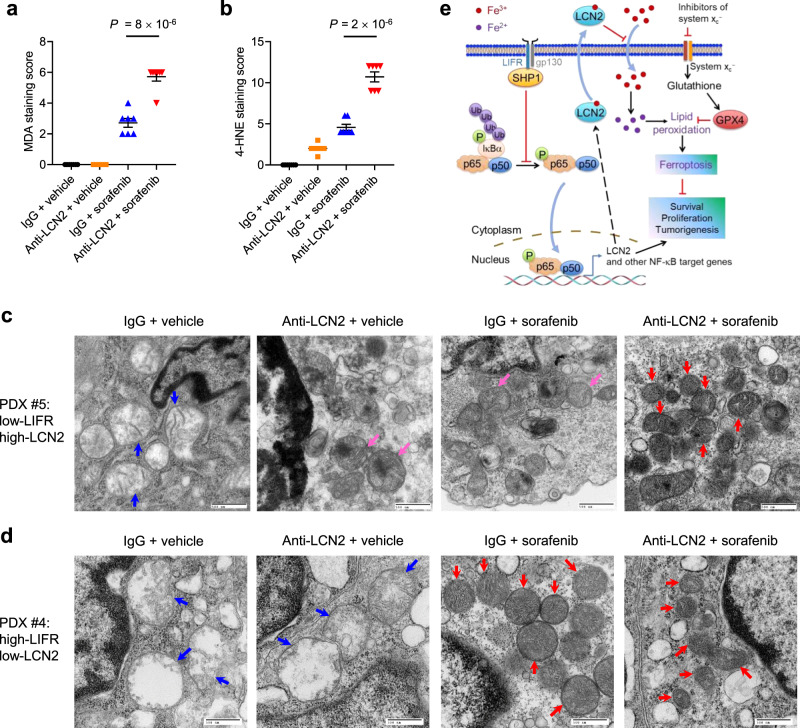
An LCN2-neutralizing antibody enhances the ferroptosis-inducing effect of sorafenib on HCC patient-derived xenograft tumors with low LIFR expression and high LCN2 expression. **a**, **b** Quantification of immunohistochemical staining (IHC, see images in Supplementary Fig. 9a) of MDA (**a**) and 4-HNE (**b**) in tumor tissues from NSG mice bearing PDX line #5. Mice were treated with anti-LCN2 and sorafenib, alone or in combination. *n* = 7 mice. Statistical significance was determined by a one-way ANOVA (to compare the means among three or more groups) and a two-tailed unpaired *t*-test (to compare the means between two groups). Error bars are s.e.m. **c**, **d** Transmission electron microscopy images of tumor tissues from NSG mice bearing PDX line #5 (**c**) or #4 (**d**). Mice were treated with anti-LCN2 and sorafenib, alone or in combination. Blue arrows indicate normal mitochondria. Red arrows indicate shrunken mitochondria with heavily condensed membrane, and pink arrows indicate mitochondria with increased membrane density, but to a lesser extent than those indicated by red arrows. Scale bars, 500 nm. **e** Model for the role of a LIFR−NF-κB−LCN2 axis in liver tumorigenesis and ferroptosis. Source data are provided as a Source Data file.

## Discussion

Recent studies have pointed to a tumor-suppressing and metastasis-suppressing role for ferroptosis^77,78^. Both oncoproteins and tumor suppressors, such as YAP, p53, and BAP1, have been shown to control ferroptosis in cancer cells^40,41,79^. However, the growing numbers of ferroptosis regulators are yet to be translated into clinical benefits. Here, by using hepatocyte-specific and inducible Lifr-knockout mice, we demonstrated that Lifr is a bona fide liver tumor suppressor and that its loss confers resistance to ferroptosis-inducing drugs. Mechanistically, LIFR interacts with SHP1 to inhibit NF-κB signaling, leading to repression of the NF-κB target gene *LCN2*, which encodes an iron-sequestering factor (Fig. 7e). Consequently, loss of LIFR not only promotes liver tumorigenesis, but also leads to downregulation of liver iron levels and resistance to ferroptosis (Fig. 7e).

Multiple studies showed a ferroptosis-inducing effect of sorafenib^14–16,41–43^. On the other hand, Conrad and colleagues recently reported (based on in vitro cell culture experiments) that sorafenib did not trigger ferroptosis in a panel of cancer cell lines, and that despite abundant expression of SLC7A11 (the substrate-specific subunit of system xc−), classic system xc− inhibitors (e.g., erastin) could only induce ferroptotic cell death in a subset of tumor cell lines^80^. One compounding factor is cell culture conditions, since Jiang and colleagues reported that sorafenib induced ferroptosis in a manner that is dependent on cell density and Hippo signaling^41^, although the in vivo relevance is unclear. Another possible reason for the insensitivity of cancer cells to sorafenib-induced ferroptosis is that *LIFR* expression is downregulated in a wide range of tumor types, including liver, bladder, breast, colon, kidney, lung, rectum, and thyroid cancers (TCGA data analysis, Supplementary Fig. 10). Thus, future work should determine whether downregulation or loss of LIFR plays a causal role in resistance to sorafenib-induced ferroptosis across multiple types of cancer.

Remarkably, HCC patient-derived xenograft tumors often had low levels of LIFR and high levels of LCN2; when mice bearing these tumors were treated with sorafenib in combination with an LCN2-neutralizing antibody, a much better therapeutic response than sorafenib treatment alone was achieved. Notably, the combination treatment promoted lipid peroxidation and ferroptosis in tumor tissues. On the other hand, PDX tumors with high levels of LIFR and low levels of LCN2, which showed no response to the LCN2-neutralizing antibody, were highly sensitive to sorafenib treatment as a single agent. These findings suggest that high LIFR expression and low LCN2 expression could be used to predict sorafenib responders, and that low LIFR expression and high LCN2 expression could be used to select HCC patients who will likely benefit from the combination therapy with sorafenib and the LCN2-neutralizing antibody. Furthermore, given that radiotherapy and immunotherapy trigger lipid oxidation and ferroptosis via repression of SLC7A11^81^, we envision that the LCN2-neutralizing antibody may have the potential to sensitize tumors to radiation and immune therapies, which warrants future investigation. It should be noted although Lcn2-null mice are more sensitive to bacterial infection and iron overload-induced toxicity, these mice have normal development and growth^73,74^, and thus systemic neutralization of LCN2 is not expected to cause substantial toxicity to normal tissues under physiological conditions. Altogether, this study uncovered an actionable axis governing liver iron homeostasis, tumorigenesis, and vulnerability to ferroptosis, which could pave the way for targeting ferroptosis to improve cancer therapy.

## Methods

### Hepatocyte-specific and inducible Lifr-knockout mouse models

All animal studies were performed in accordance with a protocol approved by the Institutional Animal Care and Use Committee of MD Anderson Cancer Center. Animals were housed at 70 °F−74 °F (set point: 72 °F) with 40–55% humidity (set point: 45%). The light cycle of animal rooms is 12 h of light and 12 h of dark. Through homologous recombination-mediated gene targeting, we generated mice with the LoxP-flanked (floxed) *Lifr* allele (Supplementary Fig. 2a). Briefly, exon 4 was flanked by LoxP sites, and the positive selection marker (the puromycin resistance cassette PuroR) was flanked by FRT sites and inserted into intron 4. The targeting vector was generated using the C57BL/6 J RPCIB-731 BAC library and was transfected into the C57BL/6N Tac ES cell line (Taconic). Homologous recombinant clones were isolated using positive (PuroR) and negative (thymidine kinase—TK) selections, and were injected into C57BL/6 blastocysts to generate chimeric animals. The conditional knockout allele (*Lifr*^flox/+^) was obtained after Flp-mediated removal of the selection marker. *Lifr*^flox/flox^ (*Lifr*^fl/fl^) homozygotes were obtained from intercrossing between *Lifr*^flox/+^ heterozygotes (Supplementary Fig. 2b). Subsequently, hepatocyte-specific *Lifr* deletion mutants (*Lifr*^fl/fl^;Alb-Cre) were generated using albumin-Cre mice (The Jackson Laboratory, stock number: 003574, RRID: IMSR_JAX:003574) in which the Cre transgene is under the control of a hepatocyte-specific albumin promoter^31^. Cre-mediated deletion of exon 4 results in inactivation of the *Lifr* gene by deleting part of the first fibronectin type-III domain and by generating a frameshift and a premature stop codon. In addition, *Lifr*^fl/fl^;Cre-ERT2 mice were generated using the Cre-ERT2 transgenic model (The Jackson Laboratory, stock number: 008085, RRID: IMSR_JAX:008085) in which the Cre-ERT2 fusion gene is under the control of the human ubiquitin C promoter^82^. Primers for PCR genotyping are listed in Supplementary Table 1.

### Carcinogen-induced liver cancer model

One-time intraperitoneal injection of diethylnitrosamine (DEN, 20 mg kg^−1^, dissolved in corn oil and diluted in PBS before injection) was performed in *Lifr*^fl/fl^ and *Lifr*^fl/fl^;Alb-Cre mice at day 14 of age. One cohort of mice were euthanized at 7 months after DEN injection, and the liver tissues were collected and processed for histopathological analysis. Another cohort of mice, used for overall survival analysis, were followed up until death or when they met the institutional criteria for tumor burdens or overall health condition.

### Sleeping beauty transposon-mediated oncogene-induced liver cancer model

Oncogenes (10 μg of each oncogene plasmid along with 2 μg of the SB100 plasmid) were introduced by hydrodynamic injection. The plasmids were diluted in 0.9% sodium chloride solution of the volume equivalent to 10% of body weight, and the injection was finished within 10 seconds through the tail vein. For Lifr loss-of-function studies, 8- to 12-week-old *Lifr*^fl/fl^, *Lifr*^fl/fl^;Alb-Cre, or *Lifr*^fl/fl^;Cre-ERT2 mice were used for hydrodynamic injection, and mice were followed up for overall survival and endpoint analysis. For the *Lifr*^fl/fl^;Cre-ERT2 group and its control (*Lifr*^fl/fl^), mice received 5-day tamoxifen treatment (Sigma-Aldrich, T5648, dissolved in corn oil at a concentration of 20 mg/ml; 100 μl solution was administered by intraperitoneal injection) one week after hydrodynamic injection to induce loss of Lifr. Livers were harvested based on previously reported endpoints^37^ or bioluminescent imaging results (when the myr-AKT-IRES-luciferase construct was used). Bioluminescent imaging of live animals was performed using the IVIS-200 Bioluminescence Imaging System (Perkin Elmer), and each mouse received 100 μl D-luciferin (25 mg ml^−1^ in PBS, Perkin Elmer) immediately before imaging. For Lifr gain-of-function studies, 8-week-old C57BL/6 mice were injected with adenovirus (100 μl of the Adeno-TBG control virus or the Adeno-TBG-LIFR virus, 1 × 10^9^ PFU per mouse) through the tail vein 3 days and 17 days after hydrodynamic transfection with plasmids expressing the Sleeping Beauty transposase, myrAKT, and RasV12. Mice were followed up to determine overall survival. For drug treatment experiments, sorafenib (LC Laboratories, S-8502) stock was dissolved in a solution containing 75% ethanol and Cremophor EL (1:1) at 60 °C, and the stock solution was diluted in water (1:4) before use; liproxstatin-1 (Sigma-Aldrich, SML1414) was dissolved in DMSO and diluted in PBS before use. One week after hydrodynamic transfection of plasmids, mice were treated with sorafenib (30 mg kg^−1^, oral gavage) and/or liproxstatin-1 (10 mg kg^−1^, intraperitoneal injection), once a day, 6 days a week. After 4 weeks of drug treatment, body weight and liver weight were measured, and liver tissues were processed for histopathological analysis and immunohistochemical staining. Living Image^®^ software (Perkin Elmer, for the Xenogen IVIS-200 Imaging System) was used for bioluminescent image analysis and data quantification.

### Patient-derived xenograft (PDX) model

Four HCC PDX lines were from the Houston Methodist Hospital. PDX tumors in cold Dulbecco’s Modified Eagle’s Medium (DMEM) were minced into 1–2 mm^3^ fragments, and each fragment was subcutaneously transplanted into the dorsal flank of 6-week-old male NSG (non-obese diabetic; severe combined immunodeficiency; interleukin-2 receptor gamma chain null) mice. Tumor growth was monitored by bidimensional tumor measurements with a caliper twice a week until the endpoint. The tumor volume was calculated according to the formula volume = 0.5 × length × width^2^. When tumors reached 50-100 mm^3^, mice were randomly assigned to four treatment groups: (1) IgG (100 μg per mouse, R&D Systems, catalog number: MAB006-MTO, clone number: 54447, endotoxin-free, intraperitoneal injection) + vehicle (75% ethanol and Cremophor EL, 1:1, diluted in water, oral gavage); (2) anti-human LCN2 antibody (100 μg per mouse, R&D Systems, catalog number: MAB1757-MTO, clone number: 220310, endotoxin-free, intraperitoneal injection) + vehicle; (3) IgG + sorafenib (30 mg kg^−1^, LC Laboratories, S-8502, oral gavage); and (4) anti-human LCN2 antibody + sorafenib. Mice were euthanized after 4 weeks of drug treatment, and tumors were processed for histopathological analysis, immunohistochemical staining, and transmission electron microscopy.

### Plasmids and shRNA

The pT3-EF1α-AKT-IRES-luciferase plasmid was from Xin Chen’s lab stock. Other Sleeping Beauty transposon-related plasmids, including the Sleeping Beauty transposase (SB100, Addgene number: 34879), pT3-YAP, pT3-β-catenin, pT3-myrAKT, and pT3-N-RasV12, were from Hao Zhu’s lab stock as described previously^37^. Lentiviral human LIFR (Clone ID: PLOHS_100016429) and LentiORF RFP control (Clone ID: OHS5832) plasmids were purchased from Horizon. LIFR-SFB and GFP-SFB plasmids were constructed by Gateway cloning of human LIFR and GFP into the Lenti-SFB (C-terminal tag) destination vector. Human SHP1 and SHP2 were cloned into HA-FLAG-tagged and MYC-tagged destination vectors, respectively, by Gateway cloning. The K63-specific mutant of ubiquitin was cloned into the pcDNA™4/HisMax vector by TA cloning. Human LIFR was also cloned into the Adeno-TBG vector. The Adeno-TBG control virus and Adeno-TBG-LIFR virus were produced at Vector Biolabs. Human LIFR and SHP1 shRNA vectors were purchased from Sigma. shRNA targeting human *LCN2*, human *RELA*, or mouse *RelA* was cloned into the pLKO.1-Blast vector (Addgene number: 26655) with restriction enzymes *Age*I and *EcoR*I. Mouse Lcn2 shRNA vectors were from the Functional Genomics Core at MD Anderson Cancer Center (originally from Horizon). For in vivo knockdown experiments, we inserted the U6 promoter and the shRNA sequence targeting mouse *RelA* or *Lcn2* into the pT4-CMV-GFP Sleeping Beauty transposon vector (Addgene number: 117046) with restriction enzymes *Bgl*II and *Kpn*I. The amounts of the Sleeping Beauty transposase, myrAKT, RasV12, and shRNA used for hydrodynamic transfection are 2, 7, 7, and 7 μg per mouse. shRNA sequence information is provided in Supplementary Table 1.

### Cell culture

The HEK293T cell line was from the Cytogenetics and Cell Authentication Core at MD Anderson Cancer Center. The human liver cell lines (Hep3B, HepG2, Mahlavu, PLC/PRF/5, HA59T, Tong, and Huh-7) were gifts from Mien-Chie Hung (MD Anderson Cancer Center). The immortalized human hepatocyte cell line MIHA was purchased from Albert Einstein College of Medicine. Two immortalized mouse liver progenitor cell lines, PHM (p53-null and c-Myc-overexpressing) and PHR (p53-null and H-RasV12-overexpressing), were from Lars Zender (University of Tübingen) and Wen Xue (University of Massachusetts Medical School), respectively. All cell lines were cultured in DMEM supplemented with 10% fetal bovine serum. Short tandem repeat profiling and mycoplasma tests were done by the Cytogenetics and Cell Authentication Core at MD Anderson Cancer Center.

### Human samples

The human samples were from the Xie laboratory at the Shanghai Institute of Nutrition and Health. All HCC tissues and paired adjacent tissues were collected with written informed consent from Eastern Hepatobiliary Surgery Hospital, Second Military Medical University (Shanghai, China). *LIFR* mRNA levels were determined by qPCR. The collection and use of human samples were approved by the Ethics Committee of Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences (Shanghai, China) following the Declaration of Helsinki ethical guidelines.

### Immunoblotting

Cultured cells or homogenized mouse tissues were lysed in RIPA lysis buffer (Millipore) containing protease inhibitors and phosphatase inhibitors (GenDEPOT). Proteins were resolved on 4–20% precast gradient gels (Bio-Rad) and transferred to a nitrocellulose membrane. After transfer, membranes were blocked with 5% non-fat milk in Tris-buffered saline with 0.05% Tween-20 (TBST) and incubated with the primary antibody at 4 °C overnight, followed by incubation with the secondary antibody conjugated with horseradish peroxidase (HRP). The bands were visualized with enhanced chemiluminescence substrate (Pierce). Primary antibodies used are as follows: antibodies against LIFR (1:2,000, Proteintech, 22779-1-AP, RRID: AB_2879165), GAPDH (1:1,000, ThermoFisher Scientific, MA5-15738, RRID: AB_10977387), HSP90 (1:5,000, BD Biosciences, 610419, RRID: AB_397799), FLAG (1:20,000, Sigma-Aldrich, F7425, RRID: AB_439687), p-p65 (1:500, Cell Signaling Technology, 3033, RRID: AB_331284), p65 (1:1000, Cell Signaling Technology, 6956, RRID: AB_10828935), p-STAT3 (1:300, Cell Signaling Technology, 9145, RRID: AB_2491009), STAT3 (1:1,000, Cell Signaling Technology, 9139, RRID: AB_331757), p-YAP (1:500, Cell Signaling Technology, 4911, RRID: AB_2218913), YAP (1:2000, Cell Signaling Technology, 14074, RRID: AB_2650491), p-AKT (1:500, Santa Cruz Biotechnology, sc-7985, RRID: AB_667741), AKT (1:1,000, Cell Signaling Technology, 2920, RRID: AB_1147620), p-ERK (1:1,000, Cell Signaling Technology, 9101, RRID: AB_331646), ERK (1:1,000, Cell Signaling Technology, 4696, RRID: AB_390780), TRAF6 (1:500, Cell Signaling Technology, 8028, RRID: AB_10858223), SHP1 (1:500, Cell Signaling Technology, 3759, RRID: AB_2173694), SHP2 (1:1,000, Cell Signaling Technology, 3397, RRID: AB_2174959), Xpress (1:2,000, ThermoFisher Scientific, R910-25, RRID: AB_2556552), LCN2 (1:500, R&D Systems, AF1757, RRID: AB_354974), GPX4 (1:1000, R&D Systems, MAB5457, RRID: AB_2232542), FSP1 (1:1000, Proteintech, 20886-1-AP, RRID: AB_2878756), SLC7A11 (1:1000, Cell Signaling Technology, 98051, RRID:AB_2800296), phospho-IKKα/β (Ser176/180) (1:300, Cell signaling technology, 2697s, RRID: AB_2079382), IKKβ (1:1000, Cell signaling technology, 8943s, RRID: AB_11024092), and IκBα (1:1000, Cell signaling technology, 4812s, RRID: AB_10694416). Uncropped blots are provided as a Source Data file.

### Protein pulldown assay

HEK293T cells were transfected with SHP1 or SHP2 along with SFB-tagged GFP or LIFR. 48 h after transfection, cells were lysed in CHAPS buffer (120 mM NaCl, 20 mM NaF, 1 mM EDTA, 25 mM Tris-HCl, pH 7.5, 0.33% CHAPS) containing protease and phosphatase inhibitors (GenDEPOT). For pulldown of SFB-tagged proteins, cell extracts were incubated with S-protein beads (Millipore, 69704) at 4 °C for 2 h, and then the beads were washed with lysis buffer 5 times, followed by Western blot analysis with the indicated antibodies.

### Co-immunoprecipitation

Control and LIFR-knockdown HEK293T cells were transfected with FLAG-TRAF6. 48 h after transfection, cells were lysed in CHAPS buffer (120 mM NaCl, 20 mM NaF, 1 mM EDTA, 25 mM Tris-HCl, pH 7.5, 0.33% CHAPS) containing protease and phosphatase inhibitors. For immunoprecipitation of FLAG-tagged TRAF6 and its interacting proteins, cell extracts were pre-cleared with TrueBlot Agarose (Rockland, TrueBlot^®^ 00-881-25) at 4 °C for 30 min, and were then incubated with an anti-FLAG antibody (Sigma, F1804) at 4 °C for 2 h, followed by incubation with TrueBlot Agarose for additional 1 h. After that, the agarose was washed with lysis buffer for 5 times. Western blot analysis was performed with the indicated antibodies to confirm the interaction. FLAG-tagged TRAF6 was detected by HRP-conjugated TrueBlot^®^ Secondary Antibodies (18-8816-33).

### Tissue processing, histology, and immunohistochemistry (IHC)

After euthanasia, some tissues were frozen for later RNA and protein extraction, and other tissues were fixed in 10% neutral-buffered formalin (ThermoFisher Scientific) overnight, washed with PBS, transferred to 70% ethanol, embedded in paraffin, sectioned (5 μm thick), and stained with hematoxylin and eosin (H&E). Histopathological review was performed on all tissue sections by a pathologist (M. James You). For IHC staining, slides were deparaffinized in xylene and degraded alcohols. Heat-induced epitope retrieval was performed using a 2100-Retriever. Slides were rinsed with PBS, and a hydrophobic barrier was created around the tissue using a hydrophobic barrier pen (Vector Laboratories, H-4000-2). Then, slides were placed in an incubating chamber with blocking solution (Vector Laboratories, SP-6000) for 10 min and rinsed with PBS, followed by incubation with 20% horse serum (Vector Laboratories, PK-7200) for 20 min. Next, slides were incubated with the primary antibody at 4 °C and rinsed with PBS, followed by incubation with a biotinylated universal secondary antibody (Vector Laboratories, PK-7200) or goat IgG HRP-conjugated antibody (R&D systems, HAF017, RRID: AB_562588) for 30 min. After PBS washing, slides were incubated with the avidin-biotin detection complex (ABC; Vector Laboratories, SK-4100) for 30 min and were then developed with 3,3′-diaminobenzidine (DAB) solution (Vector Laboratories, SK-4100). Counterstaining was performed using Hematoxylin QS (Vector Laboratories, H-3404). Primary antibodies used for IHC are as follows: antibodies against 4-hydroxy-2-noneal (4-HNE, 1:400, Abcam, ab46545, RRID: AB_722490), malondialdehyde (MDA, 1:400, AdipoGen, JAI-MMD-030N), Ki-67 (1:200, Cell Signaling Technology, 9027, RRID: AB_2636984), cleaved caspase 3 (1:200, Cell Signaling Technology, 9661, RRID: AB_2341188), and Lcn2 (1:250, R&D Systems, AF1857, RRID: AB_355022). Immunohistochemical staining was semiquantitatively analyzed using the immunoreactive score (IRS) system. The percentage of positive cells was scored on a scale of 0−4: 0 if 0% of tumor cells were positive, 1 if 1−10% were positive, 2 if 11%-50% were positive, 3 if 51−80% were positive, and 4 if 81−100% were positive. The staining intensity was scored on a scale of 0−3 (3 is the strongest). Final IRS score = (score of the staining intensity) × (score of the percentage of positive cells).

### CRISPR-Cas9-mediated gene editing

CRISPR-Cas9-mediated Lifr-knockout constructs were purchased from Santa Cruz Biotechnology (sc-421433). PHM cells were transfected with the Lifr-knockout constructs. 48 h after transfection, the cells were seeded in 96-well plates for single colony isolation. Lifr-null clones were confirmed by Western blot analysis.

### Viral transduction

HEK293T cells were co-transfected with the viral vector and packaging plasmids (psPAX2 and pMD2.G). Two days after transfection, viral supernatant was harvested, filtered through a 0.45 μm filter, and added to target cells. The infected cells were selected with 1 μg ml^−1^ puromycin, 5 μg ml^−1^ blasticidin, or 300 μg ml^−1^ hygromycin B.

### Iron measurement

Mouse liver tissues were harvested and liver iron levels were determined using the Iron Assay Kit (Abcam, ab83366), according to the manufacturer’s protocol. The results were normalized to the tissue weight.

### MDA and GSH measurements

1 × 10^6^ cells were harvested and MDA levels were determined using the Lipid Peroxidation (MDA) Assay Kit (Sigma-Aldrich, MAK085-1KT), according to the manufacturer’s protocol. 1 × 10^5^ cells were harvested and GSH levels were determined using the GSH-Glo™ Glutathione Assay Kit (Promega, V6911), according to the manufacturer’s protocol.

### Flow cytometry

For 7-AAD and annexin V staining, cells were harvested and the pellets were washed twice with cold cell staining buffer (2% FBS in PBS). 1 × 10^6^ cells were resuspended in 100 μl Annexin V Binding Buffer with 5 μl APC Annexin V and 5 μl 7-AAD Viability Staining Solution (BioLegend, 640930). Cells were gently vortexed and then incubated at room temperature (25 °C) in the dark for 15 min. 400 μl of Annexin V Binding Buffer was added to each tube before flow cytometry analysis. For lipid peroxidation measurement, cells were incubated in the culture medium containing 2 μM BODIPY 581/591 C11 (Lipid Peroxidation Sensor) (ThermoFisher, D3861) at 37 °C for 30 min. After staining, cells were washed and resuspended in fresh Cell Staining Buffer (2% FBS in PBS). Cells were processed on an Invitrogen Attune NxT Acoustic Focusing Cytometer and analyzed by FlowJo software. A representative gating strategy for flow cytometry analysis is shown in Supplementary Fig. 11.

### RNA isolation and qPCR

Total RNA was harvested using TRIzol reagent (Invitrogen) and then isolated using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s protocol. Total RNA was reverse transcribed with an iScript complementary DNA (cDNA) Synthesis Kit (Bio-Rad). The resulting cDNA was used for real-time PCR using the iTaq Universal SYBR Green Kit (Bio-Rad). β-actin or Gapdh was used as an internal control. Real-time PCR and data collection were performed on a CFX96 instrument (Bio-Rad). Primers for qPCR are listed in Supplementary Table 1.

### Luciferase reporter assay

Human *LCN2* promoter^83^ (Addgene number: 28225) and NF-κB activity^84^ (Addgene number: 106979) reporter constructs were purchased from Addgene. The firefly luciferase reporter containing the human *LCN2* promoter was co-transfected into HEK293T cells along with a Renilla luciferase vector (for normalization) and the indicated plasmid (control vector or LIFR). The firefly luciferase reporter containing the NF-κB binding site and an internal Renilla luciferase sequence (for normalization) was co-transfected into HEK293T cells along with the indicated plasmid (control vector or LIFR). Two days after transfection, firefly and Renilla luciferase activities were measured using a Dual-Luciferase Reporter Assay (Promega, E1910) on a microplate reader according to the manufacturer’s protocol. Firefly luciferase activity was normalized to Renilla luciferase activity.

### Transmission electron microscopy

Samples were fixed with a solution containing 3% glutaraldehyde and 2% paraformaldehyde in 0.1 M cacodylate buffer (pH 7.3), then washed in 0.1 M sodium cacodylate buffer, treated with 0.1% Millipore-filtered cacodylate buffered tannic acid, postfixed with 1% buffered osmium, and stained en bloc with 1% Millipore-filtered uranyl acetate. The samples were dehydrated in increasing concentrations of ethanol, infiltrated, and embedded in LX-112 medium. The samples were polymerized in a 60 °C oven for approximately 3 days. Ultrathin sections were cut using a Leica Ultracut microtome (Leica, Deerfield, IL), stained with uranyl acetate and lead citrate in a Leica EM Stainer, and examined using a JEM 1010 transmission electron microscope (JEOL, USA, Inc., Peabody, MA) at an accelerating voltage of 80 kV. Digital images were obtained using the AMT Imaging System (Advanced Microscopy Techniques Corp, Danvers, MA) at MD Anderson’s High-Resolution Electron Microscopy Facility.

### RNA-seq analysis

Duplicate RNA samples from liver tissues of 3-month-old *Lifr*^fl/fl^ (*n* = 2 mice) and *Lifr*^fl/fl^;Alb-Cre (*n* = 3 mice) animals were subjected to mRNA sequencing at MD Anderson’s Advanced Technology Genomics Core. The quality of fastq files was determined by Fastqc (V0.11.5, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The pair-ended reads were mapped to the mouse mm10 (February 2009, UCSC) genome using Tophat (V2.1.1, https://github.com/infphilo/tophat); only uniquely mapped reads were extracted using SAMtools (V1.5, http://samtools.sourceforge.net/) as inputs for differentially expressed gene analysis. The results from RSeQC (V2.6.4, http://rseqc.sourceforge.net/) indicated high data quality. Cufflinks (V2.2.1, http://cole-trapnell-lab.github.io/cufflinks) was used to assemble the transcriptome using the RefSeq (September 7, 2015) annotation file and to quantitate the gene expression level with fragments per kb of transcript per million mapped reads (FPKM). Differentially expressed genes (DEGs) were identified using Cuffdiff (V2.2.1, http://cole-trapnell-lab.github.io/cufflinks) with the corrected *P* value < 0.05 and |log_2_ fold change | > 1.5. Principle Component Analysis of all DEGs among all samples was performed using Bioconductor package DESeq2 (http://bioconductor.org/packages/release/bioc/html/DESeq2.html).

### Cytokine array and enzyme-linked immunosorbent assay (ELISA)

The conditioned medium from control, Lifr-knockout, and LIFR-expressing PHM cells were collected and centrifuged at 2,500×*g* for 5 min. The supernatant was collected for further use. Whole blood was collected from the hearts of mice immediately after euthanasia, and placed at room temperature for 30 min, followed by centrifugation at 1,000×*g* for 15 min. The supernatant was collected for further use. The cytokine array assay (Mouse XL Cytokine Array Kit, R&D Systems, ARY028) and ELISA kits (Mouse Lcn2 Simplestep ELISA Kit, Abcam, ab199083; Human Lipocalin-2 ELISA Kit, Abcam, ab119600) were performed according to the manufacturer’s protocols.

### In vitro clonogenic assay

The indicated human or mouse liver cell lines were seeded in 6-well or 12-well tissue culture plates at single-cell densities. After colonies formed, cells were fixed and stained with crystal violet (0.05% w/v in formalin). The dye from stained cells was dissolved in 10% acetic acid and the absorbance was measured at 570 nm.

### Soft agar colony formation assay

Human or mouse liver cells were mixed with 0.3% soft agar in culture medium and seeded in 6-well plates (2,000 cells per well) with a bottom layer of 0.6% soft agar in DMEM. After 3 weeks, colonies were photographed and counted.

### Cell death and viability assays

To measure cell death, we seeded cells in a 12-well plate one day before treatment. After treatment with the indicated drugs, cells were trypsinized and collected in a 1.5 ml tube, washed with PBS, and stained with 2 μg ml^−1^ propidium iodide (PI; Roche) in PBS. Dead cells (PI-positive cells) were counted using a BD Accuri C6 flow cytometer (BD Biosciences). To measure cell viability, we seeded 3,000−5,000 cells per well in a 96-well plate one day before treatment. After treatment with the indicated drugs, the medium in each well was replaced with fresh medium containing the Cell Counting Kit-8 (CCK8) reagent (Sigma-Aldrich, 96992). After incubation at 37 °C for 1 h, the plate was analyzed using a FLUOstar Omega microplate reader (BMG Labtech), and the absorbance was measured at 540 nm.

### TCGA and computational data analysis

To compare *LIFR* mRNA levels between normal and tumor tissues, we used TCGA liver cancer RNA-seq data downloaded from the UCSC Xena browser (https://xenabrowser.net/). The gene expression values are expressed as log_2_(FPKM-UQ+1) (https://docs.gdc.cancer.gov/Encyclopedia/pages/HTSeq-FPKM-UQ/), and a paired or unpaired *t*-test was performed to compare two groups. The correlation between mRNAs levels (log_2_RSEM) and methylation levels of *LIFR* in TCGA HCC patients was analyzed by the Pearson correlation test, and the RNA-seq data (RSEM) and methylation data were downloaded from cBioPortal (https://www.cbioportal.org/). To analyze the correlations between gene expression and drug response across cancer cell lines, we used the Cancer Therapeutics Response Portal (CTRP) (http://portals.broadinstitute.org/ctrp.v2.1/), which provides correlation coefficients for gene expression levels and dose responses—expressed as normalized area under curve (AUC) values—for 860 cancer cell lines treated with 481 compounds. The AUC values of CTRP cell lines were downloaded from https://github.com/remontoire-pac/ctrp-reference/tree/master/auc. The gene expression values of CTRP cell lines were downloaded from the Cancer Cell Line Encyclopedia (CCLE) data portal (https://portals.broadinstitute.org/ccle/data). For correlation analyses of *LCN2* expression in liver cancer cell lines with the sensitivity to erastin and sorafenib, we used the Liver Cancer Model Repository (LIMORE) dataset^75^ (https://www.picb.ac.cn/limore/; dose responses are expressed as Emax values) consisting of 81 human liver cancer cell lines and the Liver Cancer Cell Line (LCCL) dataset^76^ (https://lccl.zucmanlab.com/hcc/home; dose responses are expressed as AUC values) consisting of 34 human liver cancer cell lines. Linear relationships between gene expression and drug response were determined by the Pearson correlation analysis. For pan-cancer analysis of *LIFR* expression in normal tissues and tumor tissues, we used the TIMER database (https://cistrome.shinyapps.io/timer/). Gene set enrichment analysis was performed using GSEA (http://www.gsea-msigdb.org/gsea/index.jsp, 4.0.0).

### Statistics and reproducibility

Except for the animal studies (one time), RNA-seq (one time), and cytokine array (one time), each experiment was repeated at least three times with similar results. For qPCR assays, we used *n* = 3 technical replicates per sample, and a representative set from three independent experiments is shown. For all other experiments, we used biological replicates. The statistical analysis for each plot was described in figure legends. Unless otherwise noted, data are presented as mean ± s.e.m, and Student’s *t*-test (two-tailed) was used to compare two groups of independent samples. The data analyzed by the *t*-test meet normal distribution; we used an F-test to compare variances, and the variances are not significantly different. Therefore, when using an unpaired *t*-test, we assumed equal variance, and no data points were excluded from the analysis. *P* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The source data that support the findings of this study are available. The RNA-seq raw data have been deposited at the Gene Expression Omnibus (GEO) under the accession number GSE177042. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A targetable LIFR−NF-κB−LCN2 axis controls liver tumorigenesis and vulnerability to ferroptosis
**Source:** Nat Commun. 2021 Dec 17;12:7333. doi: 10.1038/s41467-021-27452-9
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

A targetable LIFR–NF- κ B–LCN2 axis controls liver tumorigenesis and vulnerability to ferroptosis

Fan Yao, Yalan Deng, Yang Zhao, Ying Mei, Yilei Zhang, Xiaoguang Liu, Consuelo Martinez, Xiaohua Su, Roberto R. Rosato, Hongqi Teng, Qinglei Hang, Shannon Yap, Dahu Chen, Yumeng Wang, Mei-Ju May Chen, Mutian Zhang, Han Liang, Dong Xie, Xin Chen, Hao Zhu, Jenny C. Chang, M. James You, Yutong Sun, Boyi Gan, Li Ma

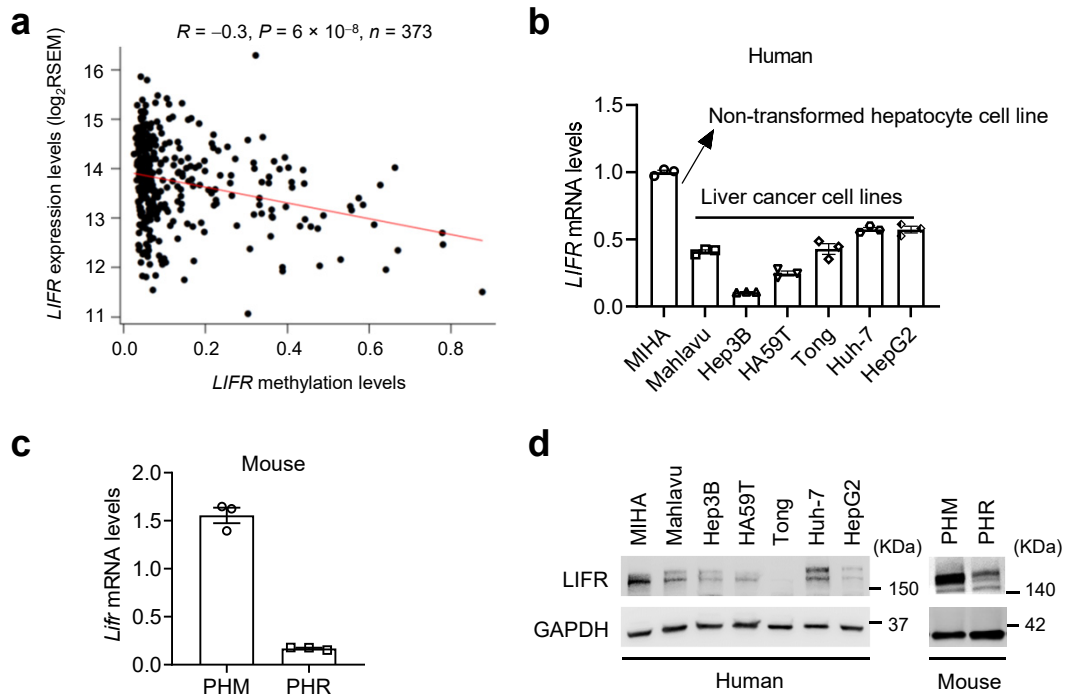

Supplementary Fig. 1. LIFR is downregulated in liver cancer cells.

(a) Correlation between mRNA levels (Log_2RSEM) and methylation levels of *LIFR* in HCC, based on TCGA data analysis. Statistical significance was determined by a two-tailed Pearson correlation test.

(b, c) qPCR of *LIFR* in human (b) and mouse (c) liver cell lines. $n = 3$ samples per cell line. Error bars are s.e.m. The PHM cell line is weakly tumorigenic and the PHR cell line is highly tumorigenic.

(d) Immunoblotting of LIFR and GAPDH in human and mouse liver cell lines.

Source data are provided as a Source Data file.

Supplementary Fig. 2

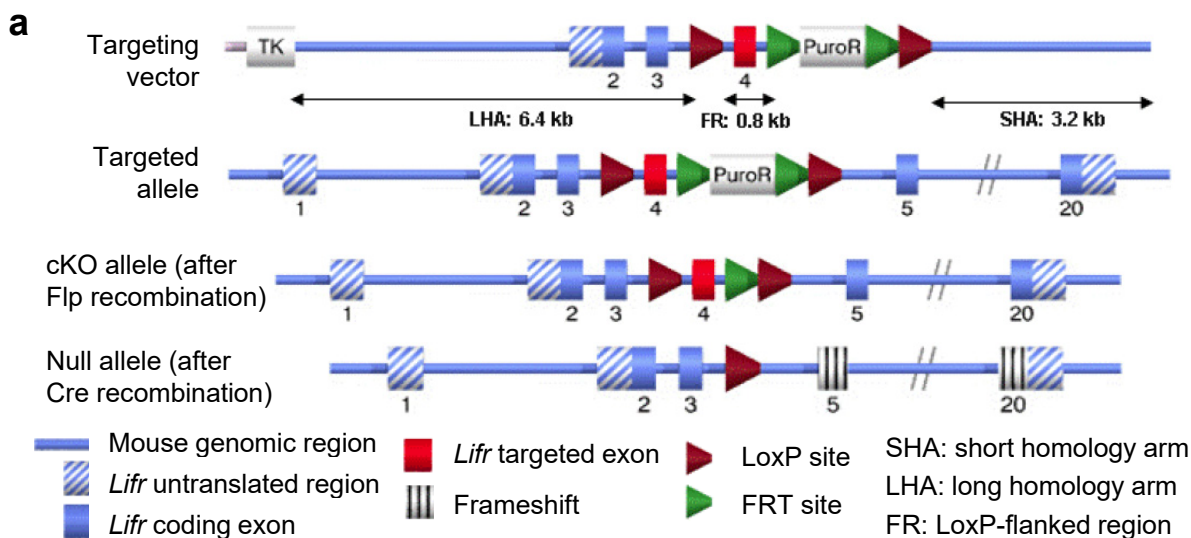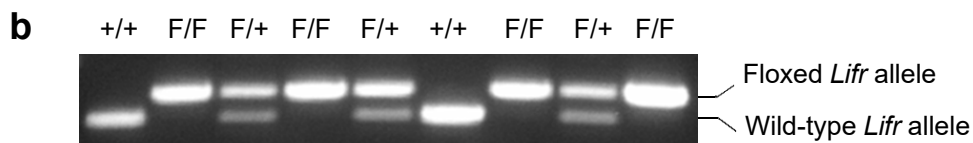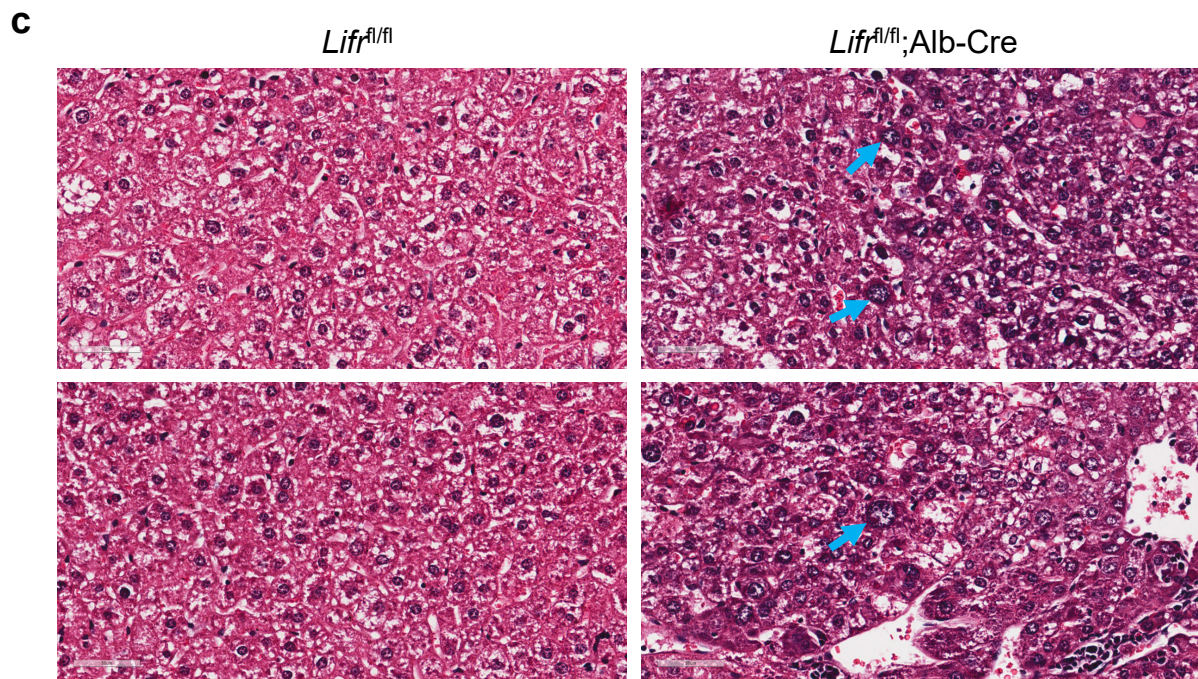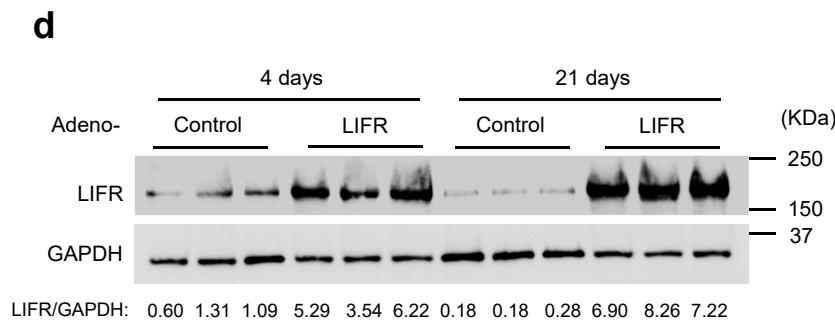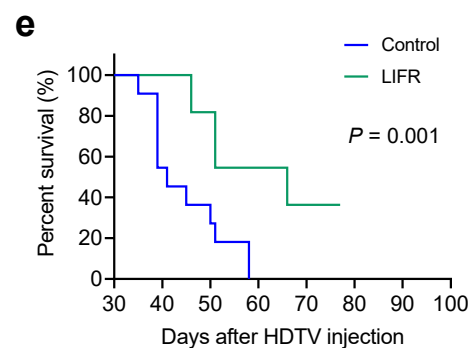

Supplementary Fig. 2. Liver-specific knockout of *Lifr* in mice and adenoviral delivery of LIFR to the mouse liver.

(a) Schematic representation of the *Lifr* gene-targeting strategy. Deletion of exon 4 results in inactivation of the *Lifr* gene by deleting part of the first fibronectin type-III domain and by generating a frameshift.

(b) PCR genotyping results of pups obtained from intercrossing between *Lifr*^{fllox/+} heterozygotes. F/+ : *Lifr*^{fllox/+}; F/F: *Lifr*^{fllox/fllox}.

(c) H&E staining of livers from DEN-treated *Lifr*^{fl/fl} and *Lifr*^{fl/fl};Alb-Cre mice at 7 months of age. Blue arrows indicate nuclear atypia. Scale bars, 50 μ m.

(d) Immunoblotting of LIFR and GAPDH in livers of C57BL/6 mice that received control adenovirus or LIFR-expressing adenovirus administration 3 days and 17 days after hydrodynamic injection of plasmids expressing the Sleeping Beauty transposase, myrAKT, and RasV12. The tissues were collected at 4 days and 21 days after the first adenovirus administration.

(e) Kaplan-Meier curves of overall survival of C57BL/6 mice that received control adenovirus or LIFR-expressing adenovirus administration 3 days and 17 days after hydrodynamic injection of plasmids expressing the Sleeping Beauty transposase, myrAKT, and RasV12. Statistical significance was determined by a log-rank test. $n = 11$ mice.

Source data are provided as a Source Data file.

Supplementary Fig. 3

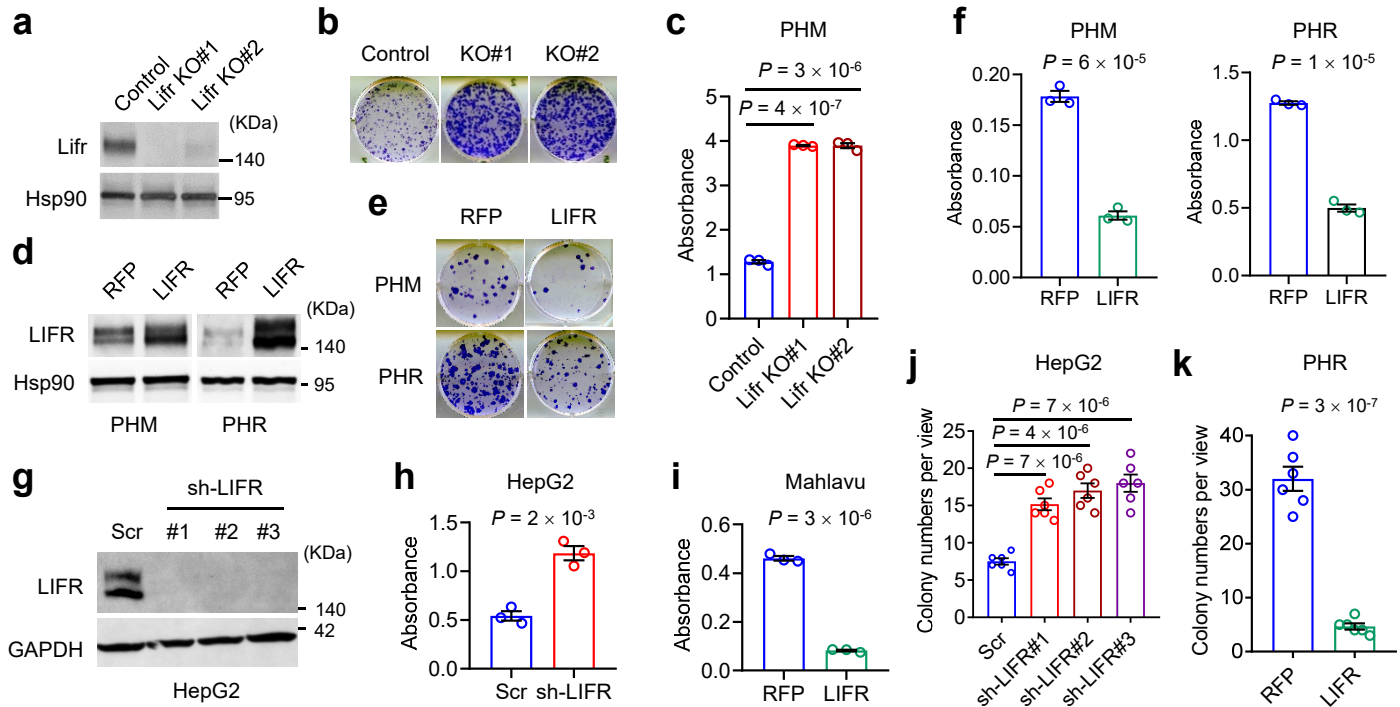

Supplementary Fig. 3. LIFR inhibits the growth of mouse and human liver cells.

(a) Immunoblotting of Lifr and Hsp90 in Lifr-knockout PHM cells generated by CRISPR-Cas9.

(b, c) Images (b; crystal violet staining) and quantification (c; gauged by absorbance) of colonies formed by Lifr-knockout PHM cells. $n = 3$ wells.

(d) Immunoblotting of Lifr and Hsp90 in PHM and PHR cells transduced with LIFR or an RFP control.

(e, f) Images (e) and quantification (f) of colonies formed by LIFR-overexpressing PHM and PHR cells. $n = 3$ wells.

(g) Immunoblotting of LIFR and GAPDH in LIFR-knockdown HepG2 cells.

(h, i) Quantification of colonies formed by LIFR-knockdown HepG2 cells (h) and LIFR-overexpressing Mahlavu cells (i). $n = 3$ wells.

(j, k) Quantification of colonies formed by LIFR-knockdown HepG2 (j) and LIFR-overexpressing PHR (k) cells in soft agar. $n = 6$ wells.

In all *in vitro* assays, cells were seeded at clonogenic densities. Statistical significance in c, f, and h-k was determined by a two-tailed unpaired *t*-test. Error bars are s.e.m. Source data are provided as a Source Data file.

Supplementary Fig. 4

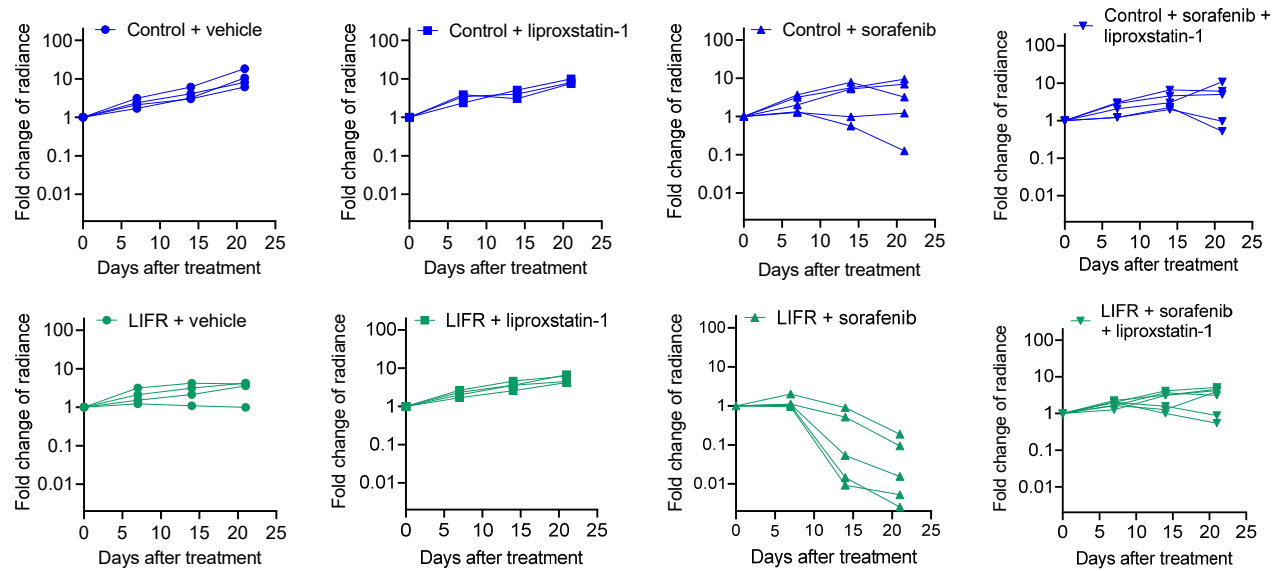

Control + vehicle versus LIFR + vehicle: $P = 0.034$

LIFR + sorafenib versus LIFR + sorafenib + liproxstatin-1: $P = 0.0034$

Control + sorafenib versus LIFR + sorafenib: $P = 0.046$

Supplementary Fig. 4. LIFR enhances the anti-tumor effect of sorafenib in a ferroptosis-dependent manner.

Quantification of the photon flux of C57BL/6 mice that received control adenovirus or LIFR-expressing adenovirus administration 3 days and 17 days after hydrodynamic injection of plasmids expressing the Sleeping Beauty transposase, myrAKT-IRES-luciferase, and RasV12. One week after plasmid injection, mice received 30 mg kg⁻¹ sorafenib and/or 10 mg kg⁻¹ liproxstatin-1. The treatments were given 6 days a week. Statistical significance was determined by a two-tailed unpaired *t*-test. Upper panels: $n = 4, 3, 5$, and 5 mice from left to right. Lower panels: $n = 4, 4, 5$, and 7 mice from left to right. Source data are provided as a Source Data file.

Supplementary Fig. 5

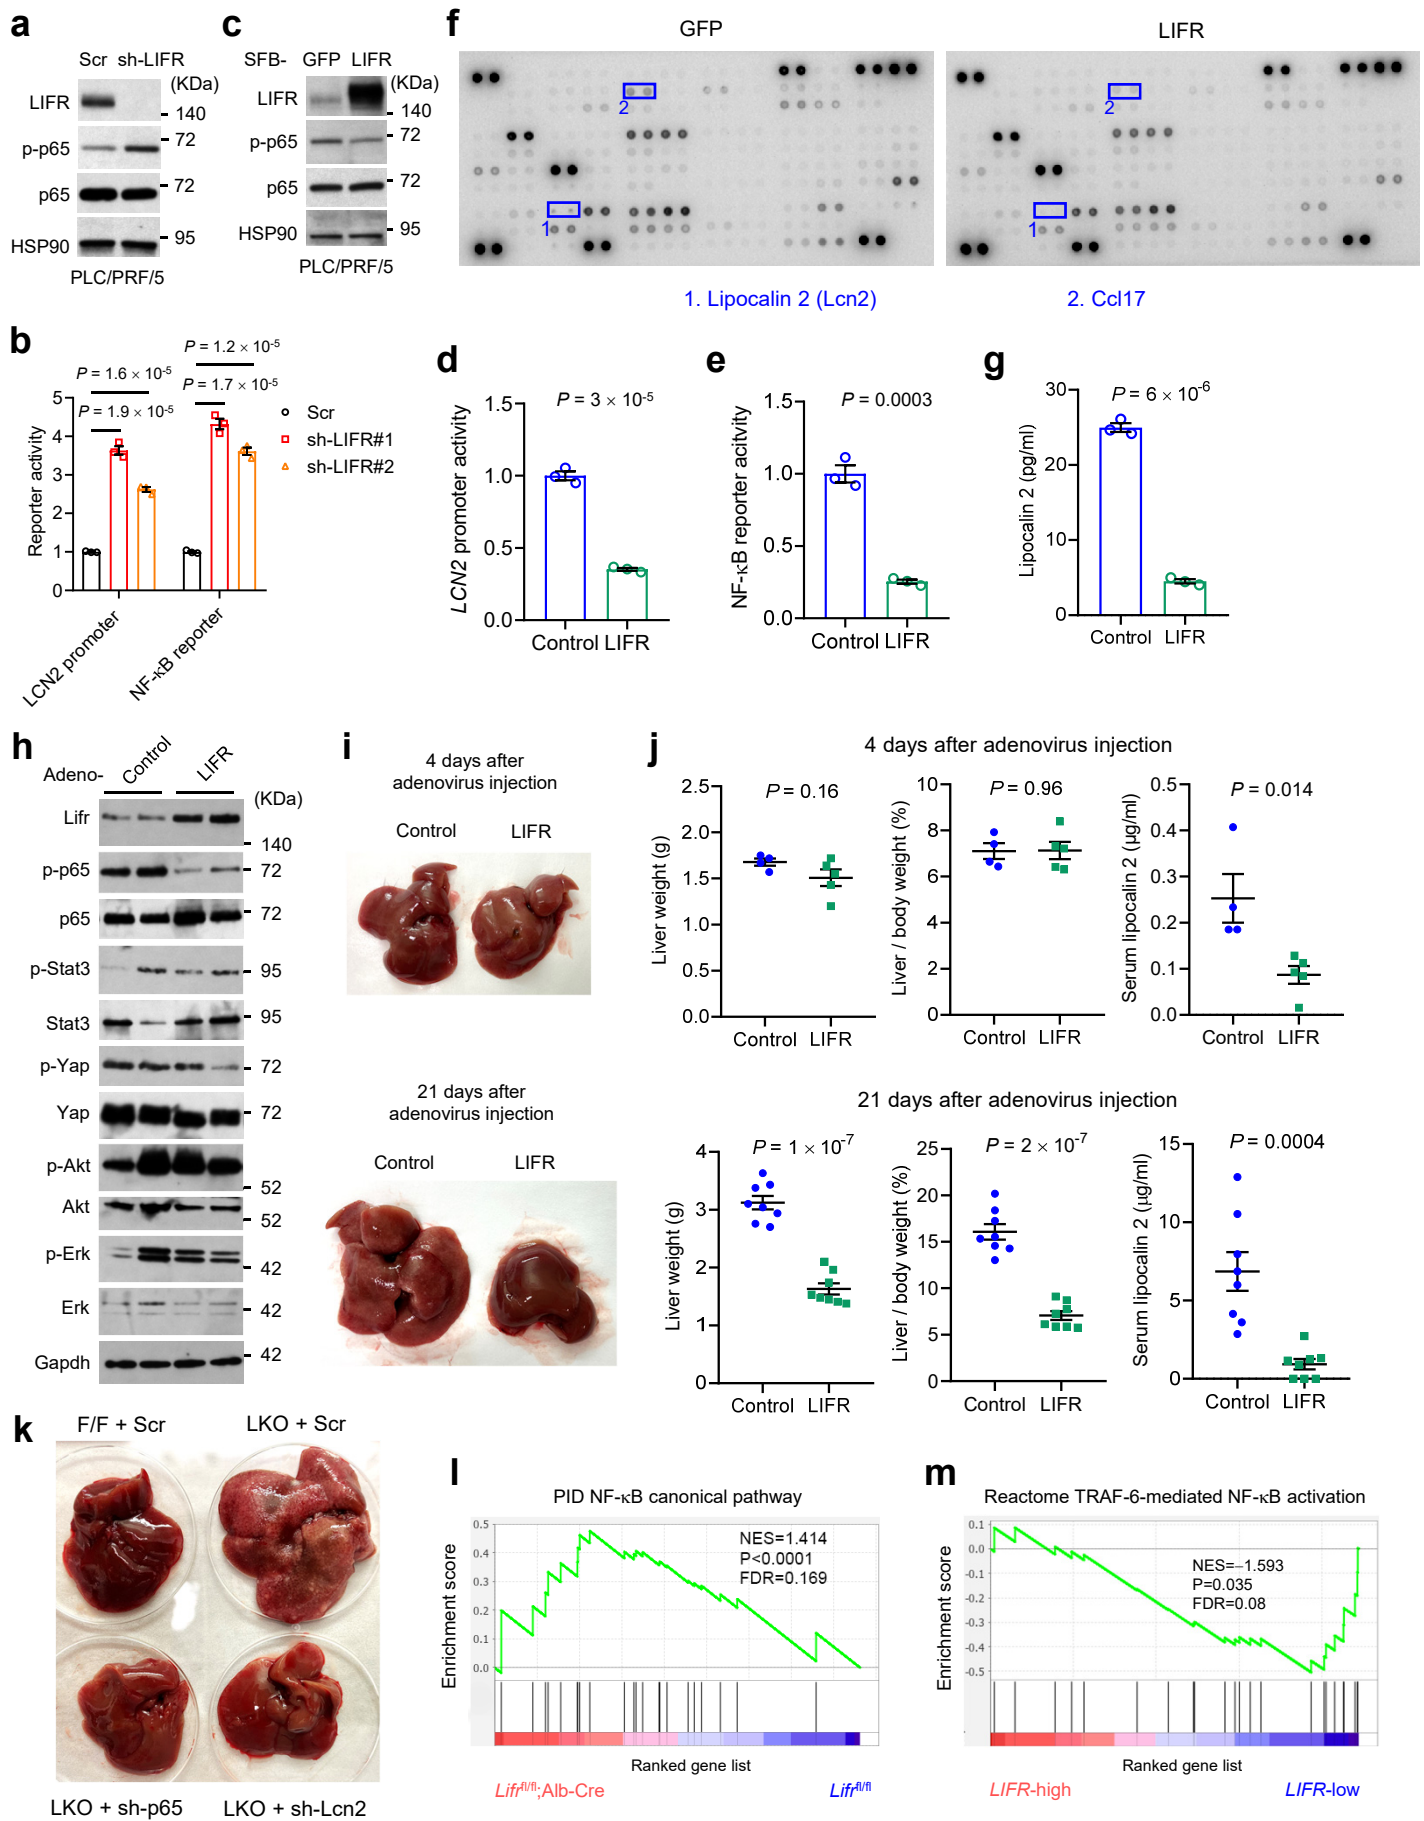

Supplementary Fig. 5. LIFR inhibits NF- κ B signaling and downregulates *Lcn2*.

- (a) Immunoblotting of LIFR, p-p65, p65, and HSP90 in LIFR-knockdown PLC/PRF/5 cells.
  - (b) Luciferase activity in control or LIFR-knockdown HEK293T cells co-transfected with Renilla luciferase and a firefly luciferase reporter containing the human *LCN2* promoter or the NF- κ B-binding site. $n = 3$ wells.
  - (c) Immunoblotting of LIFR, p-p65, p65, and HSP90 in LIFR-overexpressing PLC/PRF/5 cells.
  - (d, e) Luciferase activity in HEK293T cells co-transfected with LIFR, Renilla luciferase, and a firefly luciferase reporter containing the human *LCN2* promoter (d) or the NF- κ B-binding site (e). $n = 3$ wells.
  - (f) Cytokine arrays of the conditioned medium of control and LIFR-overexpressing PHM cells. Boxed: downregulated (blue) cytokines in the LIFR-overexpressing group.
  - (g) ELISA of lipocalin 2 in the conditioned medium of LIFR-overexpressing PHM cells. $n = 3$ wells.
  - (h) Pathway analysis of livers of C57BL/6 mice that received control or LIFR-expressing adenovirus 3 days and 17 days after hydrodynamic injection of plasmids expressing the Sleeping Beauty transposase, myrAKT, and RasV12.
  - (i) Images of livers from C57BL/6 mice that received control or LIFR-overexpressing adenovirus 3 days and 17 days after hydrodynamic injection of plasmids expressing the Sleeping Beauty transposase, myrAKT, and RasV12. Tissues were collected 4 days and 21 days after the first adenovirus administration.
  - (j) Liver weight, liver-to-body weight ratio, and serum lipocalin 2 levels of the mice described in i. Upper panels: $n = 4$ mice in the control group and $n = 5$ mice in the LIFR group. Lower panels: $n = 8$ mice.
  - (k) Images of livers from *Lifr*^{fl/fl} (F/F) and *Lifr*^{fl/fl};Alb-Cre (LKO) mice, 57 days after hydrodynamic injection of plasmids expressing the Sleeping Beauty transposase, myrAKT, RasV12, and shRNA (sh-p65, sh-*Lcn2*, or scrambled).
  - (l) GSEA of RNA-seq data of liver-specific *Lifr*-knockout mice.
  - (m) GSEA of microarray data (GSE76427) of human HCC. Statistical significance in l and m was determined using the GSEA software. NES: normalized enrichment score; FDR: false discovery rate.
- Statistical significance in b, d, e, g, and j was determined by a two-tailed unpaired *t*-test. Error bars are s.e.m. Source data are provided as a Source Data file.

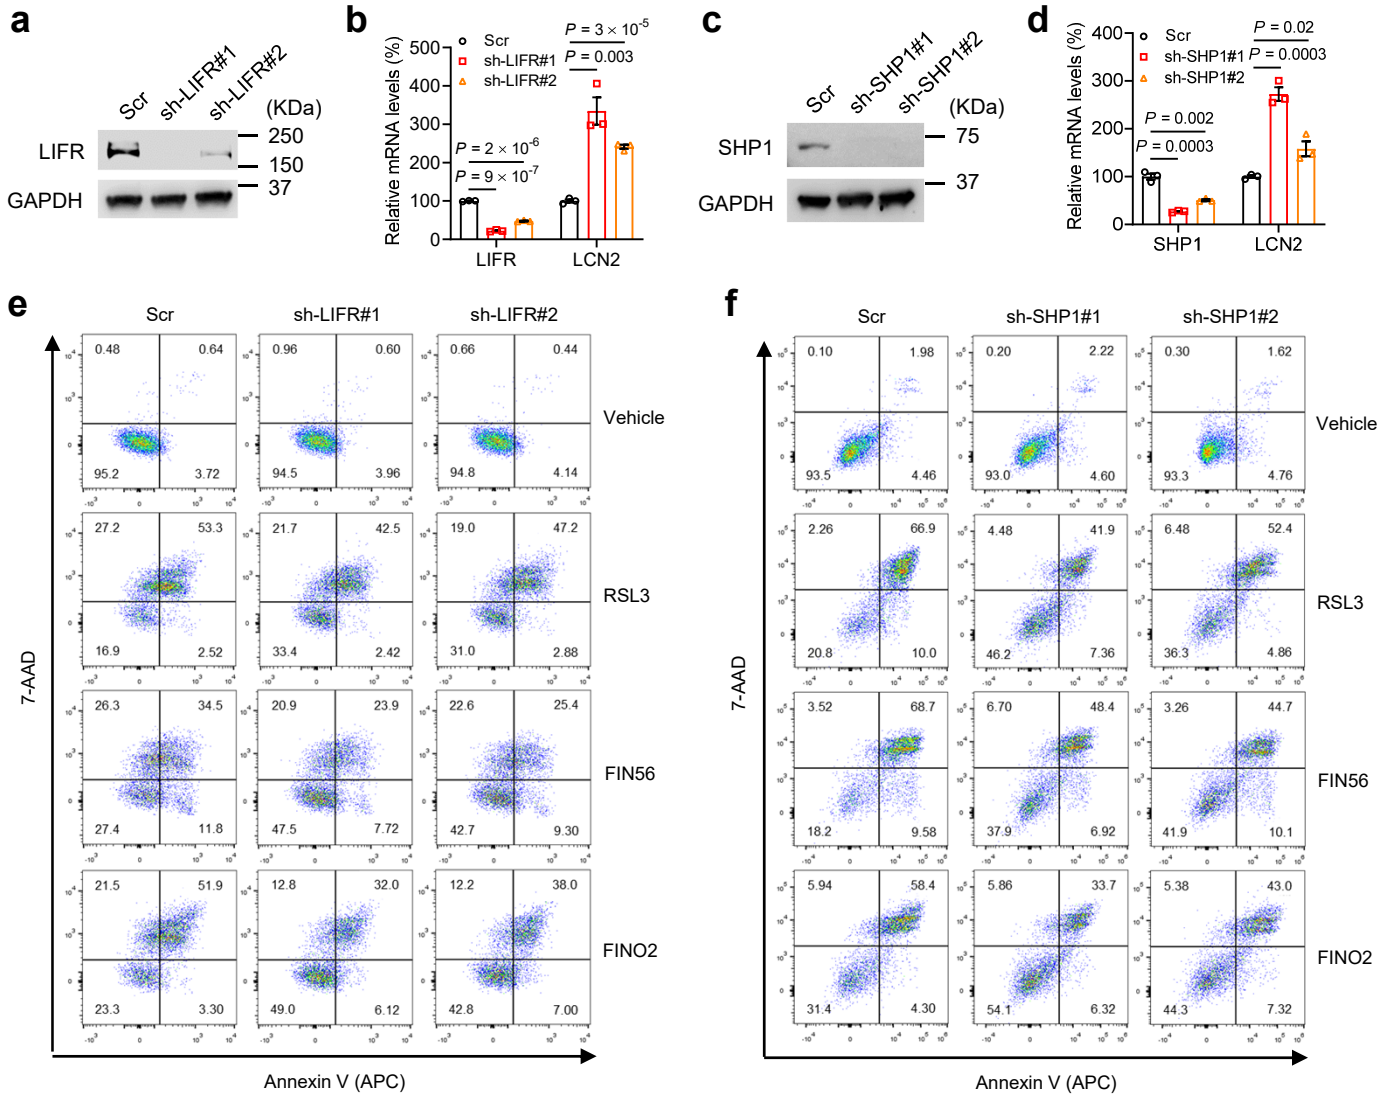

Supplementary Fig. 6. Knockdown of LIFR or SHP1 leads to upregulation of *LCN2* and protects against cell death induced by RSL3, FIN56, and FINO2.

(a) Immunoblotting of LIFR and GAPDH in HT1080 cells transduced with scrambled control shRNA (Scr) or LIFR shRNA.

(b) qPCR analysis of *LIFR* and *LCN2* in HT1080 cells transduced with control shRNA or LIFR shRNA.

(c) Immunoblotting of SHP1 and GAPDH in HT1080 cells transduced with control shRNA or SHP1 shRNA.

(d) qPCR analysis of *SHP1* and *LCN2* in HT1080 cells transduced with control shRNA or SHP1 shRNA.

(e) HT1080 cells transduced with scrambled control shRNA (Scr) or LIFR shRNA were treated with 0.5 μ M RSL3 for 12 h, 50 μ M FIN56 for 6 h, or 10 μ M FINO2 for 24 h. Plots show staining of 7-aminoactinomycin (7-AAD) and annexin V.

(f) HT1080 cells transduced with control shRNA or SHP1 shRNA were treated with 0.5 μ M RSL3 for 12 h, 50 μ M FIN56 for 6 h, or 10 μ M FINO2 for 24 h. Plots show staining of 7-AAD and annexin V.

Statistical significance in **b** and **d** was determined by a two-tailed unpaired *t*-test. Error bars are s.e.m. *n* = 3 samples. Source data are provided as a Source Data file.

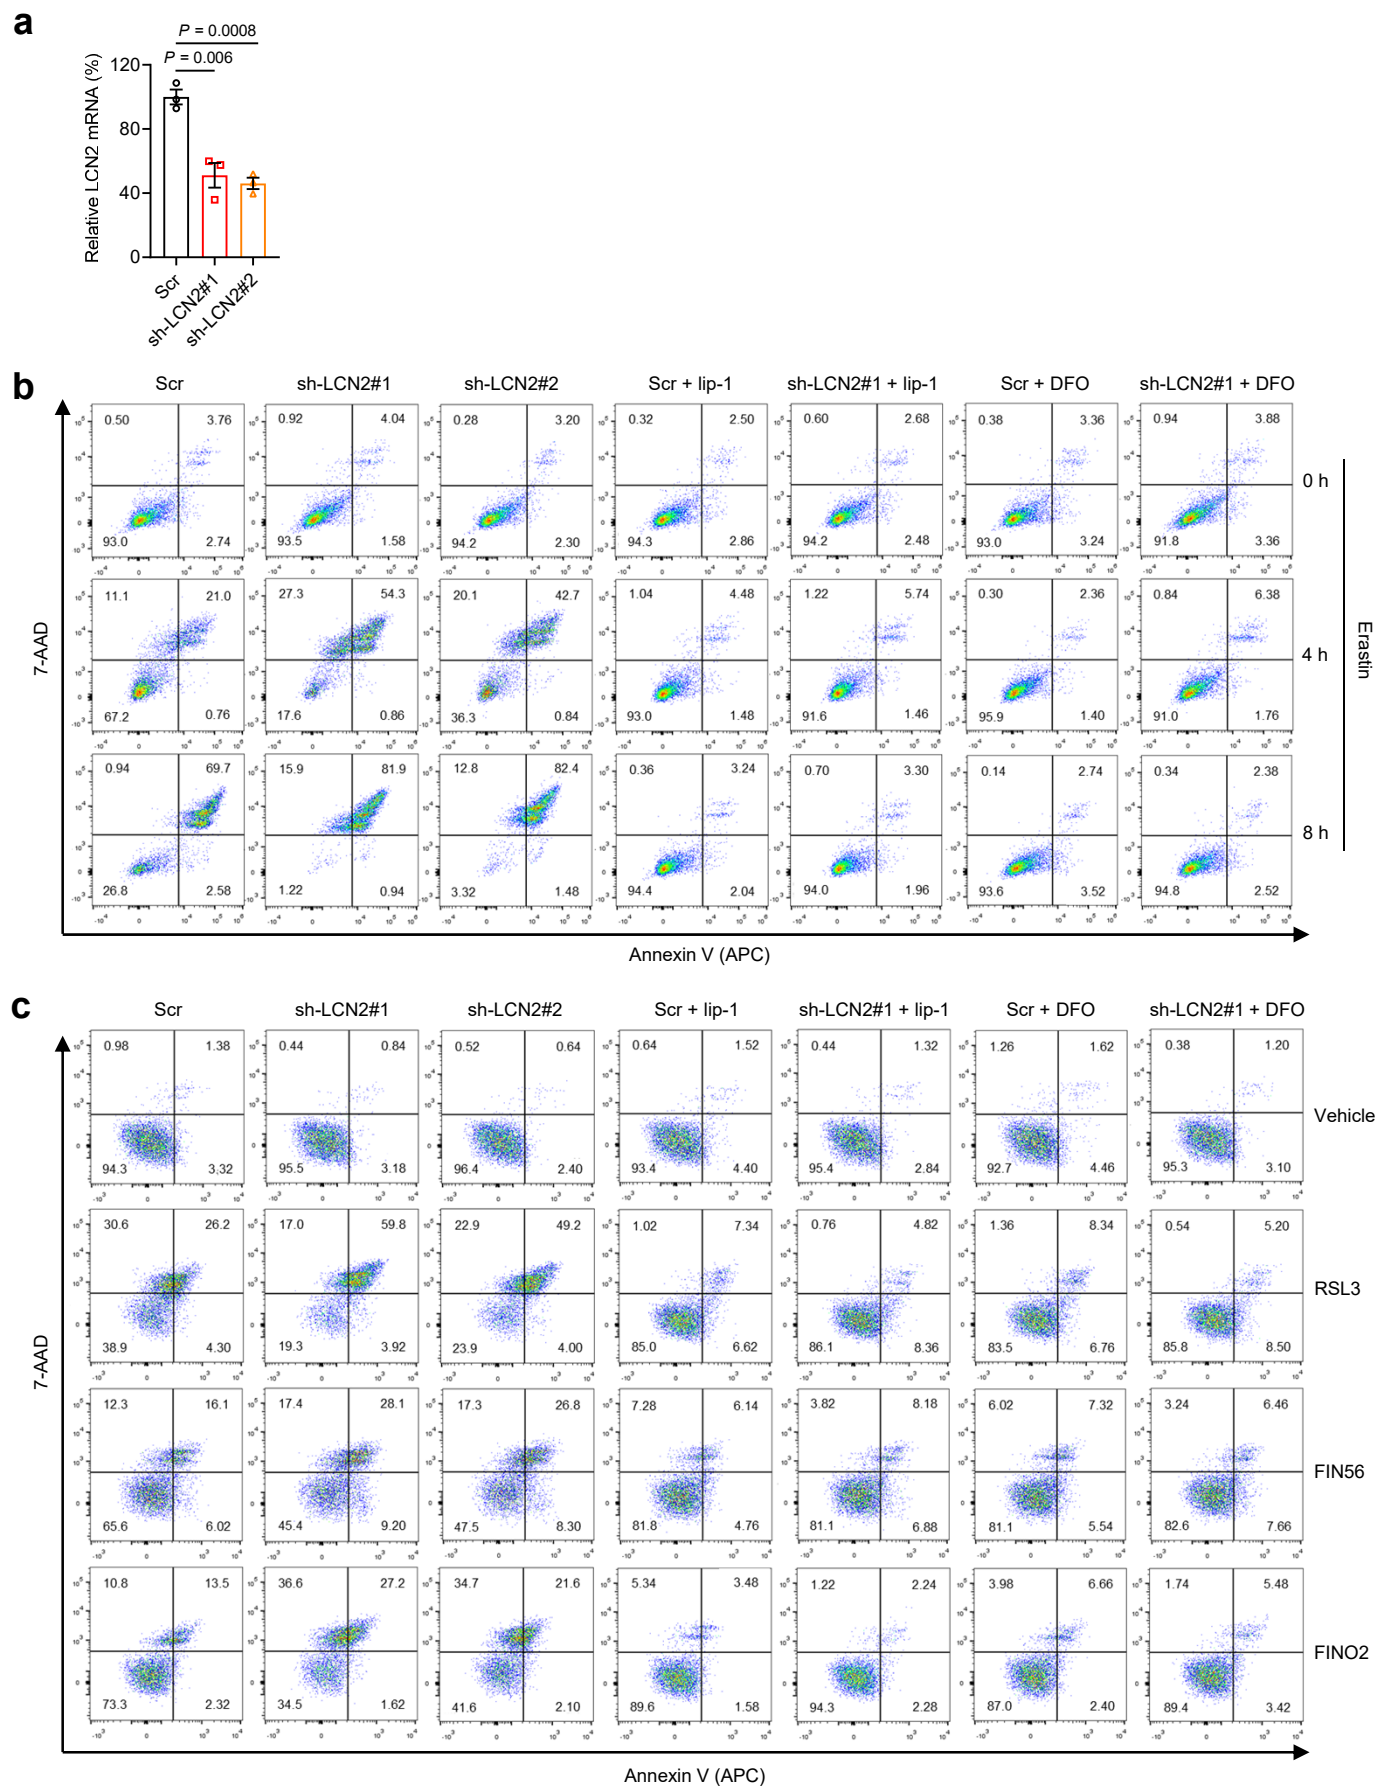

Supplementary Fig. 7. Knockdown of LCN2 sensitizes cells to death induced by erastin, RSL3, FIN56, and FINO2 in a ferroptosis-dependent manner.

(a) qPCR analysis of *LCN2* in HT1080 cells transduced with scrambled control shRNA (Scr) or LCN2 shRNA. Statistical significance was determined by a two-tailed unpaired *t*-test. Error bars are s.e.m. *n* = 3 samples.

(b) HT1080 cells transduced with control shRNA or LCN2 shRNA were treated with 10 μ M erastin for 0, 4, or 8 h, alone or in combination with liproxstatin-1 (lip-1, 10 μ M) or DFO (100 μ M). Plots show staining of 7-aminoactinomycin (7-AAD) and annexin V.

(c) HT1080 cells transduced with scrambled control shRNA or LCN2 shRNA were treated with 0.5 μ M RSL3 for 10 h, 50 μ M FIN56 for 3 h, or 10 μ M FINO2 for 12 h, alone or in combination with liproxstatin-1 (lip-1, 10 μ M) or DFO (100 μ M). Plots show staining of 7-aminoactinomycin (7-AAD) and annexin V.

Source data are provided as a Source Data file.

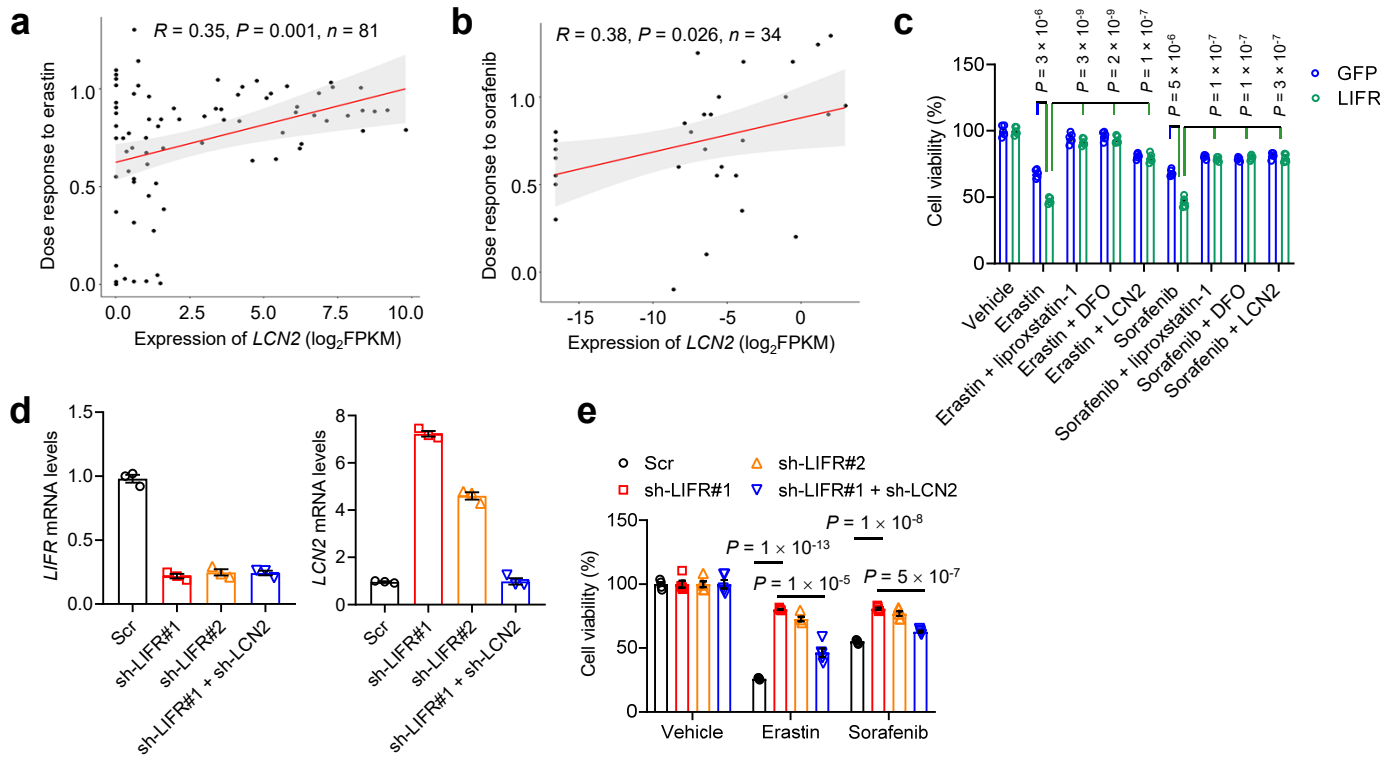

Supplementary Fig. 8. LCN2 mediates ferroptosis resistance.

(a) Correlation between *LCN2* expression and dose response to erastin, based on the liver cancer cell lines ($n = 81$) from the LIMORE dataset.

(b) Correlation between *LCN2* expression and dose response to sorafenib, based on the human liver cancer cell lines ($n = 34$) from the LCCL dataset. Linear relationships in **a** and **b** were determined by the Pearson correlation analysis.

(c) Control and LIFR-overexpressing PLC/PRF/5 cells were treated with DMSO (vehicle), erastin (10 μ M), or sorafenib (20 μ M), alone or in combination with liproxstatin-1 (5 μ M), DFO (50 μ M) or purified LCN2 (100 μ g/ml), and cell viability was measured by a CCK8 assay. $n = 5$ wells.

(d) qPCR of *LIFR* (left panel) and *LCN2* (right panel) in Mahlavu cells transduced with LIFR shRNA alone or in combination with LCN2 shRNA. $n = 3$ samples.

(e) Mahlavu cells were transduced with LIFR shRNA alone or in combination with LCN2 shRNA. The cells were treated with 10 μ M erastin or 20 μ M sorafenib, and cell viability was determined by a CCK8 assay. $n = 5$ wells.

Statistical significance in **c** and **e** was determined by a two-tailed unpaired *t*-test. Error bars are s.e.m. Source data are provided as a Source Data file.

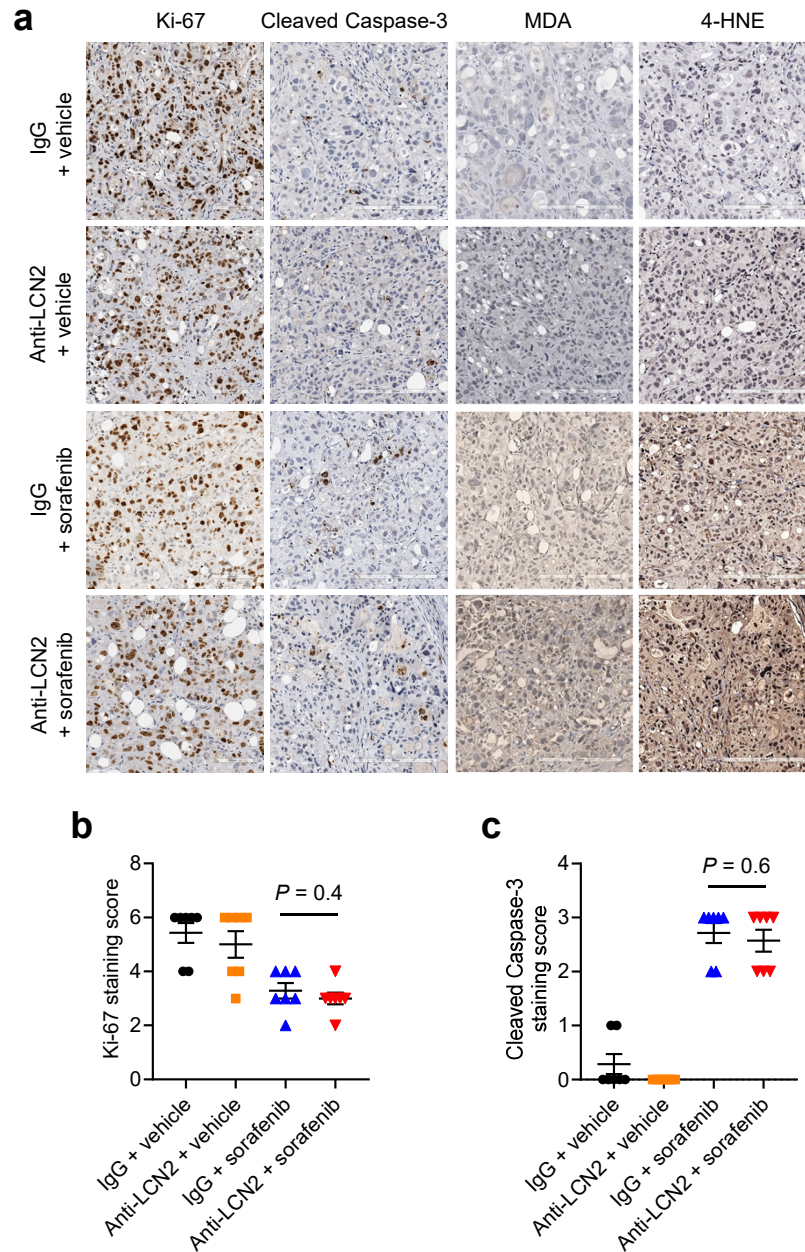

Supplementary Fig. 9. Combination treatment with sorafenib and an LCN2-neutralizing antibody increases lipid peroxidation levels in PDX tumors.

(a) Immunohistochemical staining of Ki-67 (in viable tumor areas), cleaved caspase-3, MDA, and 4-HNE in tumor tissues from NSG mice bearing PDX line #5. Mice were treated with anti-LCN2 and sorafenib, alone or in combination. Scale bars, 200 μ m.

(b, c) Quantification of immunohistochemical staining of Ki-67 (in viable tumor areas; b) and cleaved caspase-3 (c) in tumor tissues of the mice described in a. $n = 7$ mice. Statistical significance was determined by a one-way ANOVA (to compare the means among three or more groups) and a two-tailed unpaired t -test (to compare the means between two groups). Error bars are s.e.m.

Source data are provided as a Source Data file.

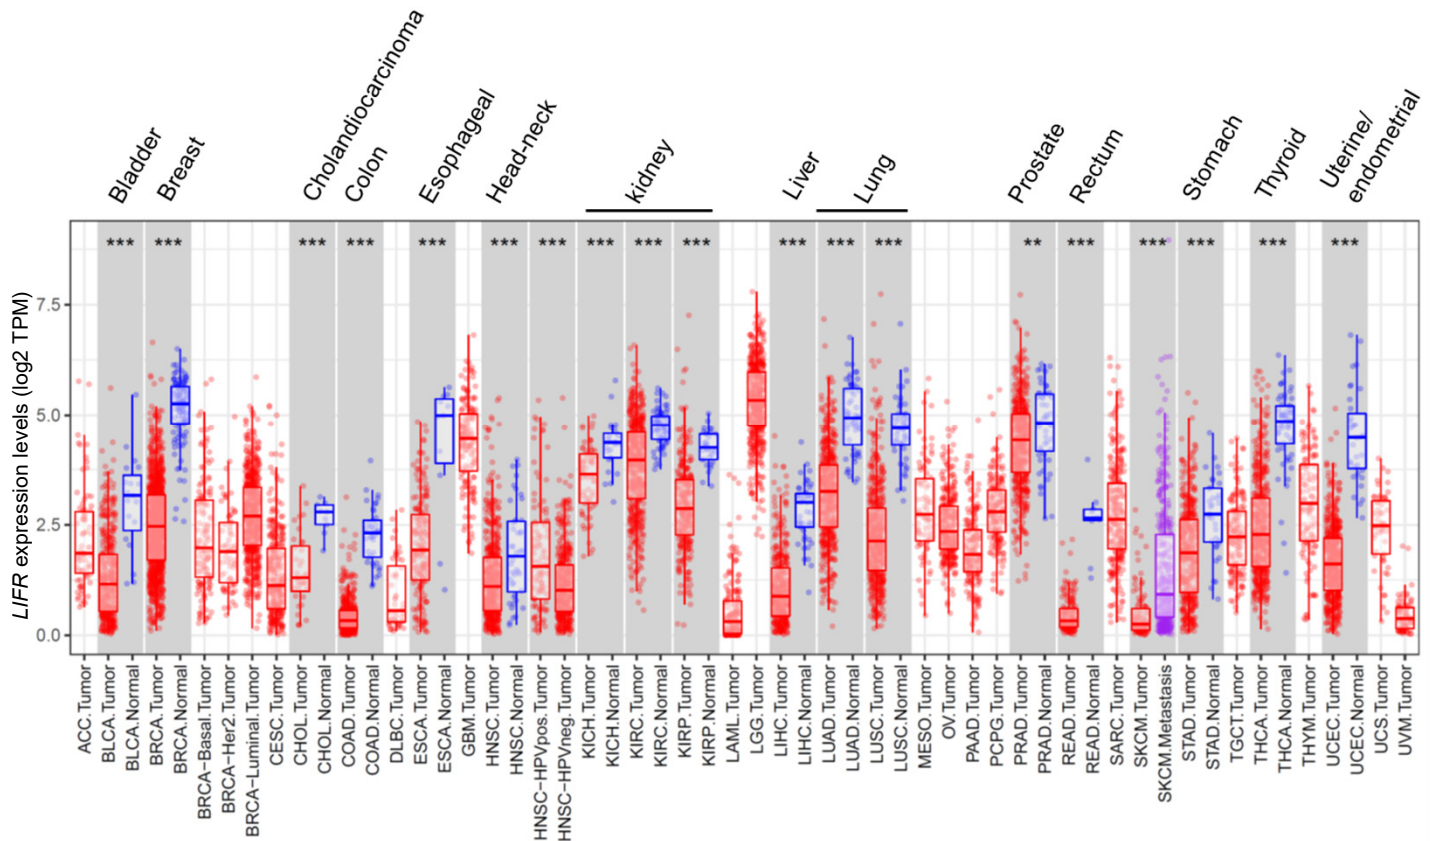

Supplementary Fig. 10. *LIFR* is downregulated in many types of cancer.

LIFR expression levels in different tumor types from the TCGA database were determined by TIMER (<https://cistrome.shinyapps.io/timer/>). *: $P < 0.05$, **: $P < 0.01$, ***: $P < 0.001$. TPM: transcript per million. ACC: adrenocortical carcinoma. BLCA: bladder urothelial carcinoma. BRCA: breast invasive carcinoma. CESC: cervical squamous cell carcinoma and endocervical adenocarcinoma. CHOL: cholangiocarcinoma. COAD: colon adenocarcinoma. DLBC: lymphoid neoplasm diffuse large B-cell lymphoma. ESCA: esophageal carcinoma. GBM: glioblastoma multiforme. HNSC: head and neck squamous cell carcinoma. KICH: kidney chromophobe. KIRC: kidney renal clear cell carcinoma. KIRP: kidney renal papillary cell carcinoma. LAML: acute myeloid leukemia. LGG: brain lower-grade glioma. LIHC: liver hepatocellular carcinoma. LUAD: lung adenocarcinoma. LUSC: lung squamous cell carcinoma. MESO: mesothelioma. OV: ovarian serous cystadenocarcinoma. PAAD: pancreatic adenocarcinoma. PCPG: pheochromocytoma and paraganglioma. PRAD: prostate adenocarcinoma. READ: rectum adenocarcinoma. SARC: sarcoma. SKCM: skin cutaneous melanoma. STAD: stomach adenocarcinoma. TGCT: testicular germ cell tumors. THCA: thyroid carcinoma. THYM: thymoma. UCEC: uterine corpus endometrial carcinoma. UCS: uterine carcinosarcoma. UVM: uveal melanoma.

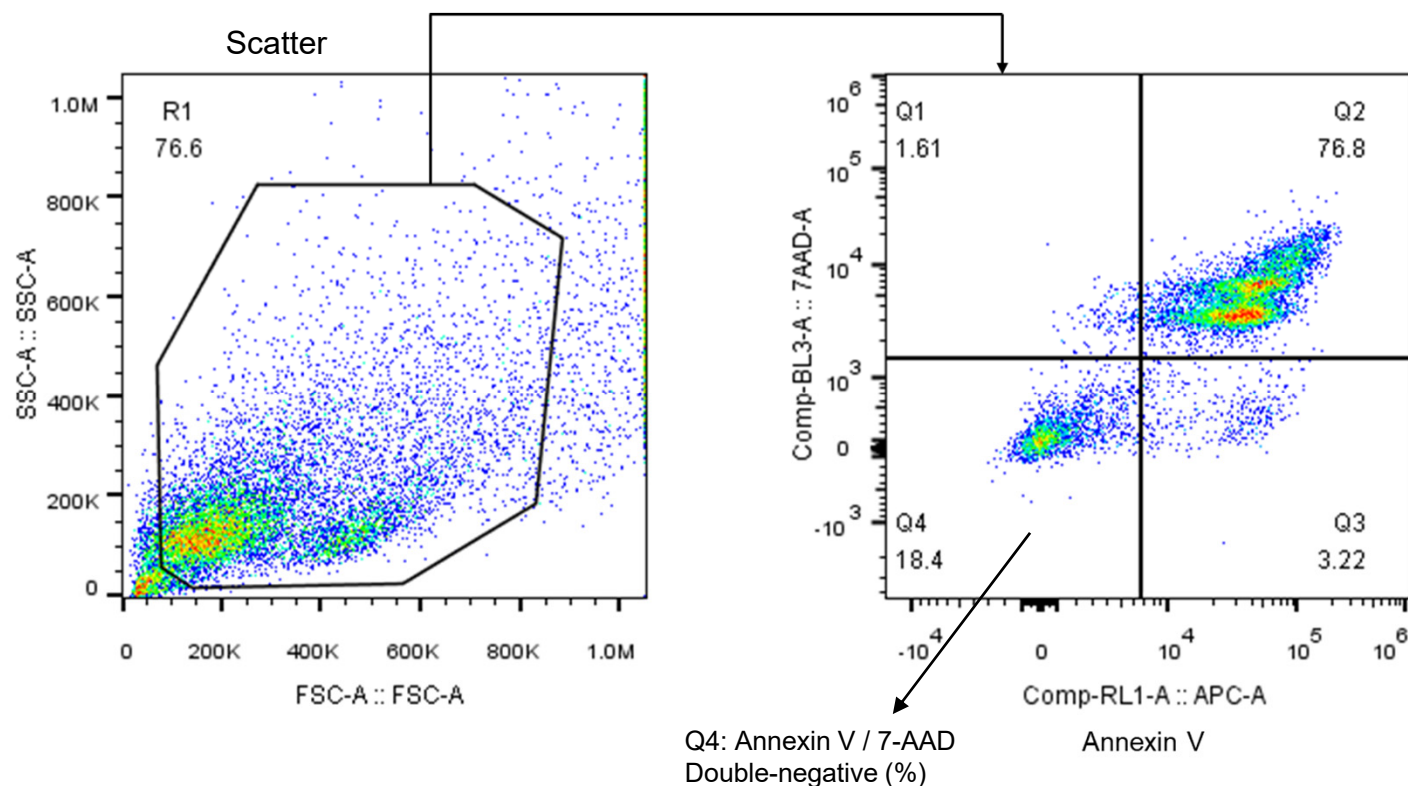

Supplementary Fig. 11. An example of the gating strategy for annexin V and 7-AAD analysis by flow cytometry.

Initial cell population gating (SSC-Area vs FSC-Area) was adopted to ensure that only single cells were used for analysis.

Supplementary Table 1. Primer and shRNA sequence information

Use	Gene	Direction	Sequence (5' → 3')
Human RNA qPCR	<i>ACTB</i> (for normalization)	Forward	GATCATTGCTCCTCCTGAGC
		Reverse	ACTCCTGCTTGCTGATCCAC
	<i>LIFR</i>		Sigma-Aldrich Predesigned SYBR Green primer for RT-qPCR, RefSeq ID: NM_001127671
	<i>LCN2</i>		Bio-Rad PrimePCR™ PreAmp for SYBR Green Assay, human <i>LCN2</i>
	<i>RELA</i> (encoding p65)	Forward	TCAATGGCTACACAGGACCA
		Reverse	ATCTTGAGCTCGGCAGTGTT
	<i>PTPN6</i> (encoding SHP1)	Forward	GGAGAAGTTTGCGACTCTGAC
		Reverse	GCGGGTACTTGAGGTGGATG
Mouse RNA qPCR	<i>Gapdh</i> (for normalization)	Forward	TCACCACCATGGAGAAGGC
		Reverse	GCTAAGCAGTTGGTGGTGCA
	<i>Lifr</i>		Sigma-Aldrich Predesigned SYBR Green primer for RT-qPCR, RefSeq ID: NM_001113386
	<i>Lcn2</i>		Bio-Rad PrimePCR™ PreAmp for SYBR Green Assay, mouse <i>Lcn2</i>
	<i>RelA</i>	Forward	TGACCCCTGTCCTCTCACATCCG
		Reverse	CAGCTCCCAGAGTTCCGGTT
Genotyping	Cre-ERT2 transgene	Forward	CGGTCGATGCAACGAGTGAT
		Reverse	CCACCGTCAGTACGTGAGAT
	<i>Lifr</i> allele (*)	Forward	CAGTGTTATCTGTGAGACTCAGG
		Reverse	GGAGTCAATGGCGATATGAGG
	Albumin-Cre transgene	Wild-type Forward	TGCAAACATCACATGCACAC
		Mutant Forward	GAAGCAGAAGCTTAGGAAGATGG

		Common<br>Reverse	TTGGCCCCTTACCATAACTG
Human<br>shRNA	<i>LIFR</i>	#1	GCTCCCATTGTTGCACCAAAT
		#2	CCACCCATCATTGAGGAAGAA
		#3	CCTCAGATATGCCCTTGGAAT
	<i>LCN2</i>	#1	CCAGCATGCTATGGTGTCTT
		#2	GTACTTCAAGATCACCTCTA
	<i>PTPN6</i> (encoding<br>SHP1)	#1	GGAGCATGACACAACCGAATA
		#2	CCTCTCCCTGACCCTGTATAT
	<i>RELA</i> (encoding<br>p65)	#1	CACCATCAACTATGATGAGTT
Mouse<br>shRNA	<i>Lcn2</i>	#1	TTTCTGGACCGCATTGCCT
		#2	TTGTAGCTATTGTTCTCTT
	<i>RelA</i> (encoding<br>p65)	#1	AGGCCATATAGCCTTACTATC
	<i>Lcn2</i>	Sleeping<br>beauty<br>vector	TGCCACTCCATCTTTCCTGTT
	<i>RelA</i> (encoding<br>p65)	Sleeping<br>beauty<br>vector	GGAGTACCCTGAAGCTATAAC
	Scrambled control	Sleeping<br>beauty<br>vector	CCTAAGGTAAAGTCGCCCTCG

(*) The PCR product is 356 bp for the wild-type *Lifr* allele and is 418 bp for the LoxP-flanked *Lifr* allele (*Lifr^{flox}*). See **Supplementary Fig. 2b**.

# Supplementary material for: A targetable LIFR−NF-κB−LCN2 axis controls liver tumorigenesis and vulnerability to ferroptosis
**Source:** Nat Commun. 2021 Dec 17;12:7333. doi: 10.1038/s41467-021-27452-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Genes that are downregulated or upregulated after hepatocyte-specific knockout of Lifr

# Supplementary material for: A targetable LIFR−NF-κB−LCN2 axis controls liver tumorigenesis and vulnerability to ferroptosis
**Source:** Nat Commun. 2021 Dec 17;12:7333. doi: 10.1038/s41467-021-27452-9
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection Luciferase imaging of live animals and data collection were performed by using the IVIS-200 Bioluminescence Imaging System (Perkin Elmer). Cells were processed on an Invitrogen Attune NxT Acoustic Focusing Cytometer.

Data analysis Living Image® software (Perkin Elmer, for the Xenogen IVIS-200 Imaging System) was used for bioluminescent image analysis and data quantification. Cells were processed on an Invitrogen Attune NxT Acoustic Focusing Cytometer and analyzed by FlowJo software (version 10.4).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The source data that support the findings of this study are available. The RNA-seq raw data have been deposited at the Gene Expression Omnibus (GEO) under the accession number GSE177042 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE177042>). Source data are provided with this paper.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Based on the literature and our previous studies (PMID: 34188037; PMID: 29891922; PMID: 30349115), we chose the sample size routinely used for animal experiments, reporter assays, quantitative PCR, soft agar assays, cell death and viability assays, and ELISA.
Data exclusions	No data were excluded.
Replication	Except for the animal studies (one time), RNA-seq (one time), and cytokine array (one time), each experiment was repeated at least three times with similar results.
Randomization	Mice were randomly assigned to different treatment groups.
Blinding	For cell-based experiments, blinding was not performed, because the investigator had to know the groups to load the samples or perform the assay. Blinding was not performed in mouse experiments, because the investigator needed to know the treatment groups in order to perform the study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☐	☒ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

-Antibodies used for immunoblotting:
 Anti-LIFR, Proteintech Cat# 22779-1-AP, RRID: AB_2879165
 Anti-GAPDH, ThermoFisher Scientific Cat# MA5-15738, RRID: AB_10977387
 Anti-HSP90, BD Biosciences Cat# 610419, RRID: AB_397799
 Anti-FLAG, Sigma-Aldrich Cat# F7425, RRID: AB_439687
 Anti-p-p65, Cell Signaling Technology Cat# 3033, RRID: AB_331284
 Anti-p65, Cell Signaling Technology Cat# 6956, RRID: AB_10828935
 Anti-p-STAT3, Cell Signaling Technology Cat# 9145, RRID: AB_2491009
 Anti-STAT3, Cell Signaling Technology Cat# 9139, RRID: AB_331757
 Anti-p-YAP, Cell Signaling Technology Cat# 4911, RRID: AB_2218913
 Anti-YAP, Cell Signaling Technology Cat# 14074, RRID: AB_2650491
 Anti-p-AKT, Santa Cruz Biotechnology Cat# sc-7985, RRID: AB_667741
 Anti-AKT, Cell Signaling Technology Cat# 2920, RRID: AB_1147620
 Anti-p-ERK, Cell Signaling Technology Cat# 9101, RRID: AB_331646
 Anti-ERK, Cell Signaling Technology Cat# 4696, RRID: AB_390780
 Anti-TRAF6, Cell Signaling Technology Cat# 8028, RRID: AB_10858223
 Anti-SHP1, Cell Signaling Technology Cat# 3759, RRID: AB_2173694
 Anti-SHP2, Cell Signaling Technology Cat# 3397, RRID: AB_2174959
 Anti-Xpress, ThermoFisher Scientific Cat# R910-25, RRID: AB_2556552
 Anti-LCN2, R&D Systems Cat# AF1757, RRID: AB_354974
 Anti-GPX4, R&D Systems Cat# MAB5457, RRID: AB_2232542

Anti-FSP1, Proteintech Cat#20886-1-AP, RRID: AB_2878756
 Anti-SLC7A11, Cell Signaling Technology Cat# 98051, RRID: AB_2800296
 Anti-p-IKKa/b, Cell signaling technology Cat# 2697s, RRID: AB_2079382
 Anti-IKKb, Cell signaling technology Cat#8943s, RRID: AB_11024092
 Anti-IkBa, Cell signaling technology Cat#4812s, RRID: AB_10694416

-Antibodies used for IHC:

Anti-4-HNE, Abcam Cat# ab46545, RRID: AB_722490
 Anti-MDA, AdipoGen Cat# JAI-MMD-030N
 Anti-Ki-67, Cell Signaling Technology Cat# 9027, RRID: AB_2636984
 Anti-cleaved caspase 3, Cell Signaling Technology Cat# 9661, RRID: AB_2341188
 Anti-LCN2, R&D Systems Cat# AF1857, RRID: AB_355022
 goat IgG HRP-conjugated antibody, R&D systems, HAF017, RRID:AB_562588

-Antibodies used for treating mice with PDX tumors:

IgG, R&D Systems, Cat# MAB006-MTO, clone# 54447
 Anti-LCN2, R&D Systems, Cat# MAB1757-MTO, clone# 220310

Validation

Pre-validated antibodies were purchased from reputable sources. All proteins are well studied and all antibodies are widely used in the literature. We validated the antibodies for endogenous and transfected proteins in knockdown, knockout, and overexpression settings.

-Antibodies used for immunoblotting:

Anti-LIFR, Proteintech Cat# 22779-1-AP, RRID: AB_2879165 <https://www.ptglab.com/products/LIFR-Antibody-22779-1-AP.htm>
 Anti-GAPDH, ThermoFisher Scientific Cat# MA5-15738, RRID: AB_10977387 <https://www.thermofisher.com/antibody/product/GAPDH-Loading-Control-Antibody-clone-GA1R-Monoclonal/MA5-15738>
 Anti-HSP90, BD Biosciences Cat# 610419, RRID: AB_397799 <https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-hsp90.610419>
 Anti-FLAG, Sigma-Aldrich Cat# F7425, RRID: AB_439687 <https://www.cellsignal.com/products/primary-antibodies/cbp-d9b6-rabbit-mab/7425>
 Anti-p-p65, Cell Signaling Technology Cat# 3033, RRID: AB_331284 <https://www.cellsignal.com/products/primary-antibodies/phospho-nf-kb-p65-ser536-93h1-rabbit-mab/3033>
 Anti-p65, Cell Signaling Technology Cat# 6956, RRID: AB_10828935 <https://www.cellsignal.com/products/primary-antibodies/nf-kb-p65-l8f6-mouse-mab/6956>
 Anti-p-STAT3, Cell Signaling Technology Cat# 9145, RRID: AB_2491009 <https://www.cellsignal.com/products/primary-antibodies/phospho-stat3-tyr705-d3a7-xp-rabbit-mab/9145>
 Anti-STAT3, Cell Signaling Technology Cat# 9139, RRID: AB_331757 <https://www.cellsignal.com/products/primary-antibodies/stat3-124h6-mouse-mab/9139>
 Anti-p-YAP, Cell Signaling Technology Cat# 4911, RRID: AB_2218913 <https://www.cellsignal.com/products/primary-antibodies/phospho-yap-ser127-antibody/4911>
 Anti-YAP, Cell Signaling Technology Cat# 14074, RRID: AB_2650491 <https://www.cellsignal.com/products/primary-antibodies/yap-d8h1x-xp-rabbit-mab/14074>
 Anti-p-AKT, Santa Cruz Biotechnology Cat# sc-7985, RRID: AB_667741 <https://www.scbt.com/p/p-akt1-2-3-antibody-ser-473-human-alt2>
 Anti-AKT, Cell Signaling Technology Cat# 2920, RRID: AB_1147620 <https://www.cellsignal.com/products/primary-antibodies/akt-pan-40d4-mouse-mab/2920>
 Anti-p-ERK, Cell Signaling Technology Cat# 9101, RRID: AB_331646 <https://www.cellsignal.com/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-antibody/9101>
 Anti-ERK, Cell Signaling Technology Cat# 4696, RRID: AB_390780 <https://www.cellsignal.com/products/primary-antibodies/p44-42-mapk-erk1-2-l34f12-mouse-mab/4696>
 Anti-TRAF6, Cell Signaling Technology Cat# 8028, RRID: AB_10858223 <https://www.cellsignal.com/products/primary-antibodies/traf6-d21g3-rabbit-mab/8028>
 Anti-SHP1, Cell Signaling Technology Cat# 3759, RRID: AB_2173694 <https://www.cellsignal.com/products/primary-antibodies/shp-1-c14h6-rabbit-mab/3759>
 Anti-SHP2, Cell Signaling Technology Cat# 3397, RRID: AB_2174959 <https://www.cellsignal.com/products/primary-antibodies/shp-2-d50f2-rabbit-mab/3397>
 Anti-Xpress, ThermoFisher Scientific Cat# R910-25, RRID: AB_2556552 <https://www.thermofisher.com/antibody/product/Xpress-Antibody-Monoclonal/R910-25>
 Anti-LCN2, R&D Systems Cat# AF1757, RRID: AB_354974 https://www.rndsystems.com/products/human-mouse-rat-lipocalin-2-ngal-antibody_af1757
 Anti-GPX4, R&D Systems Cat# MAB5457, RRID: AB_2232542 https://www.rndsystems.com/products/human-mouse-rat-glutathione-peroxidase-4-gpx4-antibody-565320_mab5457
 Anti-FSP1, Proteintech Cat#20886-1-AP, RRID: AB_2878756 <https://www.ptglab.com/products/AIFM2-Antibody-20886-1-AP.htm>
 Anti-SLC7A11, Cell Signaling Technology Cat# 98051, RRID: AB_2800296 <https://www.cellsignal.com/products/primary-antibodies/xct-slc7a11-antibody/98051>
 Anti-p-IKKa/b, Cell signaling technology Cat# 2697s, RRID: AB_2079382 <https://www.cellsignal.com/products/primary-antibodies/phospho-ikka-b-ser176-180-16a6-rabbit-mab/2697>
 Anti-IKKb, Cell signaling technology Cat#8943s, RRID: AB_11024092 <https://www.cellsignal.com/products/primary-antibodies/ikkb-d30c6-rabbit-mab/8943>
 Anti-IkBa, Cell signaling technology Cat#4812s, RRID: AB_10694416 <https://www.cellsignal.com/products/primary-antibodies/ikba-44d4-rabbit-mab/4812>

-Antibodies used for IHC:

Anti-4-HNE, Abcam Cat# ab46545, RRID: AB_722490 <https://www.abcam.com/4-hydroxynonenal-antibody-ab46545.html>
 Anti-MDA, AdipoGen Cat# JAI-MMD-030N <https://adipogen.com/jai-mmd-030n-anti-malondialdehyde-mda-mab-1f83.html/>
 Anti-Ki-67, Cell Signaling Technology Cat# 9027, RRID: AB_2636984 <https://www.cellsignal.com/products/primary-antibodies/ki-67->

d2h10-rabbit-mab-ihc-specific/9027

Anti-cleaved caspase 3, Cell Signaling Technology Cat# 9661, RRID: AB_2341188 <https://www.cellsignal.com/products/primary-antibodies/cleaved-caspase-3-asp175-antibody/9661>

Anti-LCN2, R&D Systems Cat# AF1857, RRID: AB_355022 https://www.rndsystems.com/products/mouse-lipocalin-2-ngal-antibody_af1857

goat IgG HRP-conjugated antibody, R&D systems, HAF017, RRID:AB_562588 https://www.rndsystems.com/products/goat-igg-hrp-conjugated-antibody_haf017

-Antibodies used for treating mice with PDX tumors:

IgG, R&D Systems, Cat# MAB006-MTO, clone# 54447 https://www.rndsystems.com/products/rat-igg2a-isotype-control_mab006

Anti-LCN2, R&D Systems, Cat# MAB1757-MTO, clone# 220310 https://www.rndsystems.com/products/human-lipocalin-2-ngal-antibody-220310_mab1757

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

The HEK293T cell line was from the Cytogenetics and Cell Authentication Core at MD Anderson Cancer Center. The human liver cell lines, Hep3B, HepG2 (ATCC), Mahlavu, PLC/PRF/5(ATCC), HA59T, Tong, and Huh-7, were gifts from Mien-Chie Hung (MD Anderson Cancer Center). The HT1080 cell line (ATCC) was from Boyi Gan's lab stock (MD Anderson Cancer Center). The immortalized human hepatocyte cell line MIHA was purchased from Albert Einstein College of Medicine. Two immortalized mouse liver progenitor cell lines, PHM (p53-null and c-Myc-overexpressing) and PHR (p53-null and H-RasV12-overexpressing), were from Lars Zender (University of Tübingen) and Wen Xue (University of Massachusetts Medical School), respectively.

Authentication

Short tandem repeat (STR) profiling was done by ATCC and MD Anderson's Characterized Cell Line Core Facility.

Mycoplasma contamination

All cell lines were confirmed to be mycoplasma free with a mycoplasma detection kit and treated with Plasmocin for the Prevention of mycoplasma contamination.

Commonly misidentified lines
(See [ICLAC](#) register)

None.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Species: mouse

Gender: male

Strains:

NSG mice, MD Anderson's internal supply

Cre-ERT2 mice (C57BL/6), The Jackson Laboratory Stock# 008085; RRID: IMSR_JAX:008085

Albumin-Cre mice (C57/B6), The Jackson Laboratory Stock# 003574; RRID: IMSR_JAX:003574

Lifr conditional knockout mice (with the LoxP-flanked Lifr allele, C57BL/6), generated in this study

Ages and procedures: (1) PDX model: 6 weeks old at the time of PDX tumor implantation; (2) DEN-induced liver cancer model: 14 days old at the time of DEN injection; (3) Sleeping beauty transposon-mediated oncogene-induced liver cancer model: 8-12 weeks old at the time of hydrodynamic tail vein injection of plasmids.

Mice were housed at 70F-74F (set point: 72F) with 40%-55% humidity (set point: 45%). The light cycle of animal rooms is 12 h of light and 12 h of dark.

Wild animals

No wild animals were used.

Field-collected samples

No field-collected samples were used.

Ethics oversight

All animal studies were performed in accordance with a protocol approved by the Institutional Animal Care and Use Committee of MD Anderson Cancer Center.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

Our research did not involve human subjects, but used human samples from the Xie laboratory at the Shanghai Institute of Nutrition and Health. All HCC tissues and paired adjacent tissues were collected with written informed consent from Eastern Hepatobiliary Surgery Hospital, Second Military Medical University (Shanghai, China) between 2013 and 2015. They were shared with us as de-identified specimens.

Recruitment

We did not recruit any patients.

Ethics oversight

The collection and use of human samples were approved by the Ethics Committee of Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences (Shanghai, China) following the declaration of Helsinki ethical guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

For cultured cell lines, cells were incubated with the Accutase Cell Detachment Solution (BioLegend, 423201) and were washed twice with PBS. 1×10^6 cells per sample were used for staining.

Instrument

Cells were processed on an Invitrogen Attune NxT Acoustic Focusing Cytometer.

Software

Cells were processed on an Invitrogen Attune NxT Acoustic Focusing Cytometer and analyzed by FlowJo software (FlowJo, LLC, version 10.4).

Cell population abundance

At least 5,000 cells were analyzed for each sample.

Gating strategy

Gating strategies are provided in the Supplementary Information.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

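Liver RNA of 2 *Lifr* fl/fl and 3 *Lifr* fl/fl;Alb-Cre mice was sequenced by the authors, and these 5 libraries are the only samples used here. The authors checked the reads with FastQC 0.11.5, mapped them to mm10 with TopHat2 2.1.1 and kept uniquely mapped reads with SAMtools 1.5. The authors then estimated FPKM per gene with Cufflinks 2.2.1 and a RefSeq annotation, and the deposited table holds these FPKM values for each library. The log2 fold and the p-value of each gene in the deposited table come from the authors' comparison of the groups with Cuffdiff, and the table marks 565 genes as called. The deposited fold, p-value and call were used only to compare calls and to describe genes listed at 0. The depth per library is unknown, because counts are not used here, so no counting interval is given and precision rests on the spread between mice.

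Gene identifiers and symbols are those of the deposited table, and coordinates come from the RefSeq annotation of mm10, which places 103 of 103 named genes. Of 672 list entries, 659 matched a gene of the table by symbol or older symbol and 538 were tested. Of 23793 genes, 17270 are above 0 in at least 1 library, and 11687 have a mean of at least 0.5 FPKM over the 5 libraries. These were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(FPKM + 0.1), with Benjamini-Hochberg adjustment and a threshold of 0.05. Means and SDs are given on the FPKM scale and log2 fold changes are differences of group means on the log2 scale. Within each group, every gene's values are in ascending text order across columns, so a column is no library. The order of values within a group was checked to have no effect, as shuffling it changed 0 calls among 11687 genes. Steps that need a library's own values were not run, namely scaling between libraries, pairing by replicate number, leaving out a named mouse, an estimated correlation in camera, and fry.

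37 gene lists were tested with camera in limma, at a preset correlation of 0.01 and two-sided, and with preranked fgsea 1.28.0 on the moderated statistic, each adjusted over the 37 lists. The lists are 3 NF-κB lists, acute phase proteins, receptors and signaling of LIF and IL-6, STAT3-induced genes, immediate early genes, glucocorticoid-induced genes, circadian clock genes, iron genes, BMP-SMAD pathway and target genes, ferroptosis regulators, fatty acid synthesis, cholesterol synthesis, PPARα targets, bile acid genes, interferon-stimulated genes, ER chaperones, CAR and PXR targets, proliferation, oncofetal genes, pericentral and periportal genes, male-biased and female-biased genes, sex-linked genes, and markers of 11 cell types other than hepatocytes. The lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined. Supplementary Data 1, with fold changes from these libraries, had been read when they were written. By that rule, the named genes are the 12 genes with the largest log2 fold change each way among those past the threshold whose groups do not overlap. They include genes that the paper names for these livers or its mechanism, from a list fixed at the same time that does not hold every such gene. From each list they include up to 4 members past the threshold, or, where none passed, the 2 with the highest mean FPKM. Not every gene that meets the rule is reported here. Genes named outside the rule were named after their values were seen.

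The alternatives were a pseudocount of 1 or 0.01 FPKM, no filter or a minimum of 1 FPKM, eBayes without a trend, an adjusted p under 0.1 and a ranking by fold change in fgsea. Chosen after seeing the data were the removal of the shift between groups, leave-one-out draws, in which 1 value per gene was left out at random from 1 group (5 draws for each group), the removal of genes listed at 0 in 1 group and above 100 FPKM on average in the other, and a preset correlation of 0.05 in camera. The procedure was tested on simulated data, 3 libraries against 2, with 50 genes changed at each size. At log2 changes of 1, 2, 3 and 4 it recovered 35, 50, 47 and 49 of 50 genes. It called 9 of 11452 unchanged genes and 0 of 36 lists that were not shifted. The simulated genes varied independently of each other, so the list result does not cover lists whose genes vary together between mice. The changed genes were drawn from those with a mean of at least 1 FPKM. The mouse studies, human samples and cell lines of the paper other than these 5 libraries are not analysed here.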

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

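The 3 tests of cell types in this part were chosen only after the result was seen. The list tests were planned after Supplementary Data 1, which holds fold changes from these libraries, had been read. They are therefore not independent of it. Gene groups that the paper does not discuss stood apart between the groups of mice in camera. Acute phase proteins (adjusted p = 6.5e-21), glucocorticoid-induced genes (adjusted p = 7.1e-07), Kupffer cell markers (adjusted p = 1.8e-08) and neutrophil markers (adjusted p = 3.7e-05) were higher in *Lifr* fl/fl;Alb-Cre livers, all from camera, where fgsea gave acute phase proteins an adjusted p of 0.047. BMP-SMAD pathway and target genes (adjusted p = 1.6e-06) and fatty acid synthesis (adjusted p = 6.0e-07) were lower, from the same test. STAT3-induced feedback genes (adjusted p = 2.5e-04 from camera) and immediate early genes (adjusted p = 7.7e-04 from camera) were called in the lower direction with members on both sides, as 6 of 13 and 9 of 20 lay above 0, and the 3 genes that passed in the first list are also in the second.

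Of 33 interferon-stimulated genes, 30 had a log2 fold change above 0, with a median of 0.35 (adjusted p = 6.0e-07 from camera). None of them passed in limma, over all genes or when adjusted over the list alone, and 12 had an unadjusted p under 0.05. *Iigp1*, an interferon-induced GTPase gene, was at 116 ± 11.6 FPKM (SD, n = 2) in controls and 161 ± 40.1 FPKM (SD, n = 3) in knockout livers. Of 21 ER chaperones and genes of the unfolded protein response, 18 lay above 0, with a median of 0.23 (adjusted p = 2.2e-04 from camera). None of these passed in limma, over all genes or when adjusted over the list alone, and 9 had an unadjusted p under 0.05. *Hsp90b1*, an ER chaperone gene, had a log2 fold change of 0.55 and *Calr* one of 0.33. Of 21 PPARα targets and genes of fatty acid oxidation, 1 was lower (*Acaa1b*, at a log2 fold change of -0.77) and none was higher (3 lower when adjusted over the list alone; median -0.08; adjusted p = 0.0035 from camera, up to 0.11 in leave-one-out draws).

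*Lcn2* and the Kupffer cell markers were higher together in bulk tissue, where a change in cell types may raise a gene, and no sort removed any cell type. Of the 14 Kupffer cell markers and of the neutrophil markers, 0 are in another list. More neutrophils as the source of *Lcn2* would bring their most abundant transcripts, *S100a8* (named after its value was seen) and *S100a9*, which together were 5.01 FPKM higher in knockout livers, against 63.5 FPKM for *Lcn2*. This is 0.0790 FPKM per FPKM of *Lcn2*, and at most 0.183 from the single values. Both lay under a bound of 0.2, which was set only after the result was seen. No such ratio was measured in neutrophils here, so the test does not decide whether they were the source. A lower share of hepatocytes would raise the markers of every other cell type alike. Endothelial and stellate cell markers had medians of -0.08 and -0.00, below that of Kupffer cell markers (permutation test, 100000 resamples, p = 4e-05 and 0.00039). This test permuted genes between the lists, so its p covers the spread between genes and not that between mice. The endothelial and stellate medians were thus not raised with the Kupffer cell median, but the test cannot exclude a lower share of hepatocytes. More Kupffer cells as the source of *Lcn2* would raise it no more than their markers, but the lowest log2 fold change that its single values allow is 3.24 and the highest of any of the 14 markers is 2.76, which argues against it. More Kupffer cells as the source of their markers and a change within them stay open and were not tested on these libraries. An effect of *Lifr* loss in hepatocytes stays open as well and was not tested on these libraries either. The paper reported higher *Lcn2* after *Lifr* loss in PHM cells (Fig. 3c, d) and in the serum of *Lifr* fl/fl;Alb-Cre mice (Fig. 3e). It also reported higher *Lcn2* in livers of oncogene-injected knockout mice (Fig. 3k-n). In such livers, the paper found that in vivo knockdown of *Rela* or *Lcn2* reversed the rise.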

How the results depend on the processing

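The removal of the group shift, the removal of genes listed at 0, the preset correlation of 0.05 and the leave-one-out draws were chosen only after the result was seen. *Lcn2* kept its direction and its call in limma under every setting and draw, with log2 fold changes of 3.62 to 3.89 at the settings that use all values and an adjusted p of at most 0.0061. The cause of each change below was not tested. Median-of-ratios scaling, leaving out a named mouse, camera with an estimated correlation and fry were not run, because the deposited columns are in text order and hold no single library. No paired analysis was possible because the columns carry no replicate number that follows a mouse. The unknown depth leaves the counting error of low values open.

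A pseudocount of 1 FPKM left 9 genes higher with a log2 fold change above 1.5, against 15. With no filter, limma called 11 genes higher and 5 lower, against 42 and 24, and 8 and 5 beyond 1.5 in either direction. *Lifr* then had its log2 fold change of -1.71 at an adjusted p of 0.062. In camera with no filter, the adjusted p was 0.073 for NF-κB targets, 0.13 for female-biased genes and 0.28 for monocyte and dendritic cell markers, which lost their calls. T and NK cell markers (0.017) and mesothelial and adipose markers (1.5e-04) gained one. Without reaching a call, the direction of LIF and IL-6 signaling (0.95) and of red blood cell markers (0.29) reversed. A minimum of 1 FPKM gave an adjusted p of 0.12 for NF-κB targets, 0.034 for T and NK cell markers and 0.049 for endothelial markers in camera. Without a trend, limma called 21 genes higher and 11 lower, 9 genes higher beyond 1.5, and camera gave an adjusted p of 0.064 for cholesterol synthesis. At an adjusted p under 0.1, 68 genes were higher and 41 lower. At a preset correlation of 0.05, the adjusted p in camera was 0.14 for NF-κB targets and for cholesterol synthesis, 0.13 for iron genes, 0.057 for pericentral genes and 0.090 for male-biased genes. The removal of the group shift reversed *Cxcl1* (log2 fold change -0.0078), which had not passed, and left 38 genes higher and 25 lower. The removal of genes listed at 0 left 41 higher and 19 lower.

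Leave-one-out draws gave 6 to 83 genes higher and 8 to 55 lower, and 5 to 26 and 8 to 20 beyond 1.5 in either direction. The log2 fold change of *Lifr* ranged from -1.81 to -1.52, and its call was lost in draws that left out a control value. With 1 control value left, that value is taken to vary like the knockout values. The adjusted p in camera ranged from 0.014 to 0.17 for NF-κB targets, 0.0025 to 0.11 for PPARα targets, 0.029 to 0.17 for cholesterol synthesis, 0.0077 to 0.096 for iron genes, 0.0097 to 0.24 for male-biased genes and 0.0040 to 0.066 for pericentral genes. It ranged from 0.045 to 0.99 for CAR and PXR targets, 0.022 to 0.18 for endothelial markers and 0.027 to 0.34 for oncofetal genes. Without a call in any draw, it ranged from 0.46 to 0.86 for LIF and IL-6 signaling, 0.57 to 0.98 for ferroptosis regulators, 0.35 to 0.98 for stellate markers, 0.31 to 0.95 for pancreas markers, 0.34 to 0.92 for proliferation, 0.15 to 0.92 for red blood cell markers and 0.25 to 0.88 for sex-linked genes, and the direction of each of these, and of CAR and PXR targets, reversed in at least 1 draw.

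Of 98 named genes tested, 22 changed sign in at least 1 leave-one-out draw, and 0 of them had passed in limma. Their log2 fold changes ranged from -0.26 to 0.19 for *Akt1*, -0.28 to 0.11 for *Cd79b*, -0.042 to 0.15 for *Chuk*, -0.14 to 0.020 for *Clec4g*, -0.19 to 0.23 for *Cxcl1*, -0.0097 to 0.23 for *Cxcl16*, -0.035 to 0.24 for *Ddx3y*, -0.22 to 0.30 for *Eif2s3y*, -0.11 to 0.12 for *Fcgr2b*, -0.043 to 0.36 for *Golm1*, -0.043 to 0.042 for *Gpx4* and -0.053 to 0.88 for *Hbb-bt*. They ranged from -0.13 to 0.20 for *Krt19*, -0.20 to 0.13 for *Mup20*, -0.16 to 0.18 for *Nfkbia*, -0.55 to 0.87 for *Onecut1*, -0.18 to 0.045 for *Pcna*, -0.56 to 0.32 for *Postn*, -0.011 to 0.075 for *Ptpn11*, -0.23 to 0.20 for *Sc5d*, -0.051 to 0.45 for *Sox9* and -0.020 to 0.00070 for *Yap1*. Of the 30 named genes past the threshold and not listed at 0 in a group, 24 lost the call with no filter, 18 without a trend, 8 at a pseudocount of 1 FPKM and 3 with the group shift removed.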

Differences from the paper's values

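The removal of genes listed at 0, the preset correlation of 0.05 and the leave-one-out draws were chosen only after the result was seen. Supplementary Data 1 of the paper lists 355 genes as higher in *Lifr* fl/fl;Alb-Cre livers, the paper's value, and limma called 42. It lists 208 genes as lower, the paper's value, and limma called 24. Both are counts at an adjusted p under 0.05 with no limit on the fold, and the paper's are from Cuffdiff. Of the alternatives set before the data were examined, none came within the paper's counts, with 29 higher and 22 lower at a pseudocount of 1 FPKM, 49 and 26 at 0.01 FPKM, 11 and 5 with no filter, 42 and 25 at a minimum of 1 FPKM, 21 and 11 without a trend and 68 and 41 at an adjusted p under 0.1.

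At the fold threshold that the methods state, 35 genes of Supplementary Data 1 have a log2 fold change above 1.5, the paper's value, and limma called 15. The count was 9 at a pseudocount of 1 FPKM, 17 at 0.01 FPKM, 8 with no filter, 14 at a minimum of 1 FPKM and 9 without a trend, and all of these differ from the paper's. Below -1.5, the paper's count is 16 and limma called 11, which is within 1.5 times, as are the counts of 12 at 0.01 FPKM and of 12 at a minimum of 1 FPKM. The counts of 9 at a pseudocount of 1 FPKM, 5 with no filter and 8 without a trend are not. Each of these counts from limma includes *Apob*, *Serpina3k* and *C3*, which are listed at 0 in knockout livers, and their removal left 8, which is not within 1.5 times of 16 either.

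Of the 565 genes that the authors called in the deposited table, limma called 60 and tested 544. All 544 had the same direction in limma and 489 had an unadjusted p under 0.05, but the authors called them on the same libraries, so neither count is an independent check. Limma also called 6 genes that the authors did not, namely *Prtn3*, *Prelid2*, *Snora23*, and *Apob*, *Serpina3k* and *C3*, which are listed at 0. Of the authors' calls, a pseudocount of 0.01 FPKM called 69, a minimum of 1 FPKM 63, an adjusted p under 0.1 101, a pseudocount of 1 FPKM 47, no trend 27 and no filter 11. Supplementary Data 1 gives a fold change for 40 of the named genes, and it comes from the same FPKM values. A gene was counted as differing if the sign changed or the gap exceeded the larger within-group SD of its log2 values. By this measure, which is not a standard error of the fold change, 0 genes differed, and 9 differed at a pseudocount of 1 FPKM.

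The paper states that canonical NF-κB signaling was enriched in *Lifr* fl/fl;Alb-Cre livers, with a normalized enrichment score of about 1.4 in Supplementary Fig. 5l, read by eye. The list of pathway components used here has the same direction, and its score did not pass in fgsea, at 1.39 with no filter (adjusted p = 0.13) and lower at the other settings set before the data were examined. This list is not the paper's gene set. The list of NF-κB target genes passed in fgsea, where no alternative was run for it, and none of its 26 genes passed in limma (3 had an unadjusted p under 0.05). Its call in camera was lost with no filter, at a minimum of 1 FPKM, at a preset correlation of 0.05 and in leave-one-out draws, at an adjusted p of 0.073, 0.12, 0.14 and up to 0.17.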

Other observations

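The tests of text order, of scale between libraries and of lost expression in this part were chosen only after the result was seen. Ferroptosis is a death of cells by iron-dependent lipid peroxidation, and of 28 of its regulators 1 was lower (*Scd1*), none was higher and 27 did not pass (2 higher and 2 lower when adjusted over the list alone; median log2 fold change -0.00; adjusted p = 0.74 from camera). *Gpx4*, the main enzyme that removes lipid peroxides, was at 224 ± 9.38 FPKM (SD, n = 2) in controls and 224 ± 9.47 FPKM (SD, n = 3) in knockout livers. *Aifm2*, which encodes FSP1, had a log2 fold change of 0.18 (adjusted p = 0.77 from limma), and *Slc7a11* was under the minimum, at 0.00994 and 0.0110 FPKM. The list of 17 receptors and signaling genes of LIF and IL-6 had a median of 0.03 and a mean of -0.03, which differ in sign (adjusted p = 0.74 from camera), and none of the 17 passed in limma, with 2 higher and 2 lower at an unadjusted p under 0.05. *Il6st*, the receptor subunit that pairs with LIFR, had a log2 fold change of 0.18 and *Jak1* one of 0.16. *Stat3*, *Ptpn11*, *Yap1*, *Akt1* and *Mapk3*, genes of the paper's signaling experiments, did not pass either, with log2 fold changes of 0.12, 0.03, -0.02, -0.04 and -0.28. These are mRNA levels in livers without injected oncogenes. The paper instead measured phosphorylation of Stat3, Yap, Akt and Erk in oncogene-injected livers, and binding of SHP2, the product of *Ptpn11*, to LIFR. *Socs3*, a STAT3-induced inhibitor named after its value was seen, had one of -0.70 (adjusted p = 0.21 from limma).

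The paper measured the cytokines of Fig. 3b in the medium of cultured cells. *Lcn2*, which encodes 1 of them, passed in these livers, at a log2 fold change of 3.86 (adjusted p = 5.2e-05 from limma). The genes of other cytokines in Fig. 3b named here did not pass. Their log2 fold changes were 0.02 for *Cxcl1* (below 0 when the group shift is removed), -0.24 for *Igfbp5*, 0.10 for *Cxcl16* and -0.12 for *Postn*. *Cx3cl1*, *Ccl17*, *Fgf21* and *Chil1* were under the minimum. Of 20 circadian clock genes, 1 was higher (*Ccrn4l*, also called *Noct*, at 1.14) and none was lower. When adjusted over the list alone, 5 were higher and 1 was lower. The median was 0.07 (adjusted p = 0.29 from camera and 0.047 from fgsea). The 22 genes of cholesterol synthesis had a median of 0.20 (adjusted p = 0.036 from camera), with none past the threshold in limma, 6 higher and 1 lower at an unadjusted p under 0.05 and 2 higher when adjusted over the list alone. *Sc5d*, an enzyme of that pathway, had a log2 fold change of -0.01. The 21 genes of bile acid synthesis and transport (median 0.10; adjusted p = 0.20 from camera) and the 14 CAR and PXR targets (median 0.22; adjusted p = 0.16) had none past the threshold in limma, with 4 and 3 higher and 1 and 1 lower at an unadjusted p under 0.05 and, when adjusted over the list alone, 2 CAR and PXR targets higher. Pericentral genes had a median of 0.25 (adjusted p = 0.015 from camera) and periportal genes one of 0.13 (adjusted p = 0.10 from camera). *Ctsc*, at a log2 fold change of 0.72, was the 1 gene of either list that was higher. Pericentral genes did not pass in fgsea (adjusted p = 0.090 from fgsea). Female-biased genes had a median of 1.20 (adjusted p = 0.0011 from camera; 4 higher when adjusted over the list alone), with *Cyp2c40*, a gene with near-identical copies, at 1.61 and *Cyp4a14* at 1.46 on the log2 scale, neither past the threshold. In leave-one-out draws the log2 fold change of *Cyp4a14* ranged from 0.76 to 1.83. Of these lists, 7 of 20 female-biased genes reached the minimum, and their call was lost with no filter (adjusted p = 0.13 from camera). Male-biased genes had a median of -0.11 (adjusted p = 0.026 from camera and 0.066 from fgsea), with 2 lower when adjusted over the list alone. Sex-linked genes had a median of 0.07 (adjusted p = 0.64 from camera). The Y-linked *Eif2s3y* and *Ddx3y* were at 21.6 to 38.2 and at 18.3 to 24.9 FPKM over the 5 livers. In leave-one-out draws, the calls of cholesterol synthesis, pericentral genes and male-biased genes were lost, at an adjusted p of up to 0.17, 0.066 and 0.24 from camera.

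Among other cell types, monocyte and dendritic cell markers had a median of 0.60 (adjusted p = 0.0023 from camera; 3 higher when adjusted over the list alone), with *Lyz2* at 0.57 and *Plac8* at 0.63 on the log2 scale, and neither passed. Of 14 such markers 4 reached the minimum, and the call was lost with no filter (adjusted p = 0.28 from camera). The median was 0.39 for T and NK cell markers (adjusted p = 0.11), -0.18 for B cell markers (adjusted p = 0.45), -0.08 for endothelial markers (adjusted p = 0.053) and -0.00 for stellate markers (adjusted p = 0.81), all from camera. Cholangiocyte markers had a median of 0.03 and a mean of -0.01, which differ in sign (adjusted p = 0.58). For mesothelial and adipose markers the median was -0.23 (adjusted p = 0.22), for pancreas markers -0.07 (adjusted p = 0.58; 1 lower when adjusted over the list alone) and for red blood cell markers 0.05 (adjusted p = 0.64). Few genes of some lists were tested, namely 4 of 16 T and NK and 2 of 10 B cell markers. Tested as well were only 3 of 12 mesothelial and adipose, 2 of 13 pancreas and 2 of 10 red blood cell markers. Medians of so few genes do not show that a cell type was unchanged. Endothelial markers, which did not pass in camera, passed in fgsea in the lower direction (adjusted p = 0.026 from fgsea). Proliferation genes had a median of 0.07 (adjusted p = 0.64 from camera) and oncofetal genes one of 0.18 (adjusted p = 0.13 from camera). Of 11 oncofetal genes, 4 were tested. Of 11687 genes tested, 3024 had groups that do not overlap, which is 25.9% where chance gives 20%, and 1126 had an unadjusted p under 0.05 in limma.

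The values of each gene stand in ascending text order within a group, and putting each gene's values in that order is a candidate cause. All 15586 genes with distinct values are in text order. Of 1068 genes whose text order and number order differ, all 1068 are in text order and 0 are in number order. These genes are part of the same observation and no separate test, but a difference in scale between whole libraries would order values by number, which they argue against. In Supplementary Data 1 of the paper, 563 of 563 genes are in text order. No biological explanation was tested.

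*Apob*, *Serpina3k* and *C3* are at 605 and 759, 6064 and 6172, and 1427 and 1488 FPKM in controls and are listed at 0 in every knockout liver. A candidate explanation is that loci with very many fragments were skipped when FPKM were estimated, and the prediction written before the test was that all 3 are among the 20 genes with the largest product of control FPKM and transcript length. The lowest of their ranks was 7 of 15628, and 4 genes at or above that rank are above 0 in knockout livers, so the product alone does not decide it. They are the 3 genes at 0 in the knockout livers alone with the highest control levels, and the deposited comparison lists all 3 with a log2 fold of 0 and a P of 1. It lists 0 of the other 1142 genes at 0 in 1 group only that way, whereas all 6523 genes at 0 in all 5 libraries have this listing. A loss of expression in the knockout livers would give the listing of the other 1142, so this argues against it, although those have lower control means, at most 78.2 FPKM in the genes at 0 in the knockout livers. A smaller effect of *Lifr* loss on these genes stays open and was not tested here.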
